# miRNA–target chimeras reveal miRNA 3′-end pairing as a major determinant of Argonaute target specificity

**DOI:** 10.1038/ncomms9864

**Published:** 2015-11-25

**Authors:** Michael J. Moore, Troels K. H. Scheel, Joseph M. Luna, Christopher Y. Park, John J. Fak, Eiko Nishiuchi, Charles M. Rice, Robert B. Darnell

## Abstract

microRNAs (miRNAs) act as sequence-specific guides for Argonaute (AGO) proteins, which mediate posttranscriptional silencing of target messenger RNAs. Despite their importance in many biological processes, rules governing AGO–miRNA targeting are only partially understood. Here we report a modified AGO HITS-CLIP strategy termed CLEAR (covalent ligation of endogenous Argonaute-bound RNAs)-CLIP, which enriches miRNAs ligated to their endogenous mRNA targets. CLEAR-CLIP mapped ∼130,000 endogenous miRNA–target interactions in mouse brain and ∼40,000 in human hepatoma cells. Motif and structural analysis define expanded pairing rules for over 200 mammalian miRNAs. Most interactions combine seed-based pairing with distinct, miRNA-specific patterns of auxiliary pairing. At some regulatory sites, this specificity confers distinct silencing functions to miRNA family members with shared seed sequences but divergent 3′-ends. This work provides a means for explicit biochemical identification of miRNA sites *in vivo*, leading to the discovery that miRNA 3′-end pairing is a general determinant of AGO binding specificity.

## Abstract (web summary)

microRNAs (miRNAs) act as sequence-specific guides for Argonaute (AGO) proteins. By using a modified AGO HITS-CLIP strategy that enriches miRNAs ligated to their endogenous mRNA targets, here the authors show that miRNA 3' end pairing is a general determinant of AGO binding specificity.

microRNAs (miRNAs) are small, non-coding RNAs that mediate posttranscriptional RNA silencing by sequence-specific targeting of Argonaute (AGO) proteins to mRNAs^1^. miRNAs regulate the development, homeostasis and pathologies of virtually all vertebrate tissues. Many miRNAs have specific or enriched expression in the central nervous system, regulating such diverse processes as neuronal differentiation, excitation, synaptogenesis and plasticity^2^. Accordingly, miRNA dysregulation is implicated in neurological disorders and many cancers including glioma and liver cancer^3^,^4^,^5^. However, miRNA function in these contexts remains unclear, as most *in vivo* mRNA targets are unknown.

Accurate miRNA target identification remains a formidable challenge^6^. Canonical miRNA binding involves base pairing of the miRNA seed region (nucleotides 2–8) to complementary target sites^7^,^8^. Such short motifs occur frequently in the transcriptome and are not sufficient to predict miRNA binding, leading to high false discovery rates for purely bioinformatic predictions^9^. To mitigate this limitation, evolutionary conservation and local AU sequence content are employed as screens for site functionality and accessibility, respectively^7^,^10^. However, the importance of non-conserved miRNA regulation, especially in the brain^11^, and limitations of context predictions without empirical binding information are well established^12^. Moreover, the assumption of uniform rules for all miRNAs ignores non-canonical miRNA binding, increasingly recognized as widespread^13^,^14^,^15^. Rules beyond seed-based pairing such as supplementary pairing of miRNA 3′-bases 12–17 have been described but are generally considered rare^16^,^17^,^18^. Other non-canonical binding modes include 3′-end centric ‘seedless' pairing^19^,^20^, centred miRNA pairing^21^ and nucleation bulges in the seed region^13^.

Empirical mapping of miRNA target sites *in vivo* was first achieved with ultraviolet cross-linking and immunoprecipitation with high-throughput sequencing (HITS-CLIP) of AGO proteins^22^,^23^,^24^. AGO HITS-CLIP generates two data sets—a transcriptome-wide target binding map and an empirical catalogue of expressed miRNAs—that empower accurate identification of functional miRNA-binding sites. However, the inability to link miRNA and target unambiguously remains a limitation. Two groups reported experimental strategies to ligate miRNA to target RNA in purified AGO complexes. CLASH (cross-linking and sequencing of hybrids) identified thousands of miRNA–target chimeras using dual-tagged AGO1 in HEK-293T cells, revealing frequent seed-independent miRNA binding^19^,^25^. Soon after, modified photoactivatable ribonucleoside-enhanced CLIP identified ∼3,600 unambiguous events in *Caenorhabditis elegans*^26^. Although identifying thousands of novel interactions, the reliance of these studies on exogenous AGO expression excludes them from analysis of human tissues and, currently, *in vivo* mouse models, and raises concerns about the stoichiometry of RNA-binding events.

We have developed modifications of AGO HITS-CLIP, termed CLEAR (covalent ligation of endogenous Argonaute-bound RNAs)-CLIP, permitting isolation of miRNA–target chimeras from endogenous AGO–miRNA–mRNA complexes. CLEAR-CLIP identifies tens of thousands of miRNA target sites in mouse brain including novel targets for many neuron-specific miRNAs. In mouse brain and human liver cells, we define expanded pairing rules for over 200 mammalian miRNAs illustrating widespread use of miRNA 3′-end auxiliary pairing *in vivo* and tolerance of diverse, although constrained, pairing patterns for many miRNAs. Integrated with HITS-CLIP binding information, CLEAR-CLIP provides an improved empirical basis for identification of physiologic canonical and non-canonical miRNA regulation.

## Results

### CLEAR-CLIP defines miRNA–target interactions *in vivo*

We modified AGO HITS-CLIP to facilitate direct ligation of miRNA and target RNA. Endogenous AGO–RNA complexes were purified from ultraviolet-irradiated mouse brain neocortex using monoclonal anti-AGO and were washed in stringent conditions that disrupt native AGO–mRNA interactions (Fig. 1a)^22^,^27^. Complexes were treated with dilute RNAse to generate footprint-sized fragments. To test whether T4 RNA ligase I treatment could join free RNA ends, AGO–RNA was radiolabelled with polynucleotide kinase (PNK) and ^32^P-γ-ATP, then treated with RNA ligase. Complexes were treated with alkaline phosphatase and visualized by SDS–polyacrylamide gel electrophoresis (PAGE) and autoradiography to assess dephosphorylation. Compared with untreated samples, ligase-treated complexes were ‘protected' from dephosphorylation, indicating ligation of RNA ends (Supplementary Fig. 1a). Using optimized ligation conditions, 12 biological replicates from post-natal day 13 (P13)-aged mouse neocortex were prepared, along with two no-ligase control samples omitting RNA ligase I treatment. Pre-adenylated 3′-adapter was added on-bead with truncated RNA ligase 2, which cannot catalyse standard RNA–RNA ligation^28^. Isolation, cloning and sequencing of AGO-bound RNA tags retrieved hundreds of thousands of miRNA–target chimeric reads in addition to standard target and miRNA fragments (Supplementary Table 1). We termed this method CLEAR-CLIP.

CLEAR-CLIP yielded miRNA–target chimeras in two orientations, termed miR-first and miR-last based on the position of miRNA and target fragments (Fig. 1a). Most chimeras contained full-length miRNAs and miR-first chimeras were on-average 14-fold more frequent than miR-last. Uniquely mapped miR-first chimeras were ∼1.5–5% of total unique reads in ligase-treated samples, but only ∼0.2–0.3% in no-ligase samples. miR-last chimeras were ∼0.05–0.2% of unique reads, irrespective of ligase treatment. Thus, most miR-first chimeras were dependent on exogenous ligase but miR-last chimeras were not. Importantly, chimeric and non-chimeric mRNA target sequences could not be cloned from no-ultraviolet controls, indicating that *in vivo* AGO–mRNA ultraviolet cross-linking was strictly required for CLEAR-CLIP.

miRNA frequency in miR-first chimeras correlated with brain miRNA abundance (Fig. 1b and Supplementary Fig. 1b–d). miR-first chimeras were dominated by a small number brain-abundant miRNAs (Supplementary Fig. 1e). In contrast, miR-last chimeras did not correlate to miRNA abundance and were dominated by dubiously annotated miRNAs (Fig. 1c and Supplementary Fig. 1d). Target regions in miR-first chimeras were also strongly enriched for canonical seed matches to their cognate miRNAs (Fig. 1d). Seed enrichment occurred within ∼75 nt of the miRNA ligation junction in the expected downstream (3′) region, but not the upstream region (5′) (Fig. 1d). Consistent with prior findings, chimeras were present at low levels in no-ligase samples^26^, although with reduced seed enrichments (Fig. 1e). For miR-last chimeras, the reversed pattern of seed distribution around the ligation junction was expected; however, this pattern was weak in ligase-treated samples and was absent in no-ligase samples (Fig. 1f,g). As they better reflected miRNA abundance and known miRNA targeting features, we focused exclusively on miR-first chimeras (henceforth ‘chimeras').

Notably, many CLEAR-CLIP target regions lacked canonical seed matches (Fig. 1d), consistent with similar analyses^19^,^26^. We took two approaches to assess miRNA ligation to non-cross-linked targets, which could falsely identify non-physiologic interactions. First, we tested chimera ligation after denaturing AGO complexes in 6M guanidine hydrochloride, as in CLASH^19^. Interactions from denatured samples were similar to other samples based on miRNA seed match frequency, indicating *bona fide* interactions. However, compared with other samples, the yield of chimeric and non-chimeric CLIP reads was low (Supplementary Table 1) and skewed to non-genic sites (Supplementary Fig. 1f); thus, we pursued it no further.

Second, we performed mixing experiments to assess miRNA ligation to non-target sequences after postlysis re-association. CLEAR-CLIP was done on lysates from cross-linked mouse cortex mixed with *Escherichia coli* total RNA, which contains thousands of potential miRNA sites by random chance at a per-nucleotide frequency comparable to mouse. For two replicates each, equal mass amounts of mouse and *E. coli* RNA or a large excess of *E. coli* RNA (sixfold) were mixed. We confirmed that *E. coli* RNA was not degraded in brain lysates (Supplementary Fig. 2). Across four mouse-only control samples, 1% of chimeric CLIP reads mapped to the *E. coli* genome, establishing the ‘background' from cross-mapped reads and minute RNA contaminants from commercial enzymes^29^ (Supplementary Table 2). Average *E. coli* mapping rates were 1.9% in equal-mixture samples and 5.2% in excess-mixture samples. To examine a more complex competitor RNA pool, we performed CLEAR-CLIP on mixed lysates from ultraviolet-irradiated mouse brain and non-cross-linked *Drosophila* S2 cells containing equal amounts of RNA. Here, 0.7% of mouse-only chimeric sequences mapped to the *Drosophila* genome compared with 2.9% of mixed mouse/fly samples (Supplementary Table 2). Collectively, these experiments indicate low (<5%) false discovery comparable to related methods^19^.

### CLEAR-CLIP enhances the brain miRNA regulatory map

Chimeras with the same miRNA and overlapping genomic coordinates were clustered to yield 130,120 brain miRNA–target interactions (Fig. 1a and Supplementary Data 1). Seventy-nine per cent (102,882) of interactions were also supported by non-chimeric AGO CLIP reads. We combined chimeric CLEAR-CLIP reads with conventional CLIP reads from 15 total biological replicates, to generate an enhanced brain miRNA regulatory map. We identified 96,685 AGO peaks supported in at least 5 mice, defined as biological complexity (BC)≥5 (Supplementary Data 2)^22^. Twenty-seven per cent of BC≥5 peaks (26,304) had chimera support unambiguously identifying the miRNA(s) and this proportion increased substantially for peaks with greater BC (Supplementary Fig. 1g). Consistent with our prior studies, ∼20% of brain AGO peaks were ‘orphans' lacking 6mer seed matches for the 35 most abundant miRNA families^22^. Chimera data linked miRNAs to 6,136 (∼28%) orphan peaks, disambiguating thousands of biologically robust non-canonical miRNA-binding sites.

Chimera-defined interactions and non-chimeric AGO CLIP reads were similarly distributed in the transcriptome (Fig. 1h). In addition to 3′-untranslated region (UTR) and coding DNA sequence (CDS) sites, chimeras identified many intronic sites with miRNA-dependent AGO binding (Supplementary Fig. 3a)^30^,^31^,^32^. Intronic interactions were not previously reported for CLASH in 293T cells, because reads were only aligned against mature transcripts^19^. Our alignment of raw CLASH data against a genomic reference recovered many intronic (∼15%) and other non-3′-UTR sites (>60%), independently confirming such binding. To examine whether annotated intronic interactions in the brain fall in mis-annotated exons, we examined polyA+ RNA sequencing from age-matched mouse cortex^33^. As polyA selection strongly enriches mature transcripts, introns show much lower coverage than coding or 3′-UTR exons. Accordingly, chimera-identified intronic sites showed low RNA sequencing coverage relative to exonic sites (Supplementary Fig. 3b). For comparison, binding sites for NOVA and RBFOX in the brain, which also bind intronic and exonic sequences, showed similar patterns^34^,^35^.

CLEAR-CLIP retrieved known miRNA regulatory sites (Fig. 1i and Supplementary Fig. 3c) and functions for well-characterized neuronal miRNAs, such as miR-124 and miR-9, in neuron development, synapse formation and axon guidance (Supplementary Data 3)^22^,^36^,^37^. Gene Ontology analysis indicated neuronal regulatory functions for less-characterized brain miRNAs, including miR-26 (for example, axon development and locomotion), miR-138 (neurotransmitter transport and secretion, and calcium transport) and miR-9* (cell migration and motility; Supplementary Data 3). In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) database analysis recovered known associations of miR-124, miR-9 and miR-26 with glioma, including known and many novel targets (Supplementary Fig. 4).

### CLEAR-CLIP-identified sites are functional

Chimera-identified sites from the brain are functional in global analyses of miRNA perturbation. For brain polyribosome-associated mRNAs from miR-128 knockout (KO) and wild-type (WT) mice, the presence of miR-128 chimeras in transcript 3′-UTRs correlated with enhanced polysome association in miR-128 KO brain (Fig. 2a)^2^. Sites with canonical seed matches and non-canonical sites predicted significant de-repression (Fig. 2b).

More detailed analysis was possible for miR-124 due to the large number of identified sites. In CAD neuroblastoma cells transfected with miR-124 mimic, the presence of miR-124 chimeras in 3′-UTRs in mouse brain correlated with repressed transcript levels compared with control cells (Fig. 2c)^38^. Chimera sites identified once (cluster size, *N*=1) predicted significant regulation and sites identified multiple times (*N*>1) or overlapping AGO CLIP peaks conferred stronger repression.

Consistent with our prior studies, AGO peaks encompassing miR-124 seed matches predicted significant transcript repression in miR-124-transfected cells (Fig. 2d)^22^. Critically, when such peaks overlapped miR-124 chimeras, repression was significantly greater. Thus, chimera information improved identification of functional miRNA sites *in vivo*. To examine different types of miR-124 sites, we defined mutually exclusive sets of transcripts possessing only chimera-defined canonical miR-124 sites or only non-canonical sites. Canonical sites correlated with significant transcript repression (Fig. 2e). Non-canonical sites predicted only a small shift in RNA levels (Fig. 2f) due largely to bulged 8mer miR-124 sites, the only non-canonical group predicting significant transcript repression in this data set. These analyses show that AGO HITS-CLIP maps supplemented with chimera data improved identification of functional miRNA target sites, including specific non-canonical sites.

### Diverse miRNA–mRNA pairing patterns

In addition to canonical sites, motif searches allowing expanded seed match variants revealed a high proportion of single mismatch and bulged sites (>30% together), and many (∼20%) lacking appreciable seed homology (Fig. 3a). These patterns were similar across different transcript regions, showing that CDS and intronic AGO targeting follows similar rules to 3′-UTR binding. For chimera clusters of increasing sizes (*N*) and chimeras overlapping AGO peaks, canonical sites were slightly enriched (Fig. 3b). Similar canonical motifs were used by all miRNAs but relative frequencies varied (Fig. 3c).

We determined overlap of chimera-defined sites with TargetScan predictions, a purely bioinformatic approach, for six abundant brain miRNA families^7^. Chimera-identified sites in 3′-UTRs for a given miRNA were much more likely to overlap TargetScan-predicted sites for that miRNA than random control sites (Fig. 3d). Nonetheless, TargetScan supported only a minority of chimera-defined sites and concordance varied for different miRNAs. A major source of discrepancy was the preponderance of 6mer and imperfect seed match variants in chimera-identified binding sites, functional categories not present in TargetScan. Detailed analysis of imperfect seed sites confirmed established patterns, such as the miR-124 target G bulge between miRNA positions 5 and 6 (Fig. 3e)^13^. Other motifs revealed strong miRNA-specific preferences for the location of bulged miRNA or target nucleotides (Fig. 3e and Supplementary Fig. 5a,b). Notably, 22 of the top 25 brain miRNAs disallowed bulging at one or more sites, most often position 5 (16/25). These preferences identify specific single-nucleotide target deletions that, presumably by forcing unfavourable miRNA bulges, should effectively abolish AGO binding and regulation. Compared with bulged motifs, seed mismatches were more evenly distributed and showed less miRNA-specific variation (Fig. 3e and Supplementary Fig. 5c). An exception was G–U wobble interactions, which showed strong preferences such as miR-30 position 3 (Supplementary Fig. 3d).

Unbiased *de novo* motif analysis of chimera target regions identified strong enrichment of seed-complementary motifs (Fig. 3f)^39^. miRNAs without significant seed binding were mostly low-abundance, often passenger-strand isoforms, which could be affected by sampling error. In addition, many miRNA targets had strong enrichments for motifs complementary to miRNA 3′-end sequences. Several auxiliary motifs included the classic supplementary pairing region from nucleotides 13–16, but many different regions of auxiliary binding were evident^17^.

### Expanded miRNA–target pairing rules in the brain

Motif analysis revealed extensive seed-based and auxiliary miRNA targeting *in vivo*. For resolution of individual events, we performed duplex structure predictions for target regions and their cognate miRNAs using RNAhybrid (Supplementary Data 1)^40^. *k*-means clustering of structures revealed six major modes of miRNA–target binding, with five dominated by seed-site pairing combined with various auxiliary binding patterns (Fig. 4a,b). Four clusters (*k*=1–4) closely mirrored similar analyses of 293T CLASH sites, including a seed-independent class (*k*=4)^19^. A fifth group identified by CLASH, encompassing ∼20% of interactions and lacking significant miRNA–target pairing, was not identified here. We also observed novel classes with seed pairing coupled with bipartite or tripartite auxiliary pairing patterns. These clusters, including the distinctive patterns of auxiliary binding, were not observed when target regions and miRNAs were shuffled by randomly re-assigning each chimeric target region the miRNA from a different chimera. Shuffled interactions showed significantly lower duplex hybridization energies than true ones, consistent with the discovery of real binding events (Fig. 4c).

Remarkably, of 212 miRNAs with >50 identified target sites in the brain, 196 (∼90%) showed significant enrichment or depletion in one or more *k*-means binding class (Fig. 4d and Supplementary Table 3). For example, miR-124 was strongly enriched in groups 1 (*P*=1.6 × 10^−245^, Fisher's exact test) and 5 (*P*<1.6 × 10^−245^), and marginally in group 2 (*P*=2.1 × 10^−3^). In contrast, miR-124 was strongly depleted in groups 3 (*P*<1.6 × 10^−245^), 4 (*P*=3.7 × 10^−140^) and 6 (*P*=1.1 × 10^−174^). This pattern confirmed strong seed dependence for miR-124 binding and revealed distinct patterns of favoured auxiliary binding (Fig. 4b,d). Motif analysis also supported auxiliary pairing, showing an enriched 7mer motif complementary to miR-124 positions 14 to 20 (Fig. 3f). Structural inference revealed distinct binding patterns contributing to this motif consensus.

Some miRNAs tolerated striking diversity in pairing interactions. miR-9 was enriched in group 3 (*P*=3.3 × 10^−130^, Fisher's exact test), characterized by strong seed dependence and frequent auxiliary pairing from positions 14 to 22, and group 6 (*P*=3.9 × 10^−17^), characterized by a tripartite auxiliary pattern (Fig. 4b). miR-9 was also enriched for seedless binding (*k*=4, *P*=2.2 × 10^−9^). Similarly, miR-181 family members were enriched in both seed-dependent and -independent classes. Globally, interactions with more predicted seed pairing exhibited fewer predicted auxiliary base pairs and vice versa (Fig. 4e). Canonical sites with less seed pairing (6mer and 7mer-A1) had slightly more predicted auxiliary pairing than stronger seed sites (8mer and 7mer-m8), consistent with supplementary 3′-pairing (Supplementary Fig. 6a)^17^. A stronger effect was evident for bulged or mismatched 8mer and 7mer motifs, which had more auxiliary pairing than their perfect match counterparts, indicating complementary pairing to offset imperfect seed matches (Supplementary Fig. 6b–d)^18^.

Specific classes of CLEAR-CLIP-defined sites are preferentially conserved in mammals, consistent with functional significance^7^,^41^,^42^. In both CDS and 3′-UTRs, groups 1, 2 and 3 were modestly more conserved than groups 4, 5 and 6, with seedless interactions (*k*=4) showing lowest overall conservation (Supplementary Fig. 7a,b). The 3′-UTR sites with canonical seed matches and certain bulged or mismatched motifs were more conserved than sites lacking seed homology (Supplementary Fig. 7c). CDS sites showed a similar pattern, except for mismatched sites (Supplementary Fig. 7d). To compare conservation of seed and auxiliary pairing regions, we calculated conservation scores in the seed and auxiliary portions of 3′-UTR target sites. For 8mer and 7mer-m8 sites, target seed regions were modestly more conserved than the auxiliary region (*P*<0.05, one-tailed *t*-test). For other sites, seed and auxiliary regions were similarly conserved (Supplementary Fig. 7e), implying evolutionary pressure to maintain the whole miRNA binding site.

We confirmed chimera-identified regulation by transfecting miRNA mimics into mouse neuroblastoma (N2A) cells and measuring endogenous target mRNA levels by quantitative reverse transcriptase–PCR (qRT–PCR). miRNA mimics repressed most miR-9 (6/7) and miR-181a (5/6) targets examined, including all with canonical seeds and several with seedless interactions and no canonical seed matches in their 3′-UTRs (Fig. 4f). These experiments support prior findings that seed-independent miRNA targeting is functional but weaker than seed-dependent regulation^14^,^19^.

### Endogenous miRNA–target chimeras in human hepatoma cells

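Huh-7.5 is an established human hepatoma cell line. In AGO HITS-CLIP, ultraviolet light cross-links Argonaute (AGO) to the RNA it holds, AGO is purified with that RNA, and the RNA is sequenced. A miRNA that becomes ligated to the RNA fragment beside it is then read as a single chimeric sequence, called miR-first when the miRNA stands at the 5′ end and the target fragment follows. The samples were 31 libraries, 19 of them made by the standard protocol. Of these, 7 came from untreated cells, 4 from mock-transfected cells, 4 from cells given a locked nucleic acid (LNA) against miR-122 at 30 nM and 4 from cells given miravirsen at 30 nM. The other 12 were made by CLEAR-CLIP, 2 of them with T4 RNA ligase I and 10 without it, in cells with depleted, endogenous or overexpressed HSPC117. The excised AGO–RNA complexes ran at 130 to 160 kD according to the paper and at 130 to 180 kD according to the sample labels. The authors deposited a single table of miR-first interactions pooled over libraries, which by the legend of Fig. 6 came from both protocols. No interaction can therefore be assigned to a library or a treatment, there are no replicates, and intervals and p-values below describe the sampling of interactions only. The depth of each library is known from the paper's Supplementary Table 4. The paper's numbers of unique non-chimeric reads were 58027 to 340404 (median 158404) in untreated libraries, 339542 to 632342 (median 460423.5) in mock libraries, 406191 to 1216062 (median 445873.5) with the LNA and 284679 to 741674 (median 497067.5) with miravirsen. In CLEAR-CLIP they were 35085 and 45824 with ligase and 18790 to 326728 (median 86375.5) without it. The table holds 35811 chimeric reads after the authors had collapsed PCR duplicates, against the paper's 39075 unique miR-first chimeras over all libraries. The authors found miRNAs in the reads and mapped the rest of each read to hg18 with Bowtie, kept fragments with a single place in the genome, and gave reads that fitted several miRNAs to one of them at random. Overlapping reads of the same miRNA were merged into an interaction, listed with its strongest seed match in a target region of 75 nt that runs downstream from the ligation point, trimmed at both ends where the merged reads were longer. RNAhybrid then predicted the duplex, with the first miRNA base left out. Seed pairing was forced for perfect matches, for mismatched 8mer, 7mer and 6mer and for bulged 8mer and 7mer matches, and was not forced for targets without seed homology. Values for Huh-7.5 interactions that follow were computed from that table unless they are given as the paper's, counting each interaction once, with coordinates in hg18 as listed. Whether these count from 0 or 1 is not given in the sources used here.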

To independently assess miRNA–target pairing patterns, we searched for miRNA–target chimeras in standard HITS-CLIP libraries from human hepatoma (Huh-7.5) cells. miR-first chimeras were present at ∼0.5% of unique reads, suggesting that on-bead RNA ligase I treatment for 3′-linker addition in the standard protocol can form chimeras (Supplementary Table 4 and Supplementary Data 4). 

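The target regions of 9939 of 32712 interactions, 30.4% (95% Wilson interval, 29.9 to 30.9), carried a canonical seed match to the ligated miRNA. These were 2198 8mers, 2476 7mer-m8, 1699 7mer-A1, 1883 6mer and 1683 offset 6mer matches. The share differed between miRNAs. It was 47.0% of 1107 interactions for miR-122-5p, the abundant miRNA of hepatocytes, and 42.5% of 2480 for miR-17-5p, a member of the proliferation-associated miR-17~92 cluster, but 14.4% of 1203 for miR-19a-3p of the same cluster. Canonical matches lay near the ligation point, as 85.7% of 8mers (84.2 to 87.1) fell in the first 37 positions of the region, where an even placement would put 54.4% (two-sided exact binomial test, p = 1.2e-215). The share was 84.1% for 7mer-m8, 84.7% for 7mer-A1, 79.6% for 6mer and 78.8% for offset 6mer matches, against 52.9% to 53.6% for an even placement. With 1 mismatch it was 72.1% for 8mers and 67.6% for 7mer-m8, and for mismatched 6mers it was 51.7% (exact binomial test, p = 0.39). The background is an even placement, since the table carries no target sequence. Interactions supported by at least 2 reads had a canonical share of 46.7% (44.3 to 49.1, n = 1637). Chimeras with the miRNA at the 3′ end were not analysed here.

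**Figure D1:**
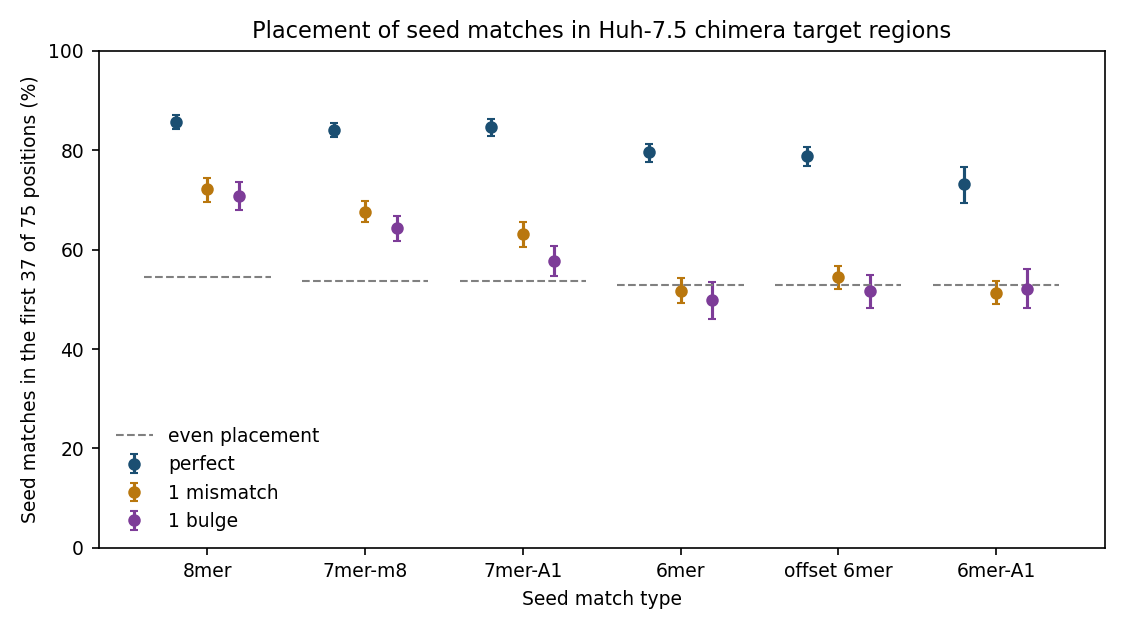
Share of seed matches (vertical axis, percent of interactions with that match) that start in the first 37 of 75 positions of the target region, for 6 match types (horizontal axis) as perfect matches or with 1 mismatch or 1 bulge. Points are shares, bars are 95% Wilson intervals and dashed lines give the share under an even placement. Perfect matches lie between 73.2% and 85.7%, and mismatched 6mers lie at the dashed line.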

As in the brain, miR-first chimera target regions were strongly enriched for cognate miRNA seed matches, whereas miR-last were less so (Fig. 5a,b). 

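Of the listed interactions, 21978 (67.2%) fell in 7074 annotated genes, and they involved 542 miRNAs. Introns held 39.2%, coding sequence 12.4% and 3′-UTRs 12.0% of all interactions, and 23.6% lay deep between genes. The interaction of miR-17-5p with the most reads at a gene, 20, was at HMGCS1, which encodes an enzyme of cholesterol synthesis, in an intron on chromosome 5 from 43327602 to 43327677, with an 8mer match. That of miR-122-5p, with 5 reads, was in the coding sequence of RTCA, which encodes an RNA 3′-terminal phosphate cyclase, on chromosome 1 from 100525277 to 100525352, also with an 8mer. For miR-23a-3p it was the coding sequence of the tubulin gene TUBB4B (11 reads, 8mer, chromosome 9 from 139257502 to 139257577). Of 24 genes of secreted hepatocyte proteins, 21 had interactions, led by AFP with 57, APOB with 49, ALB with 33 and FN1 with 20. Of 32 genes of cholesterol and fatty acid metabolism, 27 had them, led by HMGCS1 with 40 and the cholesterol transporter ABCA1 with 15. The counts were 19 of 27 cell cycle genes, with 9 interactions each at WEE1 and MDM2, and 17 of 21 genes of the miRNA pathway, with 25 at TNRC6A. For neuronal genes it was 3 of 15 and for glial, immune and fibroblast genes 1 of 12. Differences between these gene groups were not tested. None of 72 tests of a frequent miRNA at the genes of such a group passed an adjusted p of 0.05 (Fisher's exact test, Benjamini–Hochberg, where 2 had an unadjusted p under 0.05). Neuronal genes held only 8 interactions and glial, immune and fibroblast genes 1, so their tests had little or no chance to pass. Genes listed as targets of the miR-15/16 family held more of that family's interactions, 11 of 43 or 25.6%, than other genes did (5.64%; odds ratio 5.75, Fisher's exact test, adjusted p = 2.65e-04), among them CCND1, WEE1 and VEGFA. The other 12 of 13 such target lists did not pass, including that of miR-122, with 6 of 103 interactions (5.83% against 3.29%, Fisher's exact test, adjusted p = 0.41). By the paper's numbers, 53.2% of miR-first chimeras came from cells given the LNA against miR-122 or miravirsen. The miR-122 list therefore does not show what cells without an inhibitor would give. The let-7 list held 0 of 119, which allows a share of up to 2.52%, against 0.252% at other genes. With so low a background, the let-7 list could not be judged. The odds ratio was over 1 for 8 of the 13 lists. Pooled over the lists, it was 1.70 (Mantel–Haenszel, 95% interval, 1.31 to 2.19, p = 4.8e-05 from its chi-square test), against 1.17 when the miRNAs were shuffled once. Lists share genes such as BCL2L11, and interactions at the same gene are not independent. The interval may therefore be too narrow and the p-value too small, and a single shuffle gives no spread. How often a gene is listed also depends on its RNA level, which was not measured here, and 31075 interactions (95.0%) rest on a single read. The overlap with miRTarBase was not analysed here.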

In total, 34,986 miRNA–target interactions were identified in Huh-7.5 cells (Supplementary Fig. 8a)^43^, confirming that standard HITS-CLIP libraries contain miRNA–target chimeras, albeit at reduced frequency^26^.

To further test the functionality of chimera-identified sites, we examined data from Huh-7.5 cells treated with locked nucleic acid (LNA) against miR-122 or miravirsen, a clinical miR-122 inhibitor^44^. AGO binding to 3′-UTR regions with miR-122 7mer or 8mer seed matches was specifically reduced in miR-122 LNA versus control cells (Fig. 5c). This effect was stronger for sites overlapping miR-122 chimeras and even stronger when both predictors were combined. When regions outside 3′-UTRs were included, a significant effect was only observed when miR-122 chimeras were present (Fig. 5d). These results indicate that chimeras enhanced prediction of 3′-UTR and non-3′-UTR sites. For miravirsen treatment, miR-122 seed presence alone was predictive in all cases, but miR-122 chimeras enhanced these predictions (Supplementary Fig. 8b,c). This analysis provided further evidence that miRNA chimeras improve identification of miRNA regulatory sites.

### miRNA–target chimeras in the absence of exogenous ligase

Chimeras independent of exogenous ligase were present in small numbers in mouse brain and were reported in *C. elegans*^26^. These interactions showed significant seed enrichment, suggesting many are real (Fig. 1e). We used CLEAR-CLIP in Huh-7.5 cells to investigate mammalian transfer RNA ligase HSPC117 as a potential source of these chimeras and a means to enhance chimera ligation^45^. As in mouse brain, Huh-7.5 CLEAR-CLIP yielded chimeras at ∼2% of mapped reads. Ligase-treated samples showed a ∼10-fold enrichment for miR-first chimeras and a smaller enrichment for miR-last (Fig. 5e). CLEAR-CLIP without ligase addition was also done on Huh-7.5 cells with induced overexpression of HSPC117 or efficient depletion by RNA interference (Supplementary Fig. 8d). In both conditions, chimera frequencies were not significantly different from controls with endogenous HSPC117 levels (Fig. 5e). We also searched for chimeras containing truncated miRNAs, in case RNAse cleavage was a prerequisite for HSPC117-mediated ligation^26^, yielding the same result (Fig. 5f). Interestingly, truncated chimeras in Huh-7.5 cells comprised an additional ∼1% of mapped reads, far more than in the brain, with most truncated one nucleotide (Supplementary Fig. 8e). This analysis ruled out HSPC117 as a major endogenous source of chimeras.

### Expanded miRNA–target pairing rules in human cells

Motif and structural analysis revealed global miRNA–target pairing patterns in Huh-7.5 cells. 

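For 74 of the 83 miRNAs with at least 50 interactions, canonical seed matches fell near the ligation point more often than an even placement gives (one-sided exact binomial test, adjusted p under 0.05). The canonical share ran from 1.33% to 62.3% over these miRNAs, with a median of 28.0%. Among the most frequent it was 32.9% for miR-320a, 26.5% for miR-92a-3p, 23.2% for miR-194-5p and 16.3% for miR-21-5p. Pairing beyond the seed was spread over different parts of the miRNA. The mean number of paired positions from position 9 onward, which the length of the miRNA limits, was 10.2 ± 1.85 (SD over 1800 interactions) for miR-320a and 7.97 ± 2.35 (SD over 1066) for miR-27a-3p, whose duplex maps hold 21 and 20 positions. The 4-base stretch paired most often lay at positions 15 to 18 in miR-122-5p, where 86.9% of positions were paired, and at 12 to 15 in miR-23a-3p, with 80.0%. In miR-27a-3p it lay directly behind the seed, at 9 to 12, with 74.7%. In miR-130a-3p it lay at 17 to 20, with 88.7%, while positions 13 to 16 were paired in 41.2%. Over the 83 miRNAs, positions 17 to 20 were the most paired stretch for 13, positions 12 to 15 for 10 and positions 16 to 19 for 10. These stretches come from predicted duplexes, not from motifs, since target sequences are not part of the table, and de novo motif analysis was not run.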

As in mouse brain, seed-complementary motifs were identified for most miRNAs, in addition to many 3′-auxiliary motifs (Fig. 6a). 

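The deposited classes held 13.2% (class 1), 17.9% (class 2), 12.8% (class 3), 11.3% (class 4), 10.9% (class 5A), 14.2% (class 5B) and 19.7% (class 6) of the interactions. Class 4 stood apart in the seed, with a mean of 1.95 ± 1.47 (SD, 3681 interactions) paired positions among positions 2 to 8, against 5.56 to 5.90 in the other classes. From position 9 onward, class 1 had the fewest paired positions, 5.32 ± 2.34 (SD, 4332 interactions), and class 6 the most, 11.3 ± 1.51 (SD, 6444 interactions). A canonical seed match was present in 44.0% of class 3, 37.7% of class 5B, 36.0% of class 1, 35.4% of class 2, 29.1% of class 5A and 26.0% of class 6, and in none of class 4, where 56.5% (54.9 to 58.1) had no seed match or variant at all. The zero for class 4 follows in part from the forced pairing of perfect seed matches in the structure prediction. When k-means with 7 groups and 20 starts was run again on the paired and unpaired positions, each class kept between 94.4% (class 6) and 99.6% (class 1) of its members in a single cluster, and the adjusted Rand index with the deposited classes was 0.915 (bootstrap 95% interval, 0.910 to 0.919). The index was 0.609 with 6 groups, 0.479 with 8 groups and 0.503 when only Watson–Crick pairs counted as paired. It was 0.493 with only the positions that all miRNAs of at least 20 nt have.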

For structure clustering, informative binding classes in Huh-7.5 cells were most evident with seven *k*-groups, as opposed to six in mouse brain (Fig. 6b). 

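Classes 5A and 5B were unpaired at different places behind the seed. In class 5A (3572 interactions) pairing was lowest at miRNA position 15, where 3.00% (95% Wilson interval, 2.49 to 3.61) of interactions were paired, between stretches of 85.7% at position 10 and 93.5% at position 20. In class 5B (4636 interactions) it was lowest at position 10, with 2.18% (1.796 to 2.640), and 96.1% were paired at position 13 and 94.0% at position 20. Over all interactions, 70.5% were paired at position 15 and 58.1% at position 10. Different miRNAs filled these classes. Class 5A took 33.9% of 1196 interactions of miR-16-5p, against 10.0% of all other interactions (Fisher's exact test, p = 2.0e-104), and 42.0% of 619 of miR-130a-3p, against 10.3% (p = 5.9e-90). Class 5B took 23.5% of miR-17-5p interactions, against 13.4% (Fisher's exact test, p = 2.4e-38), and 24.4% of 1404 of miR-194-5p, against 13.7% (p = 3.6e-25). In miR-454-3p, 38.5% of 265 interactions were in class 5B, against 14.0% (p = 8.5e-23 in the same exact test). Clustering was done on these same positions, so the gaps describe the classes and are not tested.

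**Figure D2:**
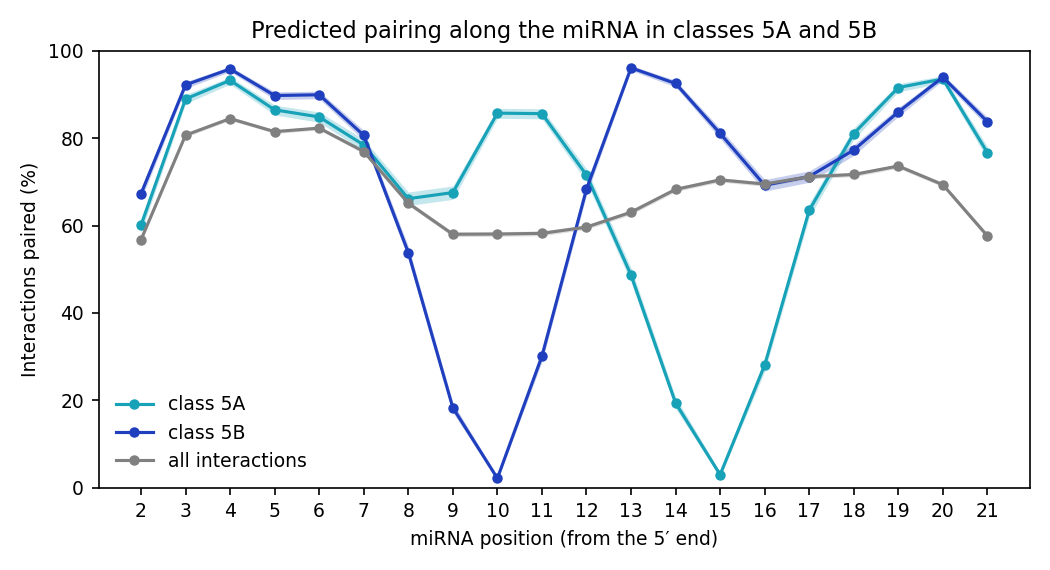
Percent of interactions predicted to be paired (vertical axis) at miRNA positions 2 to 21 from the 5′ end (horizontal axis), in class 5A (3572 interactions), class 5B (4636) and all interactions (32712). Points are shares and shaded bands are 95% Wilson intervals. The lowest points are position 15 in class 5A and position 10 in class 5B.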

Two Huh-7.5 groups (5A and 5B), similar to group 5 from mouse brain, showed bipartite auxiliary pairing but at distinct sites. 

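The pairing profile of each class, as the percent of interactions paired at miRNA positions 2 to 21, was set beside those of the mouse brain classes. For the brain, only the first 1975 usable of 130119 interactions of the paper's supplementary table were at hand, sorted by place in the genome, so each brain profile rests on 173 to 428 interactions. The seedless class 4 followed brain class 4 with r = 0.982 across the 20 positions and a mean absolute difference of 3.60 percentage points. Class 1, nearly unpaired from position 18 onward, followed brain class 1 with r = 0.992 (3.04 points), and class 2 brain class 2 with r = 0.976 (3.99 points). Class 3 had r = 0.929 with brain class 3 (7.01 points) and class 6 had r = 0.629 with brain class 6 (7.45 points), each the highest r among the brain classes. Class 5A was closest to brain class 5 (r = 0.741), and class 5B to brain class 3 (r = 0.759), with r = 0.281 to brain class 5. The positions of a profile are not independent of each other, and no p-value is given for these correlations.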

The other clusters closely resembled corresponding groups in mouse brain. 

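The 12 most frequent miRNAs accounted for 48.7% (95% Wilson interval, 48.1 to 49.2) of the interactions, 13 were needed for 50% and 81 for 90%. First came miR-17-5p with 7.58%, followed by miR-320a with 5.50%, miR-92a-3p with 4.55%, miR-194-5p with 4.29% and miR-26a-5p with 4.17%. They were followed by miR-19a-3p with 3.68%, miR-16-5p with 3.66%, miR-122-5p with 3.38%, miR-23a-3p with 3.34%, miR-27a-3p with 3.26% and miR-186-5p with 3.21%. At the other end, 174 of the 542 miRNAs had 1 interaction. The exponential of the Shannon entropy, an effective number of equally frequent miRNAs, was 72.6. miRNAs typical of neurons were rare. miR-124-3p had no interaction, which allows a share of up to 0.00917%, miR-9-5p had 2 and miR-128 had 46. These are shares of interactions and not miRNA levels, and they include libraries from cells in which miR-122 was inhibited.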

The appearance of more diversity in Huh-7.5 cells may reflect the diversity of their miRNA profiles, which included many miRNAs expressed at high to moderate levels (Supplementary Fig. 8f). Comparably, brain miRNA–target interactions involved fewer, very abundant miRNAs, consistent with a narrower range of structures (Supplementary Fig. 1e).

Of 83 human miRNAs detected in 50 or more chimeras, 75 (90%) were significantly enriched or depleted in specific binding classes (Fig. 6c and Supplementary Table 5). 

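In the deposited table, 83 miRNAs had at least 50 interactions, and 68 of them, 81.9% (95% Wilson interval, 72.3 to 88.7), were over- or underrepresented in at least 1 of the 7 classes at p under 0.001 (two-sided Fisher's exact test against all other interactions). Overrepresentation was found for 64 and underrepresentation for 52. Of 581 pairs of miRNA and class, 92 were over- and 103 underrepresented, where chance would give 0.581 in all. miR-23a-3p and miR-19a-3p were concentrated in class 1, which was nearly unpaired from position 18 onward. It held 34.5% and 32.8% of their interactions, against 12.5% for each background (p = 6.1e-75 and p = 2.0e-71, exact test as above). miR-320a was rare in class 1 (2.44% against 13.9%, p = 3.8e-61) and frequent in class 2 (32.0% against 17.1%, p = 3.3e-50), and miR-186-5p had 1.14% in class 1 against 13.6% (p = 2.0e-48). miR-122-5p was frequent in class 2 (33.5% against 17.4%, p = 8.0e-37) and rare in the seedless class 4 (1.63% against 11.6%, p = 1.0e-35). All 23 miRNAs of Fig. 6c had at least 1 such class. The threshold is that of the legend of Fig. 6, and at p under 0.05 the count was 81 of 83. In the paper's Supplementary Table 5, 68 miRNAs likewise have a value over 3 in size. With logarithms of base 10, that is p under 0.001. With simulated classes of the same sizes, an odds ratio of 2 was called for 5 of 10 miRNAs, an odds ratio of 3 for 9 of 10, and none of 63 unchanged miRNAs was called. With 3′-UTR interactions alone the count was 11 of the 22 miRNAs that still had 50 interactions, and with interactions of at least 2 reads it was 6 of 9.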

To assess the reproducibility of chimera-defined pairing patterns in different biologic settings, motif enrichments were compared for the 12 miRNAs among the 50 most abundant in both mouse brain and Huh-7.5 cells (Fig. 6d). Overall binding patterns were preserved across species and tissue types in 9 of 12 cases, supporting the robustness of our methods. 

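The motif comparison itself was not repeated, since target sequences are not part of the deposited table. The class preferences of the 12 miRNAs in Huh-7.5 cells were compared instead with the paper's values for mouse brain in Supplementary Table 3, over the classes that both share (1, 2, 3, 4 and 6). Of 58 pairs of miRNA and class with a nonzero value in both, 46 (79.3%) had the same direction (permutation of miRNA labels, one-sided p = 1.9e-04). The miRNAs include members of the same seed families, which are not independent, so this p-value may be too small. Whether the miRNA sequences alone would give the same directions was not tested. All 5 classes had the same direction for miR-16, miR-27a, miR-30a, miR-30c and miR-181b, 3 of 5 for miR-24, miR-26a, miR-130a and miR-181a, and 2 of 5 for miR-26b. With class 2 left out for a value of 0, it was 4 of 4 for miR-30b and 3 of 4 for miR-23a. Of the 28 pairs with p under 0.001 in both settings, 28 had the same direction. miR-23a, for example, was overrepresented in class 1 in Huh-7.5 cells (signed −log10 p of 74.2) and in the brain (the paper's value, 65.98), and miR-26a in class 3 differed (−0.80 here, the paper's 64.19 in the brain). The paper compared motif enrichments for these miRNAs and gives the patterns preserved in both settings as support for the robustness of its methods.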

The remaining three miRNAs showed similar enrichment of auxiliary motifs but divergent seed enrichments, which may reflect the different target populations in these settings.

### Auxiliary pairing regulates miRNA–target specificity *in vivo*

As a striking indication that auxiliary pairing regulates miRNA–target specificity, duplex structure analysis revealed distinct binding patterns for members of miRNA seed families (for example, let-7, miR-30, miR-181 and miR-125) (Fig. 4d). As CLEAR-CLIP does not yet provide comprehensive coverage of all miRNA-binding sites, it was not possible to compare the overlap of different miRNA paralogues by occupancy analysis. Instead, we used *de novo* motif analysis to search for distinguishing features of the target regions of individual paralogues. For most miRNA family members, motifs complementary to divergent 3′-sequences were highly enriched in cognate target regions but not their paralogues (Fig. 7a,b, below charts). Next, we reasoned that if inter-family preferences existed, family members should form more stable duplex structures with their own identified target regions than other paralogues. We calculated duplex energies for CLEAR-CLIP target regions of each abundant let-7 family member in the brain with each let-7 miRNA in a four-way pair-wise comparison (Fig. 7c). In all cases, let-7 family miRNAs formed more stable structures with their cognate target regions than other paralogues. This observation is striking in that some paralogues (for example, let-7b and let-7c) have higher GC content and thus intrinsic potential for more stable structures. Shuffling analysis of miR-30 family members revealed similar specificity, although certain preferences were more significant than others (Fig. 7d). Specifically, miR-30b and miR-30c showed more significant differences from miR-30a, miR-30d and miR-30e than from each other and vice versa. Analysis of miR-125 and miR-181 families revealed additional intra-family target preferences (Supplementary Fig. 9a–d). Thus, motif and structure information indicate distinct targeting preferences for miRNA paralogues controlled by differential miRNA 3′-end pairing.

We validated functional specificity of miRNA family members using fluorescence reporters with paralogue-specific target sites in their 3′-UTRs (Fig. 8a)^46^. We examined miR-30a, miR-30c and miR-125a targets sites predicted to form more stable pairing with a specific paralogue and which were ligated to only that paralogue in at least two CLEAR-CLIP experiments. Reporters were co-transfected into N2A cells with plasmids expressing miRNA family members or a control *C. elegans* miRNA. miRNA expression was confirmed by northern blotting (Supplementary Fig. 10a) and silencing activity was confirmed using reporters with perfect complementary sites (Supplementary Fig. 10b,c). For CLEAR-CLIP-defined sites, repression was specific or more significant for the predicted paralogue in several cases (Fig. 8d–g,k). Effects included supplementary 3′-pairing enhancing canonical repression (Fig. 8f,g) and paralogue-specific regulation at non-canonical sites (Fig. 8d,e,k). For other sites, repression in the presence of canonical (Fig. 8l,m) or non-canonical (Fig. 8h,i) sites was similar for different family members. When predicted pairing for one paralogue was significantly more stable (> 6 kcal mol^−1^ Δ minimum free energy), paralogue-specific activity was usually observed. An exception was an 8mer mismatch miR-30c site with G–U wobble pairing at miRNA position 3, which showed similar repression by both miR-30a and miR-30c despite extensive predicted 3′-pairing with miR-30c (Fig. 8i). The strong repression by both paralogues was comparable to that of a perfect 8mer site (Fig. 8b), consistent with our finding that G–U pairing is well-tolerated at specific seed positions (Supplementary Fig. 5d). Conversely, more subtle differences in predicted pairing (2.8 kcal mol^−1^) enhanced miR-30c activity at a 6mer site with predicted supplementary 3′-pairing (Fig. 8f). This complexity underscores the need for empirical binding maps to supplement structure- and sequence-based predictions. More broadly, these results illustrate paralogue-specific miRNA activity and diverse functional classes of non-canonical sites.

## Discussion

CLEAR-CLIP gains its power from the formation of sequential covalent bonds that reflect *in vivo* interactions. The utility of miRNA–target chimeras was demonstrated in two prior studies using CLASH and *in vivo* photoactivatable ribonucleoside-enhanced CLIP^19^,^26^. In mixing experiments, CLEAR-CLIP showed low false target identification rates similar to these approaches without relying on specialized tagging strategies. CLEAR-CLIP thus provides a snapshot of true, physiologic miRNA–target interactions and is uniquely applicable to all mammalian model systems and human samples^47^. In contrast to CLASH, CLEAR-CLIP does not require fully denaturing AGO and involves a single purification step. Our experiments with denatured AGO and analyses of published CLASH data showed low yield of standard non-chimeric CLIP reads compared with standard AGO HITS-CLIP, hindering robust AGO-binding peak identification. With straightforward modifications of HITS-CLIP, CLEAR-CLIP simultaneously generates chimera information and high-quality, transcriptome-wide AGO HITS-CLIP maps. These dual data sets improved identification of functional miRNA target sites compared with HITS-CLIP or chimeras alone (Figs 2d and 5c,d), a key advantage, as miRNA–target ligation remains limiting. Optimized ligation conditions yielded at least tenfold enrichment in ligase-treated versus no-ligase samples, a substantial improvement over prior methods^26^, but insufficient for comprehensive coverage. A key future goal is further improvement of this efficiency to reduce false negatives and achieve the global coverage of HITS-CLIP maps.

CLEAR-CLIP yielded insights into pairing rules for over 200 mammalian miRNAs. Enriched target motifs revealed seed-dependence for most miRNAs, with widespread bulged or mismatched pairing, and extensive 3′-auxiliary interactions (Figs 3 and 6). miRNA–target duplex structure prediction clarified that most interactions employed seed and auxiliary pairing in combination (Figs 4 and 6). Most miRNAs were significantly enriched or depleted in one or more binding class, with many favouring two or more categories. This tolerance for distinct but constrained pairing structures was most apparent for abundant miRNAs with robust maps, suggesting that increased CLEAR-CLIP and CLASH efficiency and/or profiles in additional cell types will reveal similarly diverse pairing rules for other miRNAs. Similar pairing patterns applied to conventional 3′-UTR targeting, as well as CDS and intronic binding. The latter indicates extensive, miRNA-dependent nuclear targeting of AGO. Although previous studies established AGO nuclear localization and RNA binding^22^,^30^,^31^,^48^, its mechanistic dependence on miRNA guidance was previously unclear.

Motifs and structure inference showed extensive pairing of miRNA 3′-ends with targets. Such auxiliary interactions can stabilize or enhance miRNA–target pairing, in particular together with imperfect seed pairing^18^. Global analysis of bulged and mismatched seed interactions from CLEAR-CLIP shows this phenomenon is common (Supplementary Figs 5 and 6). The importance of 3′-auxiliary binding is still debated, with some reports demonstrating significant effects^18^,^49^ and others concluding limited ones^7^. Analyses of miRNA mimic transfections found that supplementary pairing of miRNA bases 12–17 marginally enhanced target repression in rare instances^17^,^50^. However, the sensitivity of such analyses may be limited by stringent requirements for continuous spans of auxiliary binding^7^. CLEAR-CLIP revealed diverse, often discontinuous auxiliary pairing that could hinder the detection of motif presence or conservation above background (Figs 4a and 6b). A second consideration is the heavy reliance of prior conclusions on acute overexpression of miRNAs, which may perturb endogenous AGO–miRNA–target stoichiometry or interrogate different target repertoires than are available *in vivo*. Recent evidence for co-evolution of miRNAs and targets, in particular in neurons, underscores the importance of examining physiologic interactions^51^. The use of transcript destabilization *in vitro* as a sole functional readout may also overlook other AGO functions, including translational control, targeting to non-3′-UTR regions and interactions with other RNA-binding proteins^42^.

As a striking indication that auxiliary interactions regulate miRNA target specificity, we observed specificity among paralogues in miRNA seed families (Fig. 7). Such specificity was previously illustrated for two let-7 family targets in *Drosophila* and has been speculated elsewhere^18^. Functional single-cell assays confirmed paralogue specificity for several sites from brain CLEAR-CLIP (Fig. 8). Other sites were similarly regulated by different paralogues, indicating miRNA family members are functionally redundant at certain sites and specific at others. Indeed, the strict conservation of miRNA families and their unique expression patterns *in vivo*, including across brain regions, supports specific functions^52^,^53^.

The predominance of canonical seed pairing in mediating mRNA target level repression is supported by CLEAR-CLIP-defined sites (Fig. 2). In addition, CLEAR-CLIP data demonstrated widespread, functional non-canonical miRNA targeting and substantial diversity in canonical and non-canonical interactions among different miRNAs. CLEAR-CLIP identified functional, non-canonical regulation globally for miR-128 and miR-124 (Fig. 2), and for individual miR-9, miR-181, miR-30 and miR-125 targets (Fig. 4f and Fig. 8b–m). 

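In Huh-7.5 cells, 9756 interactions (29.8%) had a seed match with 1 mismatch, 5549 (17.0%) a match with 1 bulged base, 2529 (7.73%) a 5mer or a 6mer-A1 match, and 4939 (15.1%) none of these. Several non-canonical interactions were found in repeated reads. miR-320a was ligated in 8 reads to the 3′-UTR of the cell division gene CDCA3, on chromosome 12 from 6828352 to 6828427, where no seed match was found. miR-194-5p was ligated in 10 reads to the 3′-UTR of the growth factor gene BMP2, on chromosome 20 from 6708164 to 6708239, with a 5mer. miR-26a-5p was ligated in 9 reads to the coding sequence of PPP1CC, a catalytic subunit of protein phosphatase 1, on chromosome 12 from 109653979 to 109654054, with a mismatched 8mer. Each is the interaction of that miRNA with the most reads at a gene. Over all miRNAs together, the mismatch lay at miRNA position 5 in 21.6% (20.8 to 22.4), at position 6 in 20.3% (19.5 to 21.1) and at position 2 in 6.87%. Only the strongest match was listed. A site with its mismatch near an end of the seed may therefore have been listed as a shorter perfect match, which would lower the shares there. Interactions without any match made up 10.2% in 3′-UTRs, 12.1% in coding sequence, 14.8% in introns and 18.8% deep between genes. Of them, 42.1% (40.7 to 43.5) were in class 4. Matches with a mismatch or bulge also arise by chance within 75 bases, and the share expected from sequence alone was not computed.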

Non-canonical sites included diverse seed mismatch and bulged variants, and seedless interactions in both mouse brain and Huh-7.5 cells. 

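miR-30a-5p had 27.7% (95% Wilson interval, 24.4 to 31.2) of its 672 interactions in the seedless class 4, miR-30c-5p 25.3% of 558 and miR-181a-5p 20.8% of 337, against 10.9% to 11.2% for all other interactions (Fisher's exact test, p = 2.4e-32, p = 1.1e-20 and p = 3.6e-07). For miR-186-5p the share was 21.0% of 1049 (Fisher's exact test, p = 2.9e-20), and for miR-194-5p it was 19.2% of 1404 (p = 8.6e-19). miR-181b-5p had 18.7% of 294 (p = 1.8e-04) and miR-30b-5p 20.3% of 153 (p = 1.2e-03). miR-9-5p was too rare in these cells to be tested. The bases of seed positions 2 to 7, which could be read from the table's mismatch and bulge columns for 75 of the 83 miRNAs, hold 4 A or U bases in the miR-30, miR-181 and miR-194 seeds and 5 in that of miR-186. Across the 75 miRNAs, the number of A and U bases in the seed went with the share in class 4 (Spearman rho = 0.611, permutation p = 1e-05, the smallest that 100000 permutations can give; Pearson r = 0.506, p = 2.0e-05; r = 0.515 without the 2 miRNAs farthest from the median). The share was 5.46% of interactions for 22 miRNAs with 2 such bases, 8.35% for 20 with 3 and 13.8% for 27 with 4. It did not rise at every step, with 9.35% for 1 miRNA with 0, 7.69% for 3 with 1, 21.0% for 1 with 5 and 18.9% for 1 with 6. miRNAs of the same seed family are not independent, and with 1 miRNA per family rho was 0.615 (57 miRNAs). Pairing was forced at perfect and most imperfect seed matches and not where there was none. Class 4 therefore also depends on how often a seed match or variant was found. The classes come from predicted duplexes, and whether a miRNA's sequence would give the same shares with random targets was not tested.

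**Figure D3:**
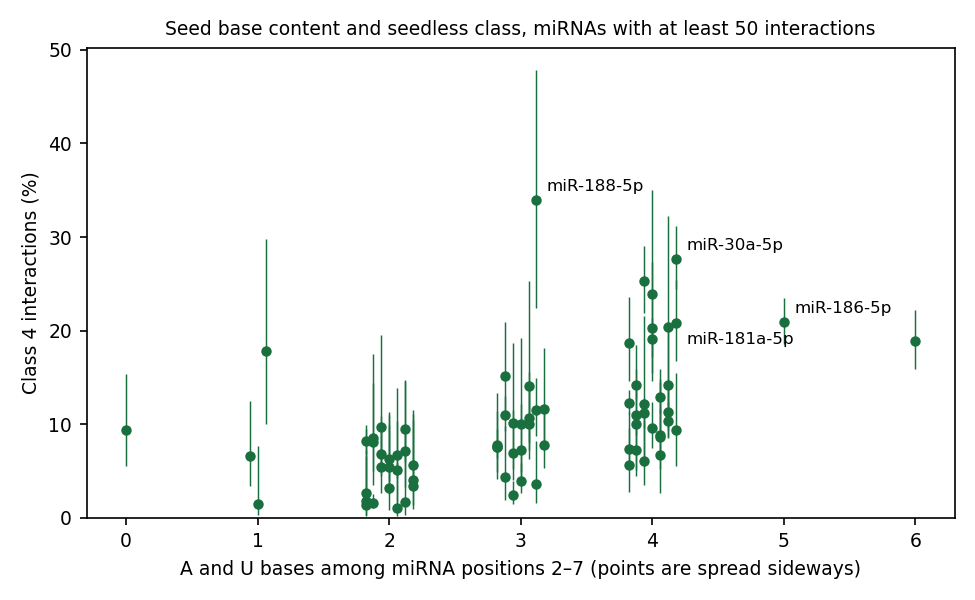
Percent of a miRNA's interactions in class 4 (vertical axis) against the number of A and U bases at miRNA positions 2 to 7 (horizontal axis, points spread sideways), for 75 miRNAs with at least 50 interactions. Each point is a miRNA and each bar its 95% Wilson interval. Points for 4 bases reach 27.7% (miR-30a-5p), and the highest point, miR-188-5p, singled out after its value was seen, has 3 such bases and 34.0% of 50 interactions.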

Interestingly, a number of major miRNAs enriched for seedless interactions (for example, miR-9, miR-181, miR-30 and miR-186) have AU-rich seed sites, indicating that weak seed-pairing stability may favour seedless non-canonical interactions^10^. Our results support growing evidence of widespread non-canonical miRNA regulation that is likely to have a large collective impact^13^,^14^,^15^,^17^,^19^,^20^,^21^. We expect CLEAR-CLIP and similar methods will facilitate discovery of these sites and refine *in vivo* miRNA regulatory maps in future studies.

## Methods

### Mice

All mouse experiments were approved by The Rockefeller University Institutional Animal Care and Use Committee regulations. P13-aged C57BL6/J mice were used for all experiments, except for BR21, BR22 and BR23 (*Drosophila* mixing), which used 6-week-old mice.

### CLEAR-CLIP

*Tissue cross-linking and lysis.* Neocortex was dissected and cross-linked as described and snap frozen^54^. Frozen pellets were re-suspended in threefold volume (w/w) lysis buffer (1 × PBS/1% Igepal/0.5% sodium deoxycholate/0.1% SDS) containing Complete protease inhibitors (Roche). Lysates were treated with 30 μl RQ1 DNAse (Promega) at 37 °C for 5 min with shaking.

*Pre-immunoprecipitation RNAse treatment.* For samples BR1, BR2, BR4, BR13, BR14, BR15, BR16, BR17, BR18, BR19, BR20, BR21, BR22 and BR23, RNAse A (USB Products) was added to lysates at 0.0001 U μl^−1^ and incubated at 37 °C for 5 min. RNAsin Plus (Promega) was added at 0.5 U μl^−1^ and lysates were cleared by ultracentrifugation (50 000*g*). For remaining samples, RNAse treatment was done after immunoprecipitation (see below).

*Immunoprecipitation and washing.* Cleared lysates were rocked with Dynal Protein A beads (Life Technologies) prepared with 2A8 anti-AGO^27^ for 90 min at 4 °C, then washed:

- Three times lysis buffer containing 5 × Denhardt's solution
- Twice high-detergent buffer (1 × PBS/1% Igepal/1% sodium deoxycholate/0.2% SDS).
- Three times low-salt buffer (15 mM Tris pH 7.5, 5 mM EDTA)
- Twice high-salt buffer (1 × PBS/1% Igepal/0.5% sodium deoxycholate/0.1% SDS, 1 M NaCl (final, including PBS)).
- Twice PNK wash buffer (50 mM Tris pH 7.5, 10 mM MgCl_2_, 0.5% Igepal)

*On-bead RNAse treatment.* For samples BR3, BR5, BR6, BR7, BR8, BR9, BR10, BR11 and BR12, beads were re-suspended in 0.5 ml lysis buffer containing 2 mg ml^−1^ BSA and RNAse A at 0.00002 U μl^−1^. Samples were treated at 37 °C for 5 min with shaking, transferred to ice and supplemented with 0.5 U μl^−1^ RNAsin Plus. Beads were rocked for 20 min at 4 °C, to recover any dissociated antigen, then washed:

- Twice high-detergent buffer
- Three times low-salt buffer
- Once high-salt buffer
- Twice PNK buffer

*5′-End phosphorylation and chimera ligation.* Beads were treated with PNK (3′-phosphatase minus) (NEB) and 1 mM ATP to phosphorylate cleaved mRNA 5′-ends. Beads were washed three times in PNK buffer, then chimera ligation was performed overnight at 16 °C with 0.625 U μl^−1^ T4 RNA Ligase I, 1 mM ATP and 0.1 mg ml^−1^ BSA in a 100 μl total volume. The following morning, fresh RNA Ligase I (25 U) and ATP (1 mM) were added to each sample and incubation was continued 4–6 h. For minus-ligase controls (BR4 and BR5), RNA ligase was omitted. Beads were washed:

- Twice lysis buffer
- Once PNK/EDTA/EGTA buffer (50 mM Tris pH 7.5, 10 EDTA,10 mM EGTA, 0.5% Igepal)
- Twice PNK buffer

*Alkaline phosphatase treatment and 3′-linker ligation.* Alkaline phosphate treatment was performed to remove 3′-phosphate groups^27^. Pre-adenylated 3′-linker (5′-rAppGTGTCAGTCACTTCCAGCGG-3′) was added using truncated RNA Ligase 2 (NEB), with 2.5 μl 20 μM linker and 4 U enzyme per 40 μl reaction (16 °C overnight).

*Radiolabelling of AGO–RNA complexes.* AGO–RNA complexes were radiolabelled directly with PNK treatment in the presence of [γ-^32^P]-ATP, followed by cold chase, exactly as described^27^.

*SDS–PAGE and amplification of RNA footprints.* SDS–PAGE, nitrocellulose transfer, extraction of AGO-bound RNA, 5′-linker ligation and RT–PCR steps were performed exactly as described^27^.

*Addition of high-throughput sequencing adapters*. Adapters for high-throughput sequencing were added to libraries with additional PCR cycles. PCR conditions were exactly as described, but indexed primers specified in Supplementary Table 7 allowed sample multiplexing. Libraries were sequenced on the Illumina Hiseq 2500 platform with 100-nucleotide single-end reads or on the Illumina Miseq with 75-nucleotide single-end reads.

*CLEAR-CLIP with AGO denaturation*. AGO–RNA complexes were purified as described up through PNK treatment, then eluted from beads with denaturation buffer (50 mM Tris pH 7.5, 0.1% Igepal, 6 M guanidine HCl, 300 mM NaCl). Samples were diluted fivefold in 1 × PBS/0.1% Igepal and run over a buffer exchange column (Pierce) equilibrated with lysis buffer. AGO–RNA complexes were re-captured on fresh beads conjugated to 2A8 antibody, which was confirmed by western blotting. Subsequent steps were performed as described above.

*CLEAR-CLIP mixing experiments*. Total *E. coli* RNA was isolated with the RNAsnap method^56^. Either equal amounts or a sixfold excess of *E. coli* RNA (by mass) was equilibrated in lysis buffer and added to brain lysates. CLEAR-CLIP was then performed exactly was described, starting with DNAse treatment. For analyses in Supplementary Fig. 2, RNA was extracted after DNAse treatment (with or without RNAse) with Trizol LS and analysed by Bioanalyzer (Agilent) and qRT–PCR. For *Drosophila* mixing experiments, lysates from non-cross-linked S2 cells and cross-linked mouse brain containing equal mass amounts RNA were combined immediately post lysis and CLEAR-CLIP was performed starting at DNAse treatment.

*CLEAR-CLIP in Huh7.5 cells*. Huh7.5 CLEAR-CLIP was done as above with the following modifications. Cells (2 × 10^7^) growing in 150 mm plates were irradiated once for 400 mJ cm^−2^ and once for 200 mJ cm^−2^ using a Spectrolinker XL-1500 (Spectronics Corporation). Cells were trypsinized, pelleted and stored at −80 °C. Lysis was done in 1 ml lysis buffer. RNAse A (0.0004–0.00004 U μl^−1^; see Supplementary Table 4) or 0.1 U μl^−1^ RNAse T1 (Ambion) was used for RNAse treatment.

*AGO HITS-CLIP in Huh7.5 cells*. Standard AGO CLIP was done as per the previously published protocol^27^, except for multiplexing modifications described above.

### Plasmids

pRetroX-TRE3G-HSPC117 plasmid was constructed by inserting the HSPC117 (c22orf28) sequence from pLX304-c22orf28-H9 (ref. 45) into the doxycycline-inducible retroviral vector pRetroX-TRE3G (Clontech).

The dual-colour reporter vector was described elsewhere^57^. Inserts corresponding to CLEAR-CLIP-defined binding sites were synthesized as gBlocks (IDT) (Supplementary Table 6) and cloned into the 3′-UTR of tagRFP by Gibson Assembly (NEB) using EcoRV-linearized vector and inserts at a 1:5 molar ratio. Transformed clones were grown as maxi-preps at 30 °C and confirmed by restriction digests and sequencing.

Mouse miR-125a construct was purchased from SBI (MMIR-125a-PA-1). Genomic fragments for miR-125b, miR-30a and miR-30c spanning ∼200 nucleotides upstream and downstream of primary hairpins were synthesized as gBlocks (IDT) and inserted into the SBI vector between EcoRI and BamHI. Constructs expressing miR-30a from the miR-30c locus and miR-125b from the miR-125a locus were also made, in an effort to control for processing efficiency. However, miR-30a was only expressed from its endogenous locus (Supplementary Fig. 10). Therefore, endogenous fragments were used in all reporter experiments. The cel-miR-67 hairpin was cloned into the miR-30c genomic locus. Efficient expression of cel-miR-67 was confirmed by qRT–PCR using the miScript system (not shown).

### Cell culture and transfections

N2A mouse neuroblastoma (ATCC) and Huh7.5 human hepatoma cells^58^ were maintained in standard conditions.

N2A miRNA mimic ‘reverse' transfections were done with Dharmafect1 reagent and miRIDIAN mouse miRNA mimics or negative control mimic #1 (Dharmacon). Complexes were pre-formed in 24-well dishes, according to manufacturer's instructions, and 120 000 cells per well were added giving a final mimic concentration of 25 nM.

To generate N2A cells stably expressing the Tet-3G activator construct (Clontech), N2A cells were transfected with Xtremegene 9 (6:1 reagent:plasmid ratio, 375 ng plasmid per 24-well) and split at varying dilutions into G418 media 48 h later. Functional clones were identified by transfecting pTRE-BI-RFP construct and screening for doxycycline-inducible red fluorescent protein (RFP) expression.

For inducible expression of HSPC117, Huh7.5 cells expressing Tet-3G activator (kind gift from C. Takacs) were transduced with pRetroX-TRE3G-HSPC117. HSPC117 expression was induced by 3 μg ml^−1^ doxycycline.

For Huh7.5 cell miRNA inhibitor experiments, cells were seeded the day before and transfected with LNA-122 or miravirsen/SPC3649 (5′-CcAttGTcaCaCtCC-3′; LNA in upper case and DNA in lower case, Exiqon) at 30 nM using RNAi/Max (Life Technologies). No significant cytotoxicity was observed from the applied concentrations of LNA and miravirsen/SPC3649, as determined using CellTiter-Glo (Promega).

### qRT–PCR analysis

For miRNA mimic experiments, RNA was extracted from N2A cells 24 h post transfection with Trizol (Ambion). RNA was further purified with DNAse treatment on High Pure RNA Isolation columns (Roche). Total RNA (0.5 μg) was reverse transcribed with the iScript kit (Biorad). qPCR was done with SYBR Green Mix (Life Technologies) on the iQ Cycler (Biorad). Gene-specific primers (Supplementary Table 7) were designed with Primer3 and tested to confirm efficient amplification of single products^59^. The following programme was carried to 40 cycles: 30 s 95 °C (denaturation); 30 s 58 °C (annealing); and 20 s 72 °C (extension). Results were analysed by ΔΔCt, using *RPL10A* mRNA, an abundant transcript with negligible AGO binding in its 3′-UTR in brain, for normalization.

For *E. coli*/mouse mixing experiments in Supplementary Fig. 2, RNA was extracted with Trizol LS (Ambion). Equal volumes re-suspended RNA were reverse transcribed with the iScript kit and analysed by qPCR as above.

### Western blotting

For western blottings, 10 μg protein from cleared Huh-7.5 lysates were run per lane of a 4–12% NuPage gel (Life Technologies) and blotted onto a polyvinylidene difluoride membrane. HSPC117 was detected using Anti-C22orf28 antibody (Abcam, ab98231, 1 μg ml^-1^) and Goat-anti-Rabbit-HRP (Pierce 31462, 1:50,000).

### Flow cytometry

N2A-Tet3G cells were co-transfected with miRNA (250 ng) and reporter (125 ng) plasmids in media with 1 μg ml^−1^ doxycycline (Sigma). At 24 h media was refreshed and at 48 h cells were trypsinized, harvested and fixed with Cytofix/Cytoperm buffer (BD Biosciences). Cells were analysed on the MACSQuant cytometer (Miltenyi Biotec). Data were processed as described^46^,^57^. Briefly, single cells were gated in FlowJo software and fluorescence values were exported for analysis with custom R scripts. Cells were binned on the basis of tagBFP fluorescence and mean tagRFP fluorescence was calculated for each bin. Binned tagRFP means were plotted against binned tagBFP means.

### Northern blotting

RNA was extracted from transfected N2A cells or brain with Trizol. Thirty micrograms of RNA per sample were run on 15% urea PAGE gels and then transferred to nylon membranes (Perkin Elmer). Hybridization of ^32^P-labelled DNA oligonucleotide probes (Supplementary Table 7) was done at 37 °C in Ultrahyb-Oligo buffer (Ambion) overnight. Membranes were washed four times with 2 × SSC/0.1% SDS and exposed to film.

### Bioinformatic analysis

Initial bioinformatic processing was performed exactly as described^27^. An additional de-multiplexing step was added after 3′-adapter removal using a simple search for sample-specific indices (Supplementary Table 1). Peak calling for brain AGO HITS-CLIP was done as described, using pooled reads from ten biological samples in the present study and five from a prior one^22^.

*Identification of miRNA–mRNA chimeras*. Reads containing miRNA sequences were identified by ‘reverse' mapping mature miRNA sequences against sample libraries using Bowtie^60^. Changes to default parameters were as follows: maximum mismatches allowed in the seed (−*n*=1), seed length (−*l*=8), maximum total of quality values at mismatched read positions (−*e*=35) and maximum reported alignments (−*k*=−1). Reads mapped to more than one miRNA, usually members of the same miRNA family, were collapsed to a single, randomly chosen hit for initial analyses. Chimeric sequences upstream (5′) and/or downstream (3′) of miRNAs were extracted, filtered for a minimum length of 18 nt and mapped against the appropriate reference genome (mouse mm9, human hg18, *Drosophila* dm3 or *E. coli* (Genbank CP000948.1)) with Bowtie. Only single, uniquely mapped hits were allowed and PCR duplicates were consolidated as described^27^. Fragments mapping to miRNA genes were removed.

miR-first chimeras in the brain were present in ∼14-fold excess of miR-last (Supplementary Table 1). This result differs from reported CLASH results, where miR-first and miR-last species were present at comparable levels^19^. This difference may reflect an idiosyncrasy of AGO1, the only AGO paralogue analysed by CLASH, or denaturation of AGO in the CLASH protocol, which may expose the buried miRNA 5′-end. In CLEAR-CLIP, miR-last chimeras frequently involved dubiously annotated miRNAs, did not reflect endogenous miRNA abundance and were not formed by exogenous ligase. They were therefore excluded from subsequent analyses. Unique miR-first chimeric reads linked to same miRNA and with overlapping genomic coordinates were clustered together, using the GenomicRanges package in R^61^.

*Analysis of chimera targets in miRNA perturbation experiments*. Normalized microarray values for polyribosome profiles in miR-128 KO and WT mouse brains were obtained from GEO^2^. Genes with contradictory probe information (different signs) were filtered and probe log_2_ fold-change (log_2_FC) values for remaining genes were averaged. For cumulative distribution function (CDF) analysis (Fig. 2a,b), log_2_FC ratios (KO/WT) in transcript polysome association were plotted for miR-128 3′-UTR chimera sites. Non-miR-128 3′-UTR chimeras were plotted as controls.

Normalized microarray values for CAD neuroblastoma cells transfected with miR-124 or control mimics were obtained from GEO and processed as for miR-128 profiles^38^. In Fig. 2c, transcripts were divided into mutually exclusive sets based on the number of times (*N*=1 or *N*>1, where *N* is the number of times an interaction was identified by CLEAR-CLIP) the most frequently identified chimera site in their 3′-UTRs occurred. Log_2_FC ratios (miR-124/control) were plotted as CDFs. miR-124 sites overlapping AGO-binding peaks, regardless of cluster size (*N*), were also plotted. The control set (non-miR-124, black) for all analyses were sites from transcripts lacking miR-124 chimeras. In Fig. 2d, CDFs were plotted for chimera-identified miR-124 sites, peak-identified sites overlapping miR-124 seed matches and the intersection of those sets. In Fig. 2e,f, transcripts were divided into mutually exclusive sets based on the presence of only canonical miR-124 chimera sites (e) or only non-canonical sites (f) in 3′-UTRs.

For LNA-122- or miravirsen-treated Huh7.5 cells, standard AGO CLIP data from four biological replicates each of mock, LNA-122 and miravirsen were analysed, with alignment and peak calling as described above. Clusters were normalized to the read depth of their respective libraries after adding a pseudo-count of 1. Canonical miRNA seed searches were carried out within robust AGO clusters (±32 nts). AGO clusters overlapping miRNA chimeras were identified with the genomeIntervals R package^30^. For the CDF plots shown, a minimum BC of 4 and a cluster density of 40 was required.

*Sequence extraction and analysis*. Sequence extraction and seed motif searches, including for mismatch and indel variants, were done with the GenomicRanges and BioStrings packages in the R Bioconductor suite^61^,^30^. Only single-nucleotide mismatches or indels were allowed. Clustered target regions up to 75 nt downstream of the ligation site, which sometimes extended beyond the sequenced reads, were searched. The selection of this interval was based on our observation that the vast majority of 8mer and 7mer-m8 seed matches fell within this region. These 75 nt regions were used subsequently for motif and structure analysis.

*TargetScan 6.2 overlap*. Genomic coordinates for mouse TargetScan 6.2 sites were filtered for genes expressed in P13 cortex^7^. Per cent overlap of 3′-UTR CLEAR-CLIP regions for the indicated miRNAs (collapsed by seed family, Fig. 3d) and TargetScan sites for that miRNA was calculated. For each miRNA, overlap was also calculated for three negative control sets of equal size, randomly selected from TargetScan sites for the top 20 abundant miRNAs (also only in cortex-expressed transcripts).

*Motif analysis*. For *de novo* motif analysis in chimera target sequences, chimeras were grouped for each miRNA present in at least 50 individual chimeras and 40 individual sites. Background sequences totaling five times the number of foreground (target) sequences were selected from other miRNA chimeras, excluding other miRNAs with the same seed site. *De novo* motif discovery was performed on three independent background sets using Homer^39^, expecting 7mer motifs and checking motifs for complementarity to the cognate miRNA, using commands similar to:

perl bin/findMotifs.pl foreground/hsa-miR-122-5p.txt fasta output/hsa-miR-122-5p/ -fasta background/hsa-miR-122-5p.txt -mcheck motifs/hsa-miR-122-5p.motif -norevopp -noknown -len 7 -bits

Reverse complement miRNA sequences were added to the Homer list of known motifs using commands similar to:

perl bin/seq2profile.pl CAAACACCATTGTCACACTCCA 0 hsa-miR-122-5p > motifs/hsa-miR-122-5p.motif

Information from Homer output files was extracted using regular expressions in R and a combined confidence parameter, *c*, was calculated as:

*c*=(−log_10_(*p*)−10)/10+(*s*−0.35) × 6.7,

where *p* is the *P*-value and *s* is the match score with the given miRNA from Homer. Motifs with *s*≥0.35, information content per bp≥1.75 and *c*≥1 were retained. In seven iterations of random comparisons of background sequences, *P*-values below 1*e*−10 were rarely observed and *c*-values meeting the threshold were never observed. Heat maps were created in the R gplots package.

*RNA duplex structure prediction*. Duplex structure predictions for miRNA and target region were made with RNAhybrid^40^. The first miRNA nucleotide was trimmed, as this position does not basepair to targets^62^. Target regions (75 nt) were examined. Clusters>100 nt in length (<0.5% of total) were omitted. Clusters >75 nt and ≤100 nt were trimmed symmetrically from both ends to a length of 75 nt.

We reasoned that canonical seed matches and variants were likely to be engaged in base pairing when present. Default RNAhybrid settings identified most seed matches in target regions (∼71% of total and ∼80% of 8mers). To improve concordance with motif presence, pairing was forced at appropriate seed positions when 8mer, 7mer, 6mer or 5mer matches were present, improving concordance to ∼95%. For targets with mismatch (8mer, 7mer and 6mer) or bulged (8mer and 7mer) motifs, two duplexes were predicted with forced pairing at positions 3 and 4 (setting –f 3,4) or positions 5 and 6 (–f 5,6). Predicted structures were usually identical, but when different the lower energy structure was used. For targets lacking seed homology, seed pairing was not forced (–f option omitted).

For duplex heat maps, base-paired (Watson–Crick or G:U) miRNA sites were assigned a score of 1 and unpaired sites a score of 0. *k*-means clustering of the resulting matrix was done with Cluster 3.0 and visualized with Java TreeView^63^,^64^. Cluster numbers (*k*) 3–12 were tested, with *k*=6 providing the most meaningful set of distinct categories in the brain. Enrichments of miRNAs in different k groups were evaluated by Fisher's exact test, comparing the distribution of each miRNA against all interactions. Analyses for Huh7.5 data were done identically, but *k*=7 yielded more intuitive clustering of interactions.

*Conservation analysis*. Conservation scores (phlyoP) for duplex regions defined by RNAhybrid were downloaded from UCSC Genome Browser^65^,^66^. Plotted conservation scores for target regions were calculated by averaging base-wise phyloP scores across intervals.

*Analysis of miRNA family specificity*. To remove ambiguity in assigning chimeras among family members, Bowtie alignments were repeated with no mismatch allowance. For miRNA base-pairing profiles, the percentage of chimera-identified interactions with base pairing at each miRNA position was calculated from duplex map predictions. For pairwise comparisons of predicted structures, target regions for each miRNA family member were used to predict duplex structures with each miRNA with RNAhybrid. Here, simplified settings were used without consideration of canonical seeds (–f settings omitted). For motif analysis, enriched 6mer, 8mer, 10mer and 12mer motifs in target regions were determined with HOMER, using AGO-binding regions in the brain as the background^39^.

## Additional information

**Accession codes:** High-throughput sequencing data are available at NCBI GEO under the accession number GSE73059.

**How to cite this article:** Moore, M. J. *et al*. miRNA–target chimeras reveal miRNA 3′-end pairing as a major determinant of argonaute target specificity. *Nat. Commun.* 6:8864 doi: 10.1038/ncomms9864 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10, Supplementary Tables 1-7 and Supplementary References

Supplementary Data 1 miRNA-target interactions in mouse brain.

Supplementary Data 2 Ago binding peaks in mouse brain, annotated with miRNA seed matches and overlapping chimeras.

Supplementary Data 3 Gene ontology (GO) enrichments for major brain miRNAs. FDR values for each miRNA in each category are shown (hypergeometric test). ‘n.s.' = not significant (FDR > 0.01).

Supplementary Data 4 miRNA-target interactions in human hepatoma (Huh7.5) cells.

## Figures and Tables

**Figure 1:**
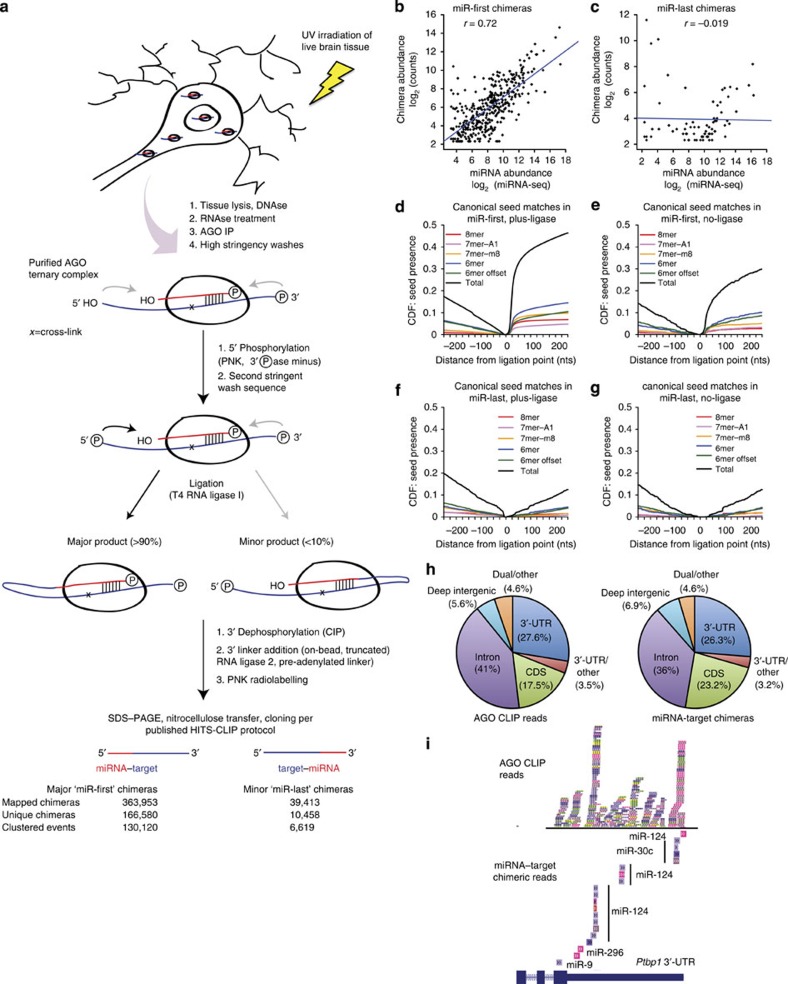
CLEAR-CLIP unambiguously identifies endogenous *in vivo* miRNA–target interactions. (**a**) In CLEAR-CLIP, AGO–target contacts are cross-linked *in vivo* by ultraviolet irradiation. Endogenous AGO is immunopurified from tissue lysates and washed under stringent conditions that disrupt the interaction of AGO–miRNA with non-cross-linked target RNAs. Target regions cannot be cloned from no-ultraviolet controls, indicating that cross-linking of AGO to target mRNA (shown as ‘X') is required. Cross-linking of the miRNA may not be necessary, because the AGO–miRNA interaction is uniquely strong and survives stringent washing. After washing, RNA ends are modified to facilitate miRNA–target ligation and joined with T4 RNA Ligase I treatment, yielding miRNA–target chimeric RNAs in two orientations at the indicated frequencies. All depicted post-IP manipulations up to SDS–PAGE occur on beads. Correlation plots of miRNA abundance of all miR-first (**b**) and miR-last (**c**) chimeras versus small RNA sequencing data in the brain^67^. Pearson's correlation coefficients (*r*) are shown. CDF plots of cognate miRNA seed matches in target regions relative to ligation site for all miR-first chimeras in plus-ligase (**d**) and no-ligase (**e**) samples, and for all miR-last chimeras in plus-ligase (**f**) and no-ligase (**g**) samples. (**h**) Distribution of standard AGO CLIP and miRNA–target chimeras in transcript regions. (**i**) CLEAR-CLIP confirmed known miRNA regulation, here exemplified by miR-124 regulation of the *Ptbp1* 3′-UTR. Other examples are shown in Supplementary Fig. 3c.

**Figure 2:**
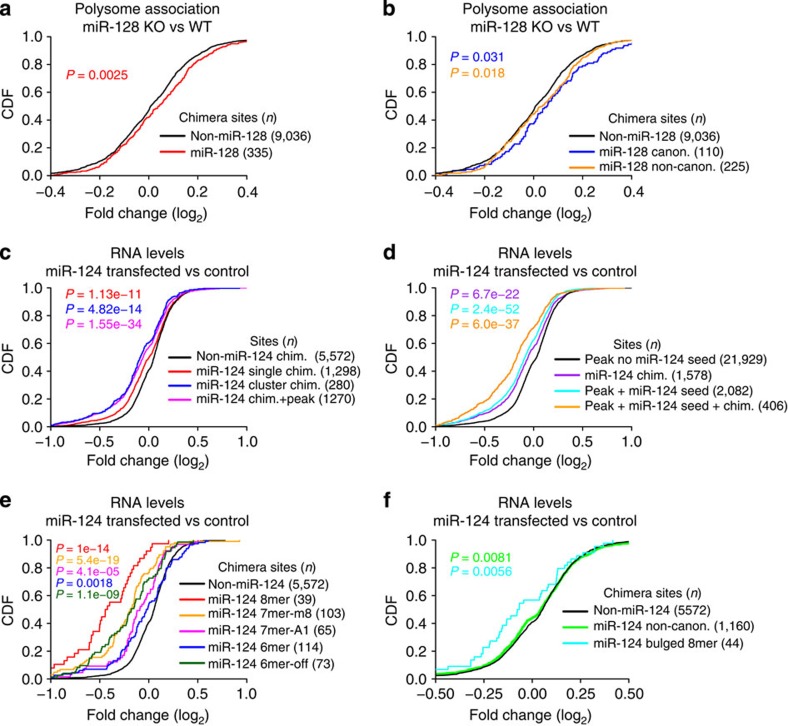
miRNA–target chimeras identify functional interactions. (**a**) Polyribosome association in miR-128 KO versus WT mouse brain^2^ plotted as a CDF for 3′-UTR sites identified with miR-128 chimeras (red) and non-miR-128 3′-UTR chimeras (black). (**b**) CDF as in **a** shown for canonical (blue) and non-canonical (orange) miR-128 sites. (**c**) Fold change in mRNA levels in CAD cells transfected with miR-124 mimic versus control^38^ are plotted as a CDF for 3′-UTR sites identified with miR-124 chimeras in the brain. miR-124 sites identified once (red), multiple times (blue) or overlapping AGO CLIP peaks (magenta) are shown compared with non-miR-124 sites (black). (**d**) CDF of 3′-UTR miR-124 sites as in **c**, showing miR-124 sites identified with chimeras (violet), peaks overlapping miR-124 seed matches (cyan) or peaks overlapping both seeds and miR-124 chimera(s) (orange). (**e**) CDF plots for transcripts with only chimera-defined canonical 3′-UTR miR-124 sites, broken down by site type. (**f**) CDF as in **e** for all 3′-UTR non-canonical sites (green) and bulged 8mer sites (cyan). In all panels, *P*-values from Kolmogorov–Smirnov testing comparing coloured subsets with control (black) sites are shown, along with the number of sites (*n*) in each set.

**Figure 3:**
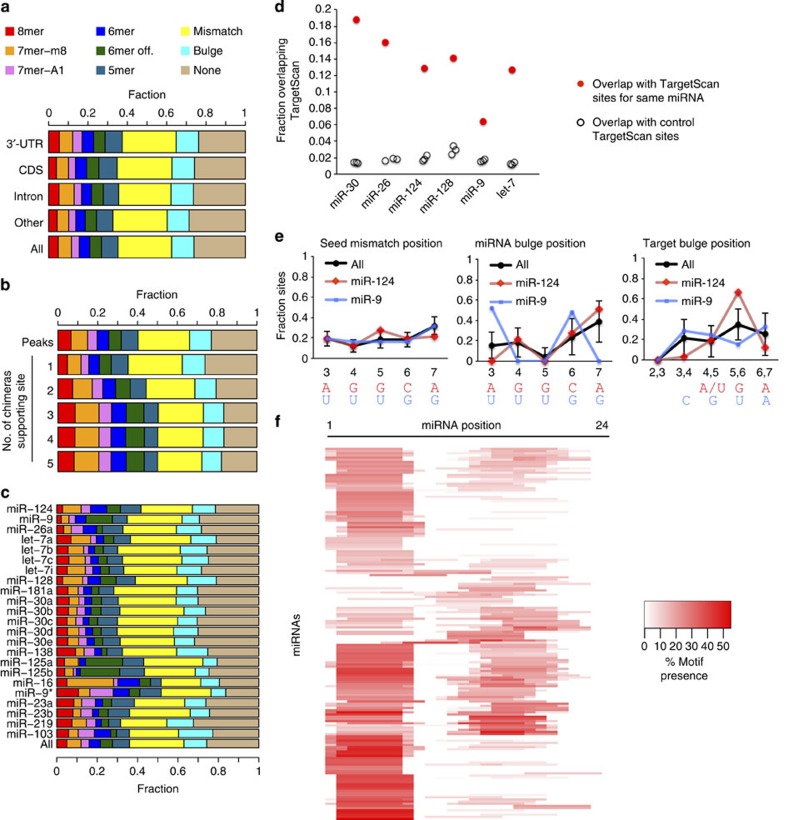
Motif analysis reveals miRNA binding dependent on seed and auxiliary pairing. The proportion of chimera-defined target regions with the indicated seed variants is plotted, broken down (**a**) by transcript region, (**b**) by the number of times interactions were identified with chimeras (*N*) or whether chimeras overlapped AGO CLIP peaks and (**c**) for the most abundant miRNA families in mouse brain, ranked from the top by decreasing abundance. (**d**) Overlap of 3′-UTR chimera-identified sites in the brain with TargetScan predicted sites for the same miRNA (red) or three equally sized random control sets of TargetScan sites (black). Control sets were restricted to the top 20 brain miRNAs. Only target sites in mRNAs with detectable expression in the cortex were considered. (**e**) The distributions of mismatched and bulged nucleotides for chimera-identified sites with imperfect seed motifs are plotted for the top 25 mouse brain miRNAs (black), miR-124 (red) and miR-9 (blue). Error bars show the s.d. at each position for the top 25 miRNAs in the brain. miRNA seed sequences for miR-124 and miR-9 are shown below mismatch and miRNA bulge plots. Below the target bulge plot, the most frequently bulged target nucleotide at the indicated position is shown when strong preferences (>50% of sites) were apparent. Sites from all transcript regions were included in this analysis. (**f**) *De novo* analysis of cognate miRNA-complementary-enriched 7mer motifs in all chimera target regions plotted as a heat map across the miRNA. Each line represents one miRNA and colour intensity scales with abundance in target sequences. miRNAs are ordered by hierarchical clustering.

**Figure 4:**
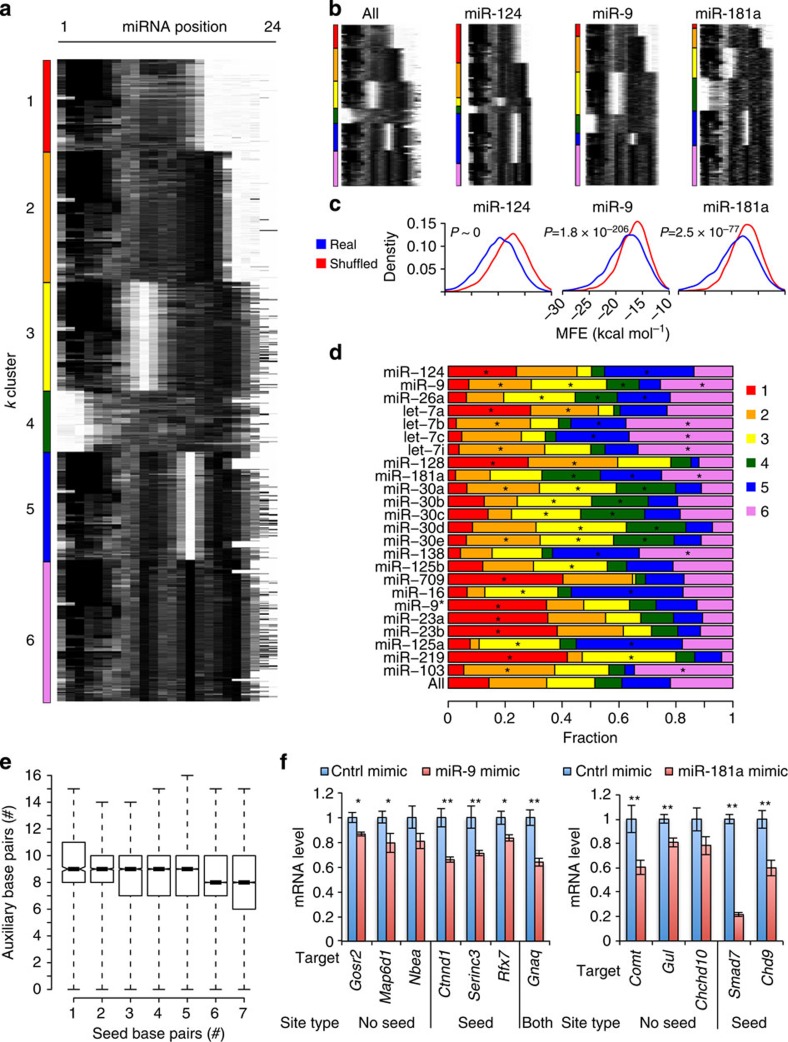
Duplex structure prediction reveals diverse targeting patterns for brain miRNAs. (**a**) RNAhybrid miRNA–target duplex structure predictions represented as heat maps^40^. Black pixels indicate base pairing and white pixels indicate gaps. Structures were partitioned by *k*-means clustering into six groups (see Methods). Interactions from all transcript regions were included in this analysis. (**b**) Structure maps for individual miRNAs compared with all. (**c**) Density plots of duplex minimum free energies (MFEs) are shown for the indicated miRNA–target interactions (blue) or shuffled interactions (red), where each chimeric target region was randomly re-assigned to an miRNA from a different chimeric interaction. MFEs were calculated with RNAhybrid. Axis labels are printed once, but apply to all plots. *P*-values from two-tailed *t*-tests are shown. (**d**) Distributions of the six identified *k*-clusters for the top brain miRNAs, ranked by decreasing abundance from the top to the bottom. Most brain miRNAs (∼90%) and all shown here have significant preferences versus the whole population (*positive enrichment, *P*<10^−3^, Fisher's exact test; full set is in Supplementary Table 3). (**e**) Box plot comparing number of predicted seed region base pairs with predicted auxiliary base pairs for all brain miRNA–target chimeras. (**f**) Experimental validation of chimera-identified seed-dependent and seedless (*k*=4, with no canonical seeds in 3′-UTR) miR-9 and miR-181a targets was performed by transfecting miRNA mimics into N2A cells and measuring endogenous targets by qRT–PCR. The average fold change in miRNA mimic versus control mimic-transfected cells is shown from four independent transfections, ±s.e.m. *P<0.05 and **P<0.01, one-tailed *t*-test. *Smad7*, a previously confirmed miR-181a target, served as a positive control^68^.

**Figure 5:**
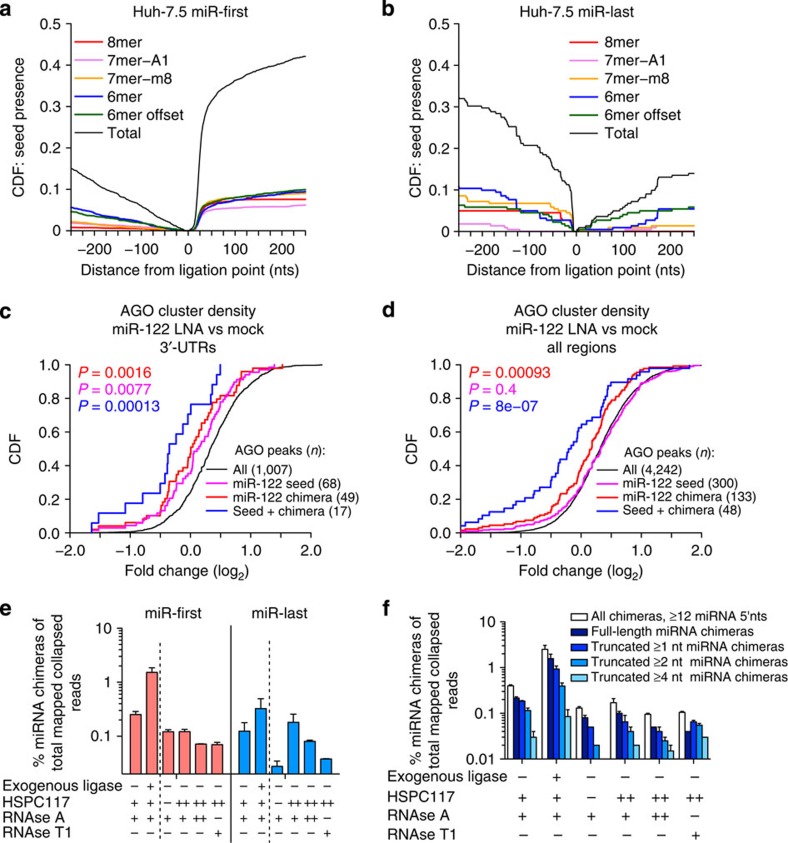
miRNA–target chimeras identify functional interactions in Huh-7.5 cells. CDF seed-enrichment plots as in Fig. 1d–g for miR-first (**a**) and miR-last (**b**) chimera target regions from Huh-7.5 HITS-CLIP. CDF plots of LNA-122 induced changes in AGO binding across 3′-UTRs (**c**) or all regions (**d**) for sites with miR-122 7-8mer seeds (magenta), miR-122 chimeras (red) or the combination of both (blue). *P*-values are shown for Kolmogorov–Smirnov tests comparing indicated subsets to control (black) sets. (**e**) miR-first and miR-last chimeras in CLEAR-CLIP on Huh-7.5 cells as a percentage of total unique reads, varying the presence of exogenous T4 RNA ligase and RNAse. For HSPC117 ligase, (+) represents endogenous levels, (−) represents siRNA knockdown and (++) represents overexpression as shown in Supplementary Fig. 8d. (**f**) Analysis of CLEAR-CLIP derived miR-first chimera truncation and the effects of HSPC117 manipulation. Percentage of chimeras harbouring full-length miRNAs was compared with chimeras with the indicated 3′-truncations, or with all putative chimeric reads with at least 12 nts miRNA sequence starting at the 5′-miRNA end. In **e**,**f**, the mean values of two biological replicates is shown for each sample, with error bars indicating s.d.

**Figure 6:**
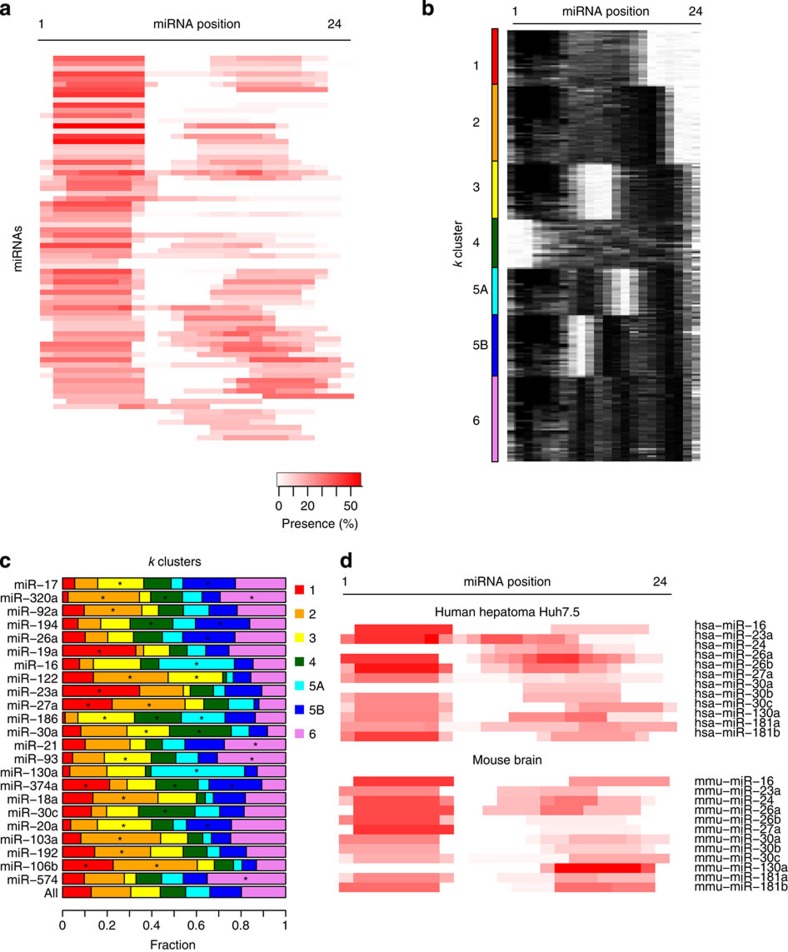
Expanded miRNA pairing rules for human miRNAs. (**a**) *De novo* analysis of cognate miRNA-complementary-enriched 7mer motifs in chimera target regions plotted as a heat map across the miRNA. Each line represents one miRNA, with colour intensity indicating abundance in target sequence. miRNAs are ordered by hierarchical clustering. Interactions from all Huh-7.5 HITS-CLIP and CLEAR-CLIP experiments from all transcript regions were included in these analyses. (**b**) RNAhybrid miRNA–target duplex structure predictions represented as heat maps as in Fig. 4a, partitioned by *k*-means clustering^40^. (**c**) Distributions of the seven identified *k*-clusters for top Huh-7.5 miRNAs ranked by abundance in chimeras from top to bottom. Most miRNAs (∼90%) and all shown here have distinct preferences versus the whole population. Interactions from all transcript regions were included in this analysis (*positive enrichment, *P*<10^−3^, Fisher's exact test; full results in Supplementary Table 5). (**d**) Comparative motif analysis heat map for the 12 miRNAs that were among the 50 most abundant in both mouse brain and Huh-7.5 cells.

**Figure 7:**
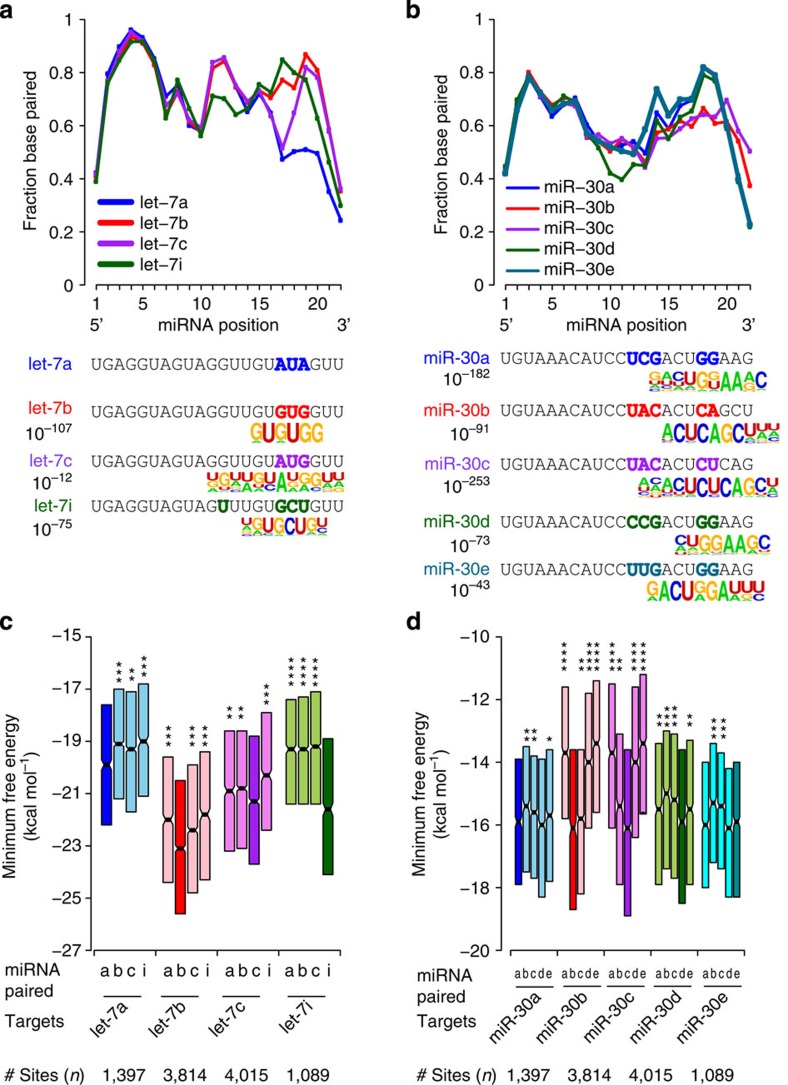
CLEAR-CLIP reveals target specificity among miRNA family members. Base pairing profiles from duplex structure maps for let-7 (**a**) and miR-30 (**b**) family members are shown. For each miRNA, the fraction of interactions with base pairing at each miRNA position is plotted. miRNA sequences are shown below with coloured bases indicating divergent nucleotides. *De novo* motif analysis of target regions for indicated miRNAs revealed family-member-specific motifs complementary to divergent parts of the miRNAs. For easier interpretation, the target motifs were reverse complemented to match the miRNA sequences. *P*-values for enrichment over background (AGO-binding regions in brain) from HOMER are indicated. No unique auxiliary motif was found for let-7a, the only such case. (**c**,**d**) Predicted minimum free energies (MFEs) from pairwise analysis of duplex structures for chimera-defined targets and the indicated let-7 (**c**) or miR-30 (**d**) family members is shown. Targets paired with their chimera-identified, cognate let-7 family member are shaded darker. Interactions from all transcript regions were included in these analyses. Box plots depict interquartile (25–75) values (*P<0.05, **P<0.001, ***P<10^−10^ and ****P<10^−50^, one-tailed *t*-test).

**Figure 8:**
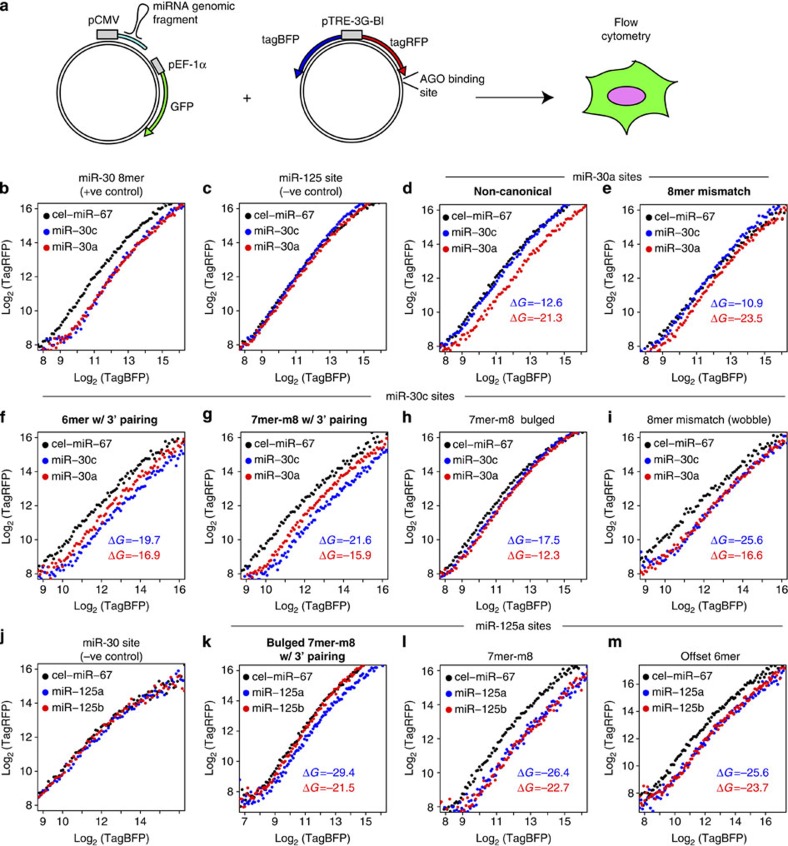
miRNA family member specificity confirmed by single cell measurements. (**a**) A system for single cell measurements of miRNA-mediated repression, adapted from ref. 46. tagRFP and tagBFP are expressed from the doxycycline-inducible bidirectional pTRE-3G-BI promoter. CLEAR-CLIP-defined AGO-binding sites were cloned into the 3′-UTR of the tagRFP cassette, with tagBFP used for internal normalization. Plasmids co-expressing miRNAs and GFP were co-transfected and measurements were taken 48 h later. (**b**–**m**) Log-transformed plots of tagRFP versus tagBFP fluorescence, with minimum free energies (MFEs) (ΔG) for predicted base pairing between duplex structures for indicated paralogues. A description of the site type is shown above each plot, with bold labelling denoting successful validation of paralogue specificity. Evaluation of miR-30a (red), miR-30c (blue) and negative control miRNA (black) overexpression on (**b**) a full miR-30 8mer site as a positive control for miR-30 paralogues; (**c**) a miR-125 site as a negative control for miR-30 paralogues; (**d**,**e**) sites with predicted miR-30a preference; and (**f**–**i**) sites with predicted miR-30c preference. Evaluation of miR-125a (blue), miR-125b (red) and negative control miRNA (black) overexpression on (**j**) a miR-30 site as a negative control for miR-125 paralogs and (**k**–**m**) sites with predicted miR-125a preference. Representative plots from at least two independent experiments for each construct are shown.

# Supplementary material for: miRNA–target chimeras reveal miRNA 3′-end pairing as a major determinant of Argonaute target specificity
**Source:** Nat Commun. 2015 Nov 25;6:8864. doi: 10.1038/ncomms9864
**Supplement:** Supplementary Information — Supplementary Figures 1-10, Supplementary Tables 1-7 and Supplementary References

Supplementary Figures

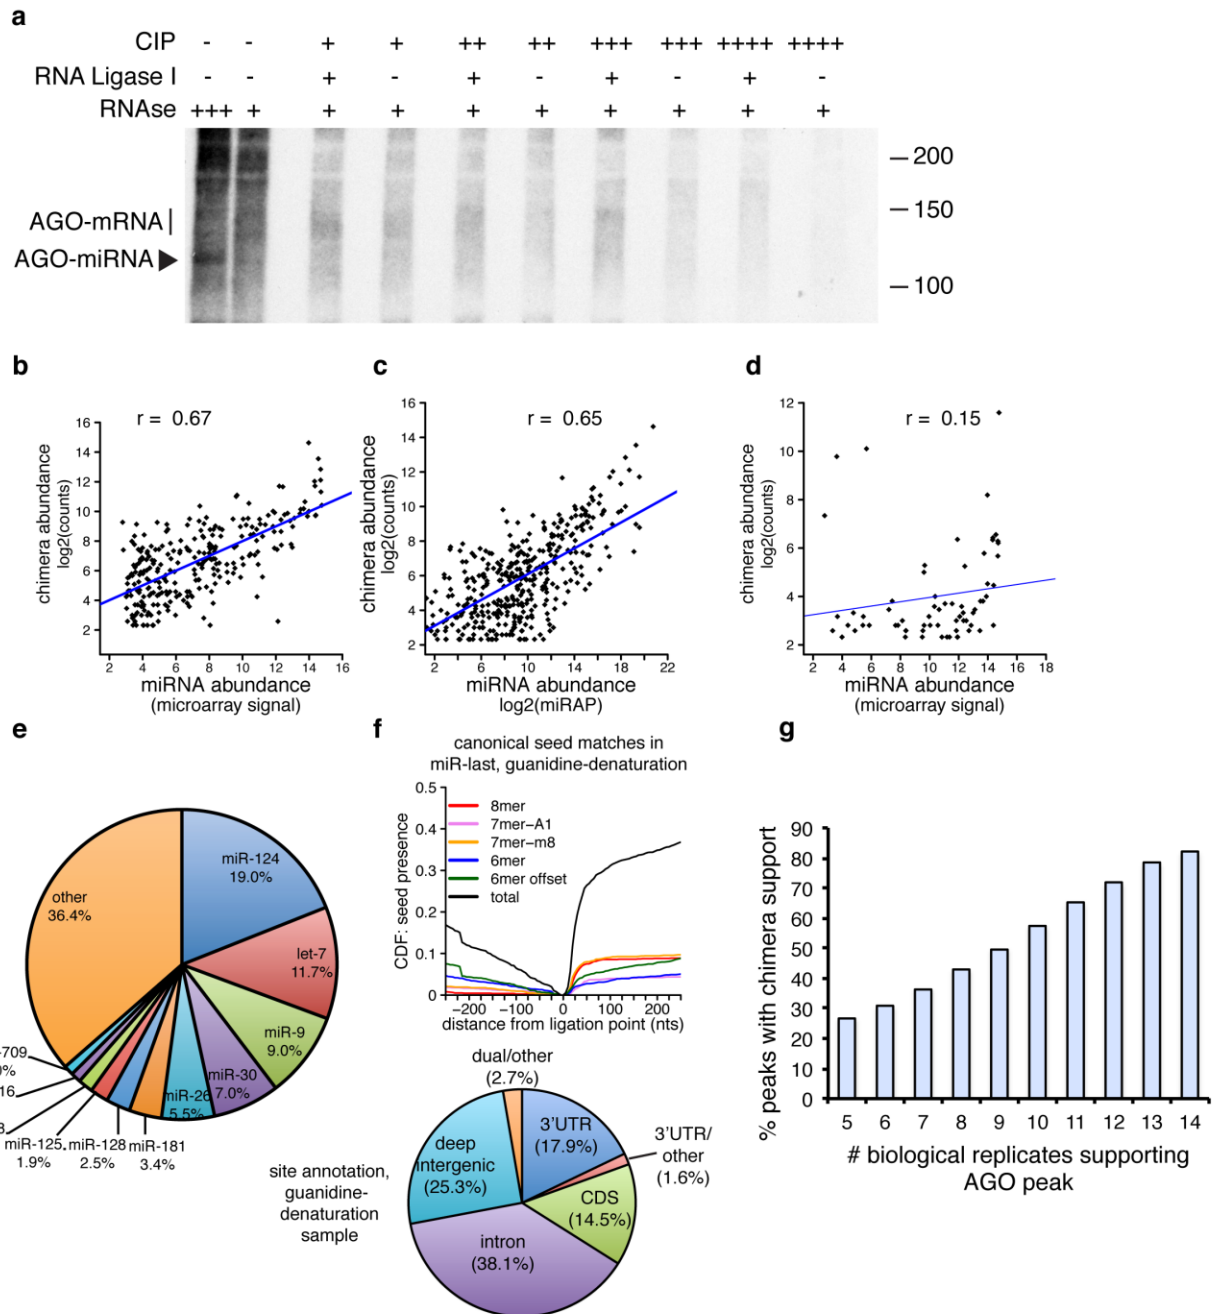

Supplementary Figure 1. Supporting data for CLEAR-CLIP (a) Purified AGO complexes from brain were labeled with PNK and ^{32}P - α -ATP, then incubated with (+) or without (-) T4 RNA ligase I as indicated. Complexes were subjected to varying levels of alkaline phosphatase (CIP) treatment to assess ligase-mediated protection from CIP de-phosphorylation. Sample treated with high levels of RNAse (+++) show the migration of AGO-miRNA complexes at $\sim 110 \text{ kD}$ ^{1,2} (b-c) Correlation plots of miR-first chimera abundance versus brain miRNA abundance measured by (b) miRNA tagging and affinity purification (miRAP) from cortex³ and (c) microarray in whole brain (GEO accession GSE26271). (d) Correlation plots of miR-last chimeras versus miRNA abundance measured by microarray in whole brain. (f) CDF for canonical seed presence in samples processed with guanidine HCl denaturation. (g) The percentage of AGO binding peaks in brain with chimera support is plotted. AGO binding peaks are stratified by biologic complexity (BC), the number of independent biological replicates supporting that peak.

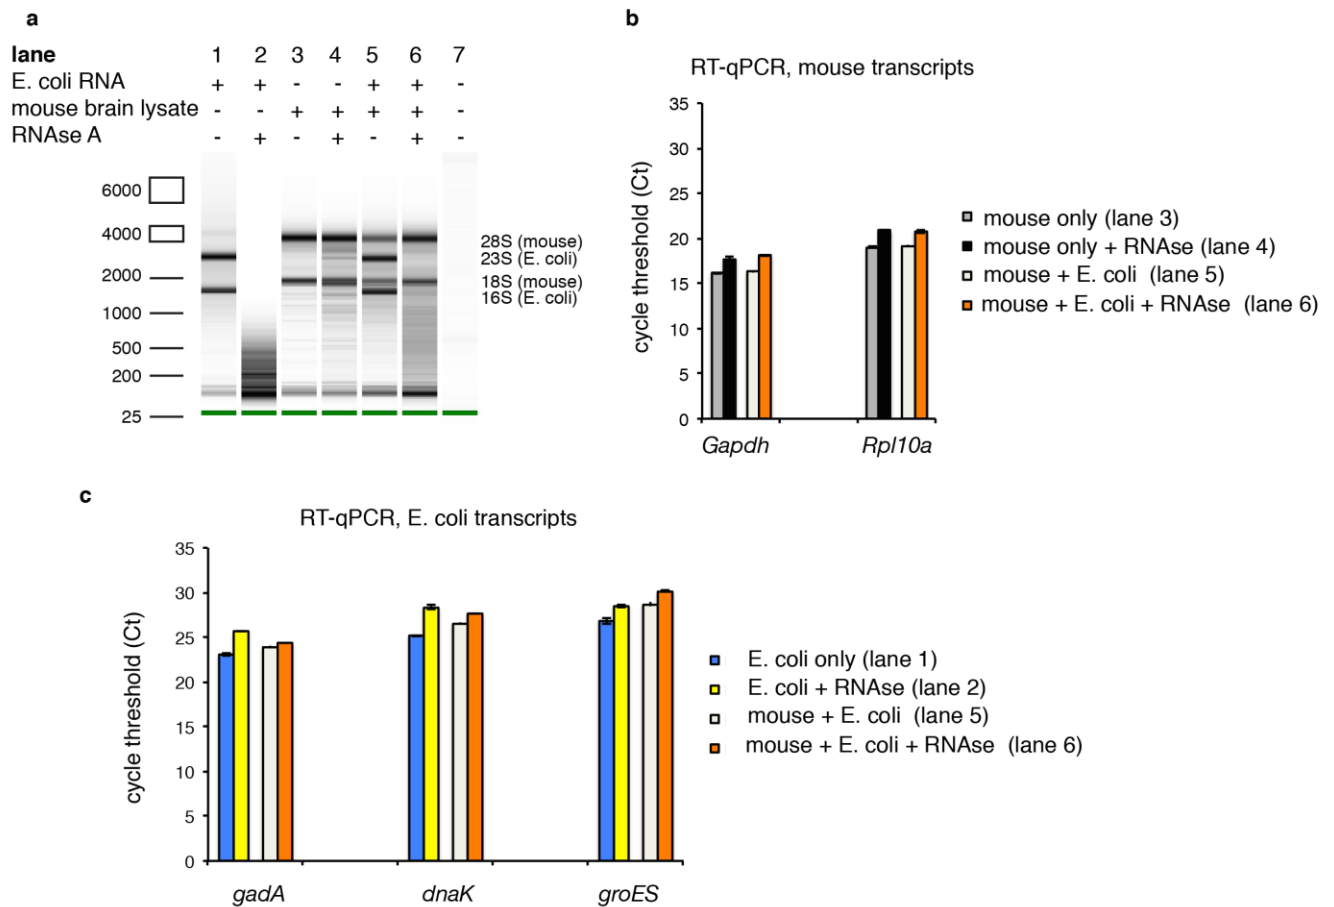

Supplementary Figure 2. E. coli RNA mixed into mouse brain lysates. (a) Bioanalyzer traces are shown for purified E. coli total RNA (lane 1), mouse brain lysate RNA (lane 3), and purified E. coli mixed into mouse brain lysate (lane 5), and for those samples treated with exogenous RNase A as in CLEAR-CLIP (lanes 2, 4, and 6, respectively). After indicated treatments, RNA was extracted with Trizol LS. MW markers are indicated on the left, and the migration of rRNA species on the right. Note that E. coli RNA remains in tact in the absence of exogenous RNA in brain lysates (lane 5). RNase treatment cleaves E. Coli RNA to fragments suitable for CLIP in lysis buffer alone (lane 2) and in mixed brain lysates (lane 6). Note that mouse rRNA fragments are very protected from RNase (lanes 4 and 6), as mouse ribosomes remain in tact in brain lysate. E. coli rRNA is not similarly protected (lane 6) because the E. coli extraction procedure denatures ribosomes (see Methods). (b) Equal volume amounts of the indicated RNA samples from (a) were analyzed by RT-qPCR of mouse transcripts with 60-70 bp amplicons. Increased cycle threshold (Ct) values upon RNase treatment reflect partial cleavage, consistent with generation of fragments suitable for CLEAR-CLIP. (c) RT-qPCR analysis of E. coli transcripts from indicated samples from (a) was performed with 60-70 bp amplicons. As for mouse, increased Ct values upon RNase treatment reflect partial cleavage, consistent with generation of CLEAR-CLIP fragments. In the absence of exogenous RNase, there is only a small amount of cleavage (compare lanes 1 and 5), consistent with low endogenous RNase activity. Data in (b) and (c) show the means of three PCR measurements $\pm$ SD. Data from one of two independent experiments with similar results are shown.

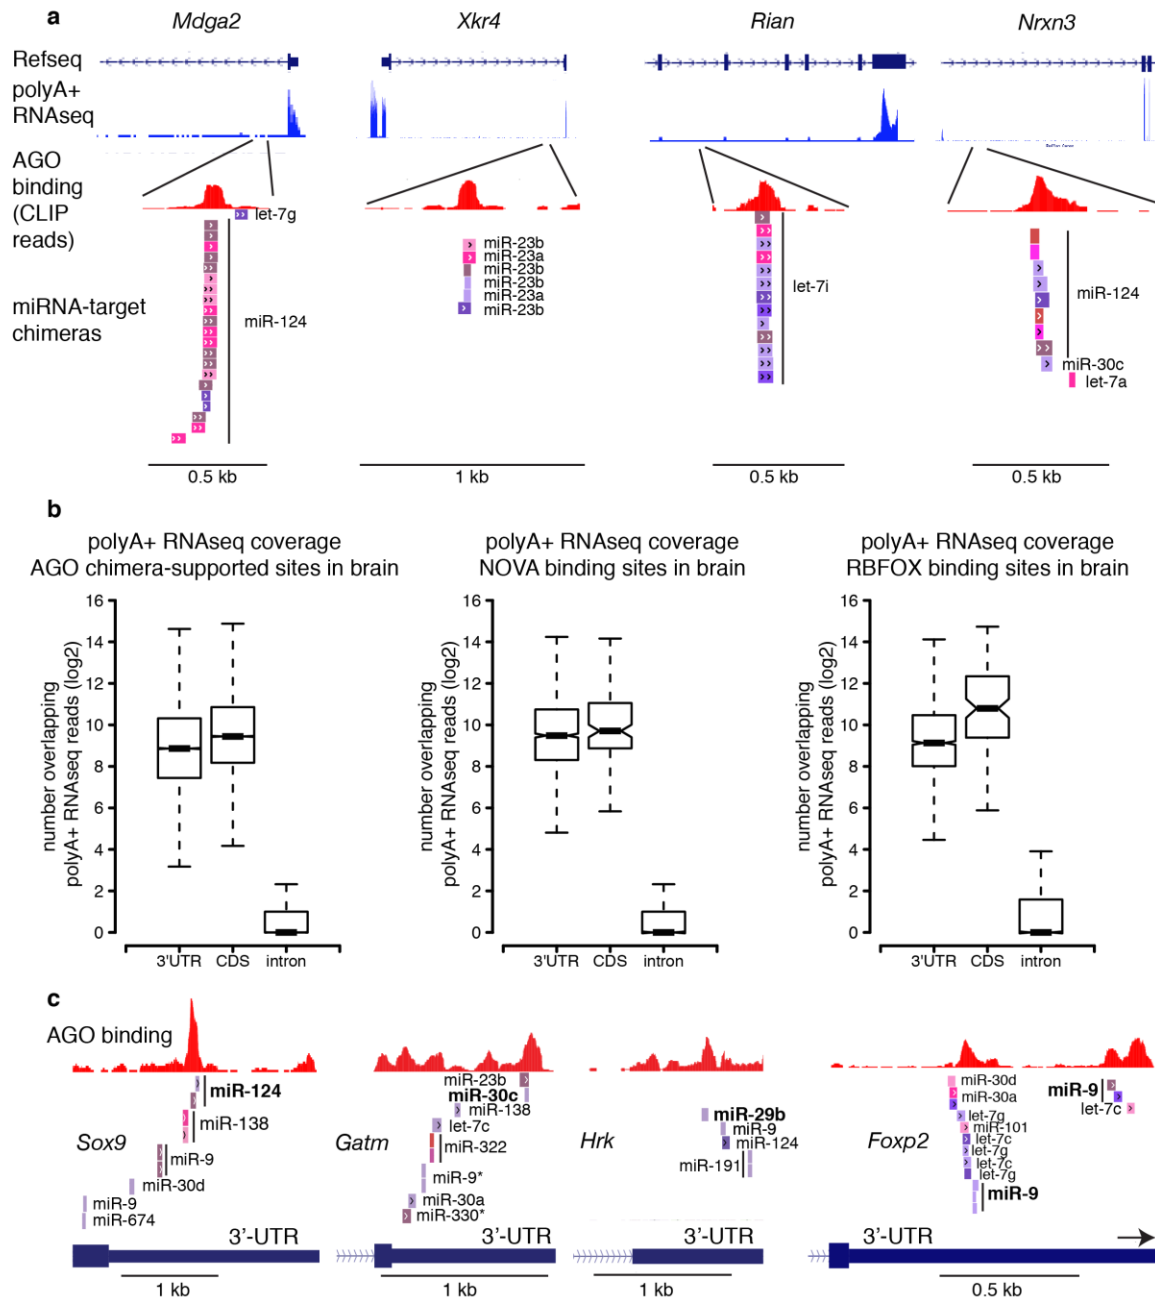

Supplementary Figure 3 CLEAR-CLIP identifies novel and previously known miRNA binding sites.

(a) Examples of miRNA-dependent AGO binding in introns. Refseq tracks are shown along with polyA+ RNAseq data (blue) from age-matched mouse cortex in bedGraph format. AGO HITS-CLIP binding data in bedGraph format (red) in P13 cortex is shown, along with miRNA-target chimeras from CLEAR-CLIP.

(b) PolyA+ RNAseq coverage was measured by counting the number of RNAseq reads from mouse cortex overlapping AGO chimera-supported sites in the indicated transcript regions (left panel). Coverage of intronic sites was significantly lower than exonic ($p \sim 0$ vs. both CDS and 3'UTR site by two-tailed t-test), consistent with correct intronic annotation. For comparison, similar analyses were done for NOVA and RBFOX binding sites in brain, which also include exonic and intronic regions.

(c) Examples of known miRNA regulation recovered by miRNA-target chimeras are shown, with previously reported interactions bolded⁴⁻⁶. Complete 3' UTRs are shown, except *Foxp2*, which continues downstream, indicated by arrow.

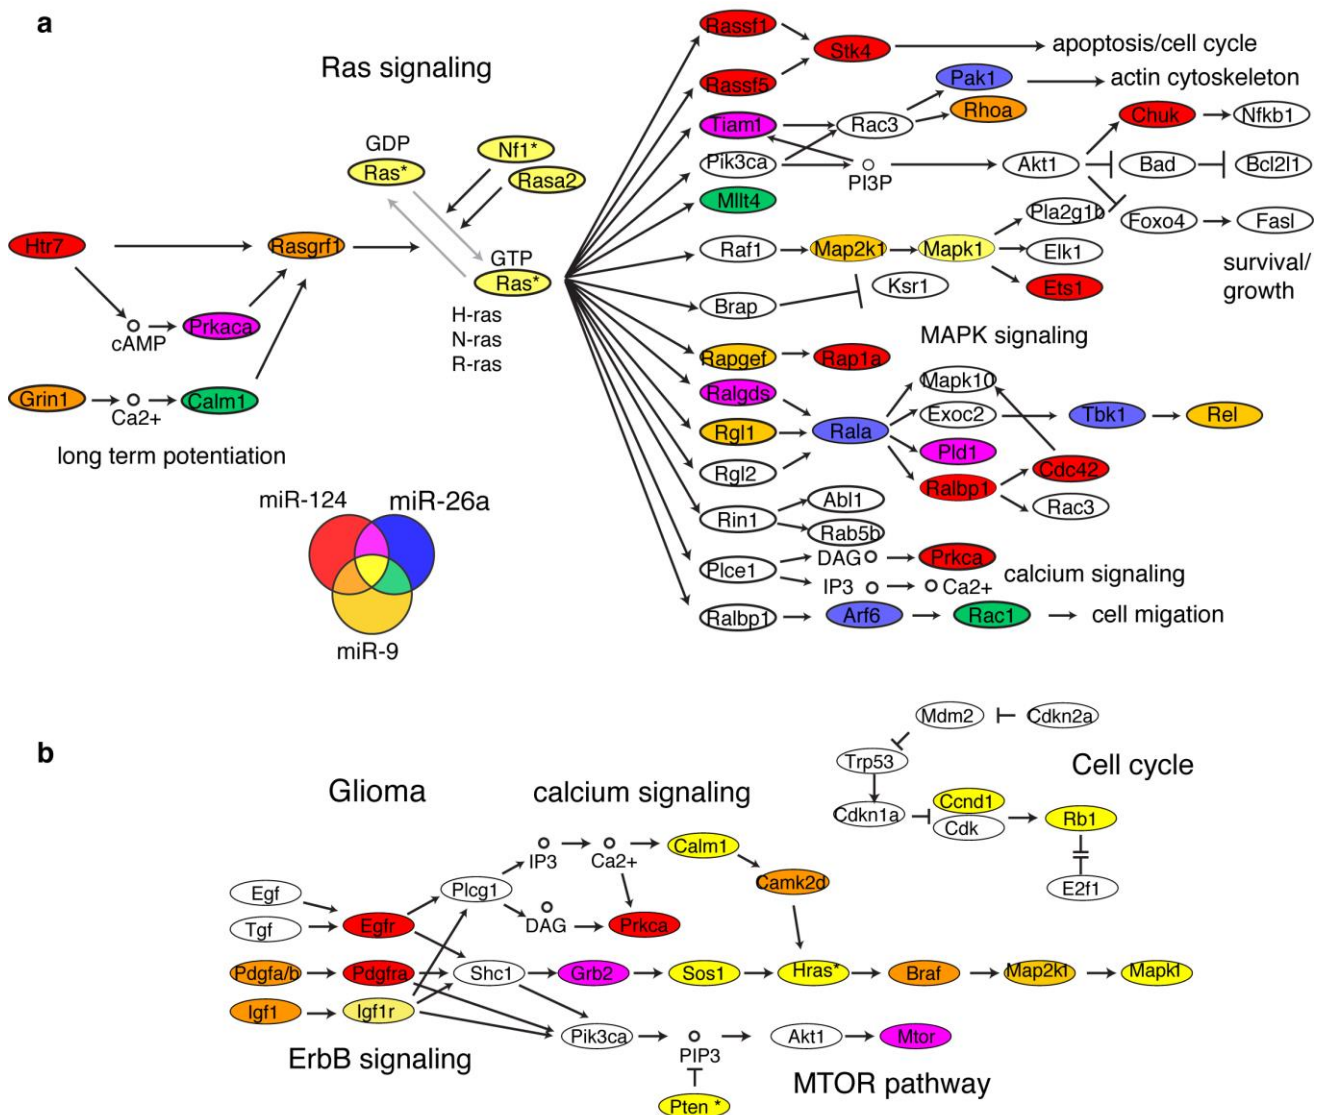

Supplementary Figure 4. Novel targets for brain miRNAs linked to glioma. (a) The KEGG Ras signaling pathway is shown with 3'UTR and CDS targets of targets of enriched miRNAs miR-124, miR-9, and miR-26a highlighted ^{7,8}. (b) The KEGG glioma pathway is shown with targets of indicated miRNAs. miR-9 and miR-26a had statistically significant enrichments for glioma pathway components ($p < 0.05$, hypergeometric test, Bonferroni corrected), and miR-124 was nearly significant ($p = 0.07$) ⁷. Previously identified targets are labeled with an asterisk (*)⁹⁻¹¹.

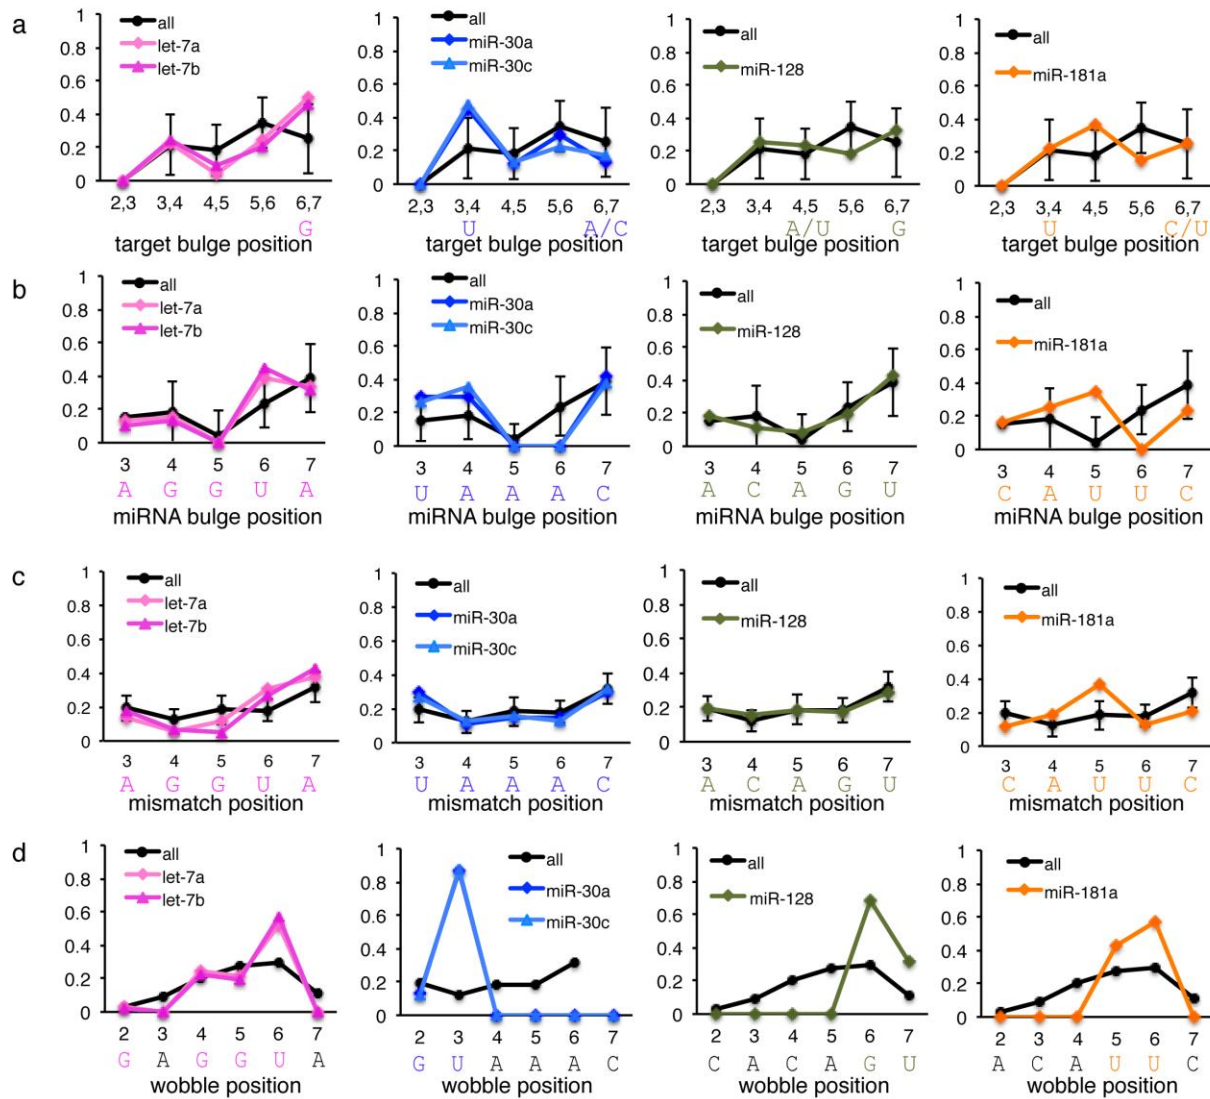

Supplementary Figure 5. miRNA-specific preferences for bulged nucleotides in seed region. (a)

For sites with bulged target seed interactions, the fraction occurring at each position is plotted for representative miRNAs. Average values for all bulged miRNA sites are shown in black, +/- SD. Below the plots, the nucleotide(s) most often bulged out at specific sites is shown if there was a clear preference at that site (>50% of observed cases). (b) Plots as in (a) for sites with bulged miRNA nucleotides. miRNA nucleotides are shown at each position. (c) Plots as in (a) shown for non-Watson Crick mismatches in seed regions. (d) Plots showing positions of G-U wobble interactions in seed regions. The colored nucleotides below the plots indicate positions where G-U pairing is possible.

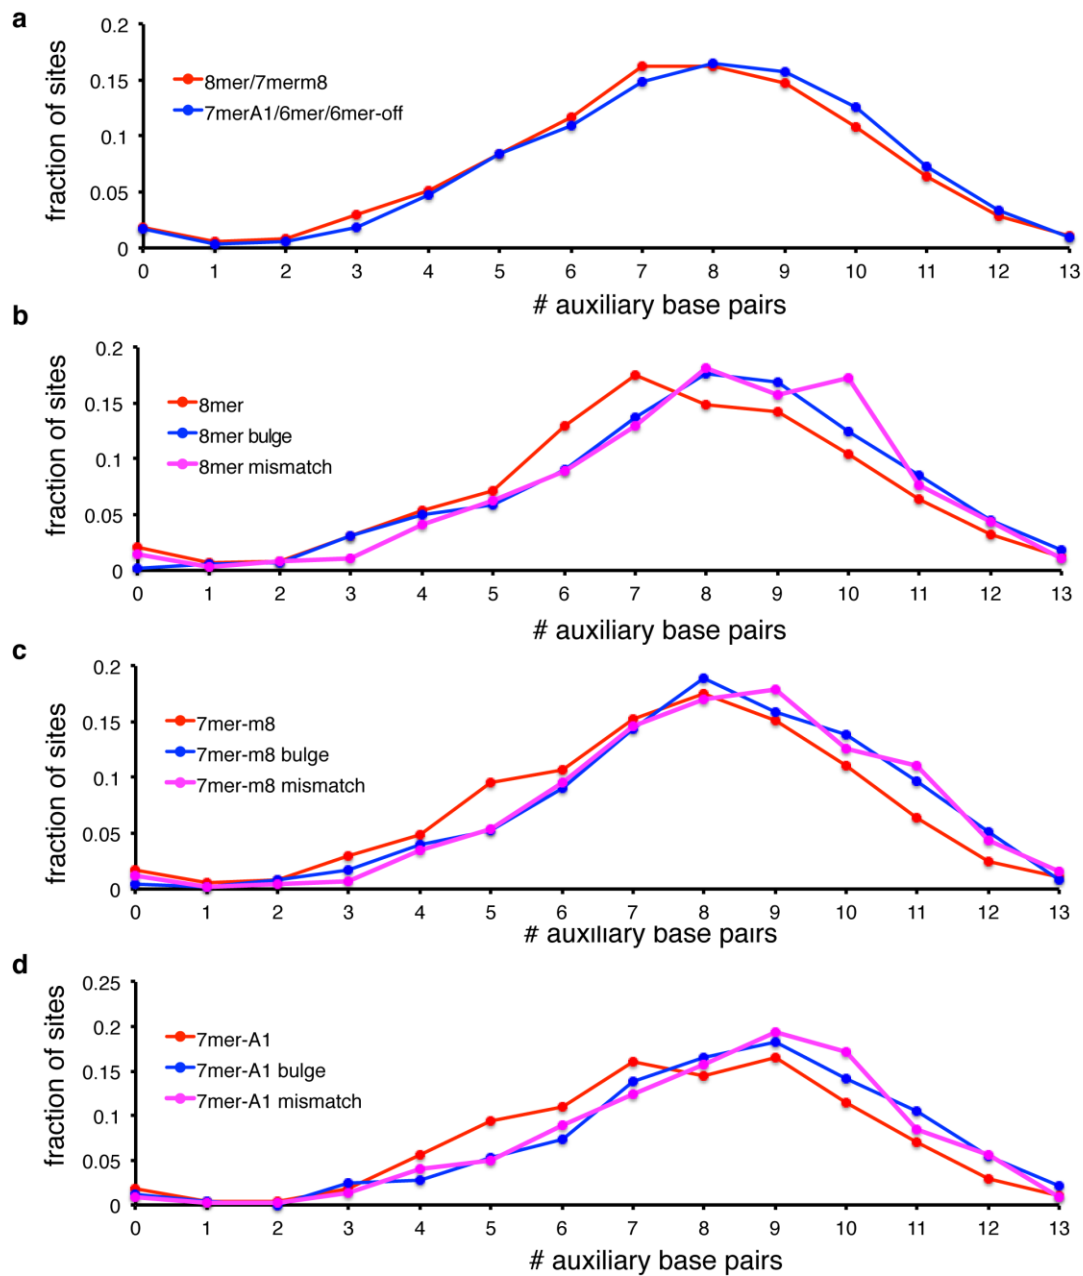

Supplementary Figure 6. Global evidence that imperfect seed matches are stabilized by 3' end pairing. (a) Numbers of auxiliary (non-seed) bases predicted to be engaged in complementary base pairing are plotted for canonical interactions with 7 (8mer/7mer-m8, red) or 6 (7mer-A1/6mer, blue) paired bases in the seed region. Sites with 6 paired seed bases had significantly more predicted auxiliary pairing ($p=0.0018$). (b) Plot as in (a) showing that bulged (blue, $p=2.2 \times 10^{-5}$) and mismatched (magenta, $p=6.0 \times 10^{-8}$) 8mer sites have significantly more auxiliary pairing than perfect 8mer matches (red). (c) Plot as in (b) for 7mer-m8 bulged ($p=7.4 \times 10^{-12}$) and mismatched ($p=1.9 \times 10^{-15}$) sites. (d) Plot as in (b) for 7mer-A1 bulged ($p=3.4 \times 10^{-9}$) and mismatched ($p=2.0 \times 10^{-11}$) sites. P-values were calculated with two-tailed t-tests.

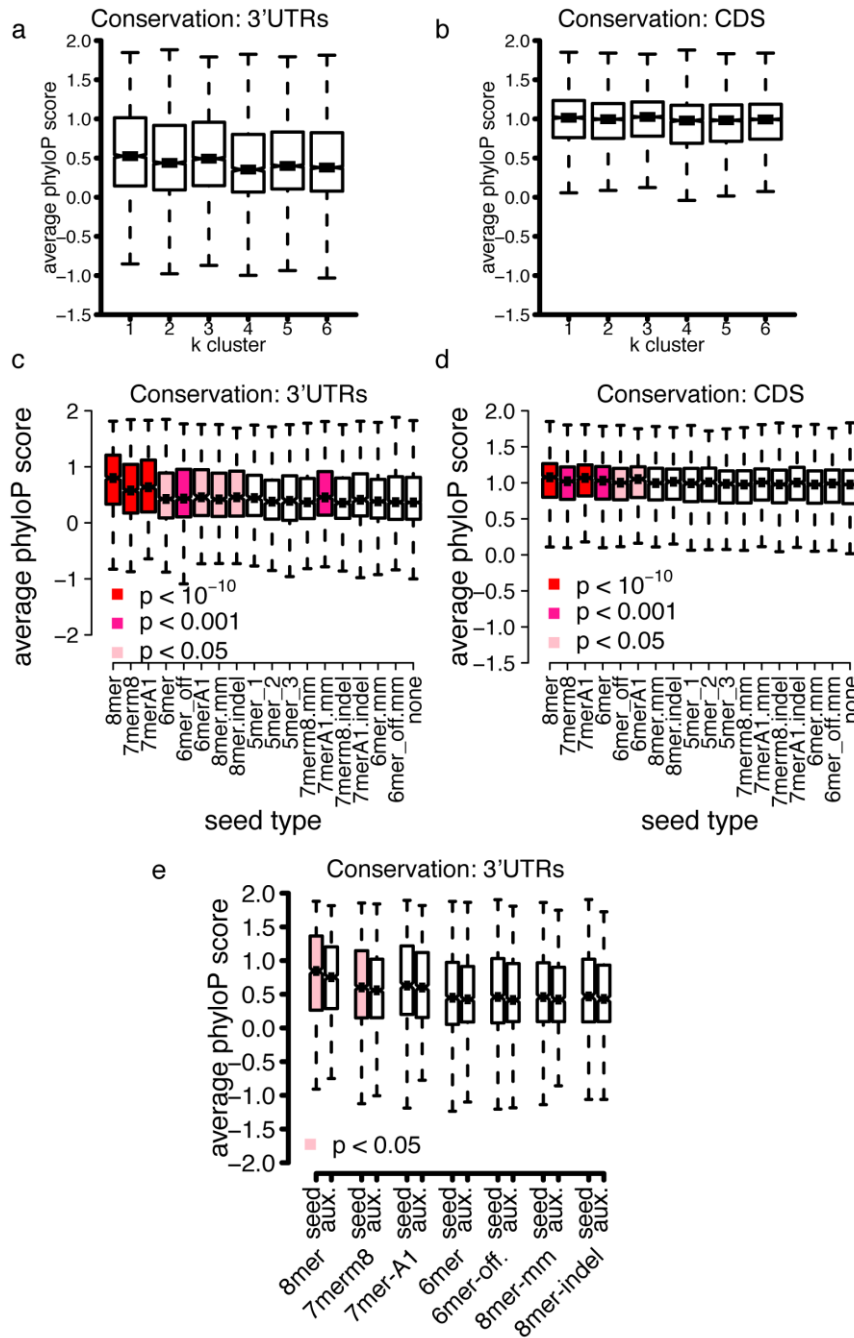

Supplementary Figure 7. Subsets of CLEAR-CLIP targets show enriched evolutionary conservation. (a) Average phyloP conservation scores for 3'UTR and (b) CDS target regions is plotted for different k clusters. (c) Average phyloP conservation scores for 3'UTR and (d) CDS target regions with the indicated seed match variants are plotted. Significance was calculated with two-tailed t-tests (Bonferroni corrected) comparing different seed classes to regions lacking seed homology ("none"). (e) Interactions with the indicated seed homology were divided into seed and auxiliary regions based on predicted duplex structures. Average phyloP scores within those sub-regions are plotted for each set. Seed regions for 8mer interactions were more conserved than their auxiliary regions ($p < 0.05$, two-tailed t-test). Differences for other seed types were not significant.

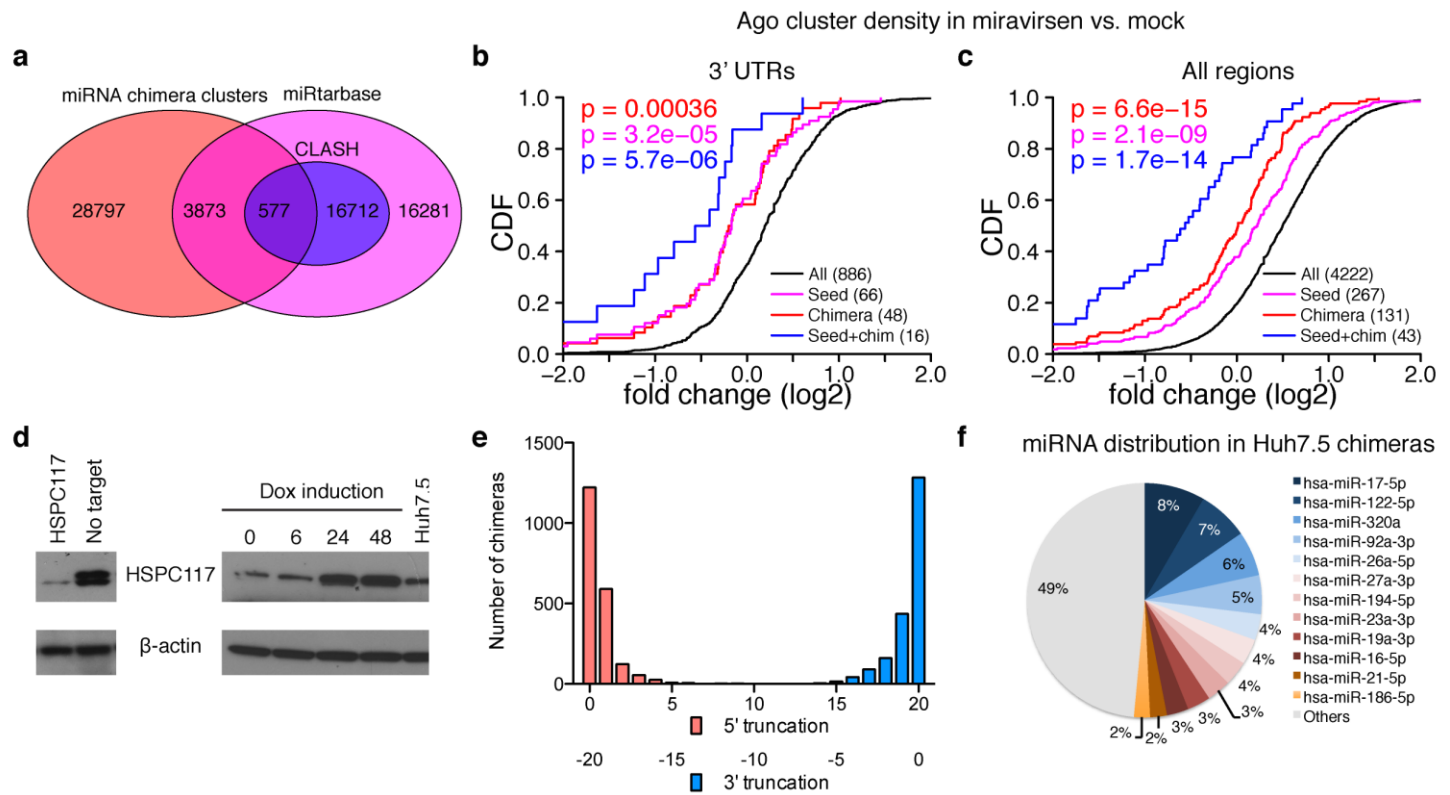

Supplementary Figure 8. Characterization of miRNA-target interactions in human hepatoma cells.

(a) Venn diagram of overlap of miRNA-target interactions identified in Huh-7.5 cells with interactions annotated in miRtarbase. (b-c) CDF plots of miravirsin induced changes in AGO binding across 3'UTRs (b) or all regions (c) for sites identified by the presence of miR-122 7-8mer seeds, miR-122 chimeras, or the combination of both. P-values are shown from K-S tests comparing the indicated subsets to control (black) sets. (d) Western blots of knock-down (left) and doxycycline-induced over-expression 0-48 hrs post induction (right) of HSPC117. (e) Number of chimeras with indicated miRNA truncation lengths from the 5' or 3', as determined by Novoalign (Novocraft). (f) The distribution of miRNAs identified in chimeras in Huh-7.5 cells.

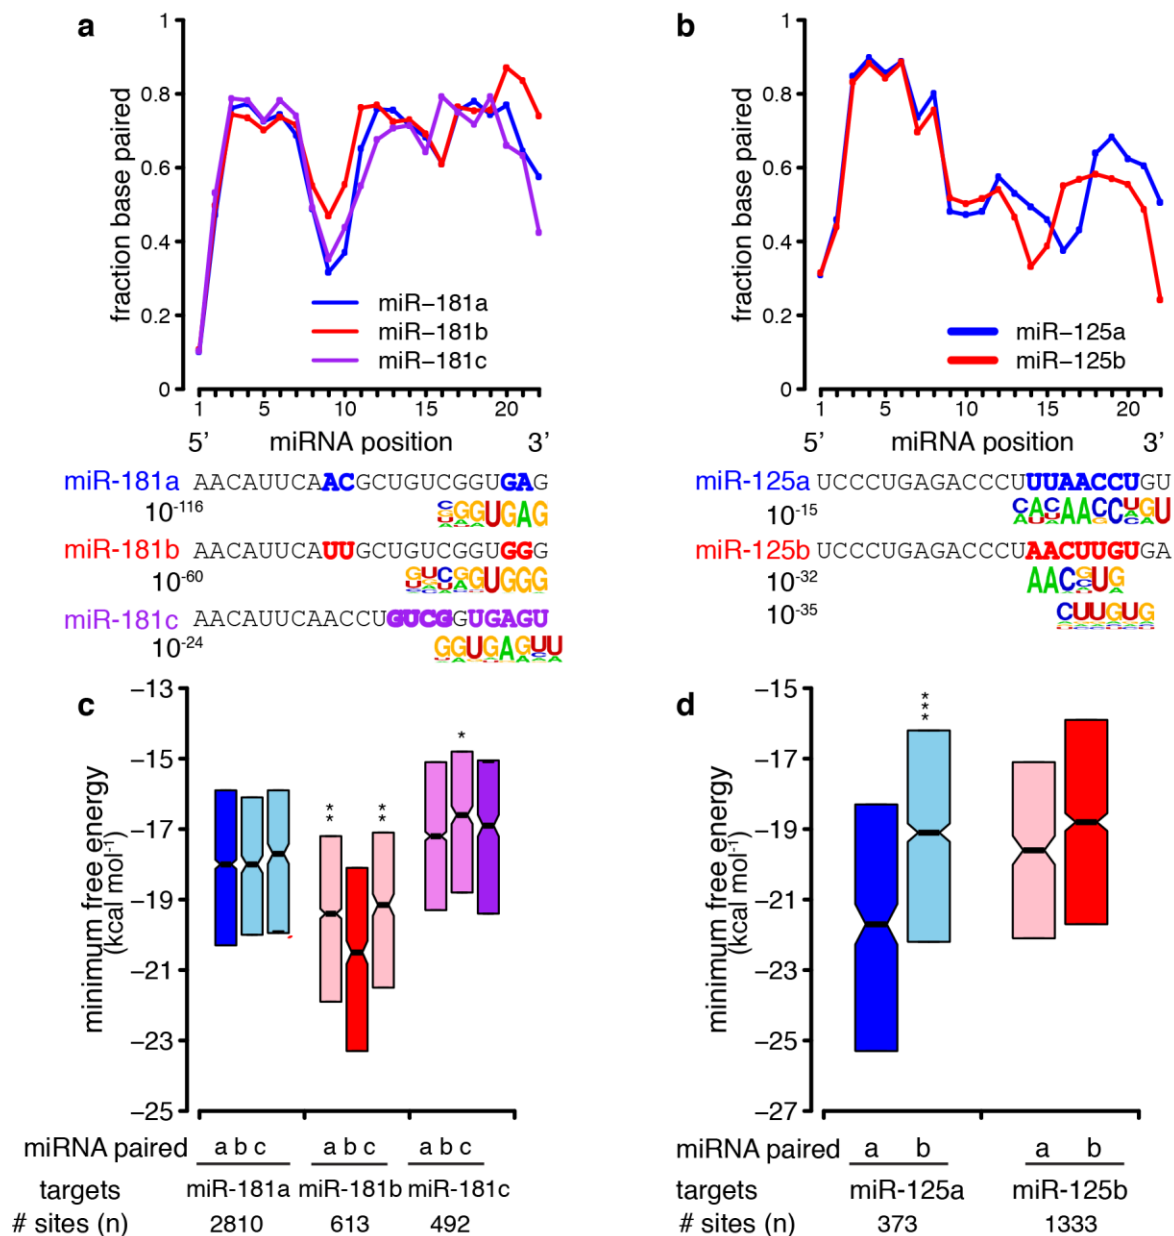

Supplementary Figure 9. Additional examples of miRNA family member specificity. (a-b) Base pairing profiles as in Fig. 7a-b are shown for (a) miR-181 and (b) miR-125 family members. Paralog-specific enriched motifs are shown below plots, with p-values (hypergeometric tests by HOMER) for enrichment over background (AGO binding regions in brain). (c-d) Pairwise duplex structure analyses as in Fig. 7c-d are shown for (c) miR-181 and (d) miR-125 family members. Predicted minimum free energy (MFE) is plotted, with boxplots representing interquartile (25-75) values (* = $p < 0.05$; ** = $p < 0.001$; *** = $p < 10^{-10}$, one-tailed t-test).

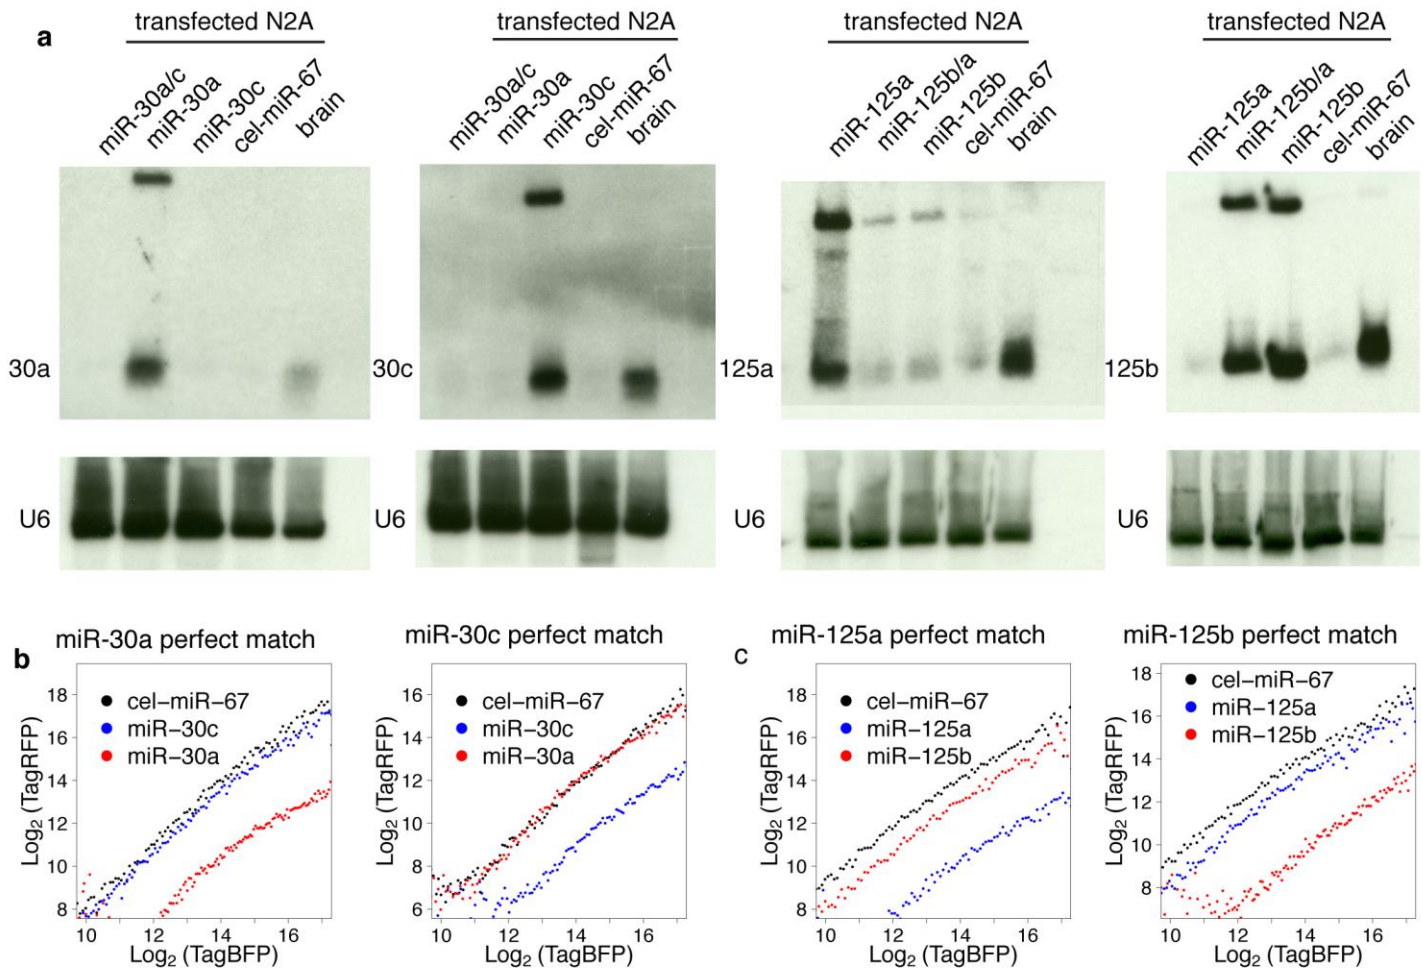

Supplementary Figure 10. Efficient miRNA expression from genomic fragments. (a) Northern blotting analysis of RNA from N2A cells transfected with plasmids expressing the indicated miRNAs and, for comparison, mouse cortex. Probes used for each membrane are indicated to the left of images. For miR-30a, plasmids expressing miR-30a from its endogenous locus (miR-30a) and inserted into the miR-30c locus (miR-30a/c) were tested, but only the endogenous locus showed robust expression. For miR-125b, expression from the endogenous (miR-125b) and miR-125a locus (miR-125b/a) were robust. U6 snRNA is shown as a loading control. (b-c) Log-log transformed correlation plots for tagRFP versus tagBFP for constructs with sites perfectly complementary to (b) miR-30 paralogs and (c) miR-125 paralogs.

Supplementary Tables

Supplementary Table 1. Read statistics and experimental details for P13 mouse cortex CLEAR-CLIP samples. Information for each sample includes: a description of RNase A treatment (pre- or post-IP; see Methods); AGO-RNA complex molecular weight (MW) isolated from the autoradiogram; total non-chimeric CLIP reads mapped to mm9; unique non-chimeric read numbers after PCR duplicate collapse; mapped and unique read numbers for miR-last and miR-first chimeras; and miR-first chimeric reads as a fraction of unique CLIP reads. Index refers to primer indices used for multiplexing in the second PCR amplification step (see also Supplementary Table 7). For sequencing run, H1 and H2 were two different Hiseq 2500 single-end 100 nucleotide run, and M1-M3 were Miseq single-end 75 nucleotide runs.

CLEAR-CLIP samples	RNase	complex MW	mapped CLIP reads	unique CLIP reads	mapped miR-last chimeras	unique miR-last chimeras	mapped miR-first chimeras	unique miR-first chimeras	chimera fraction	index	seq run
BR1	pre	150-180	875235	558790	2006	1108	19312	13048	0.023	ACCG	H1
BR2	pre	150-180	593142	179422	2733	462	9102	2659	0.015	CATG	H1
BR3	post	150-180	710554	381937	2063	432	14017	8558	0.022	TGCA	H1
BR6	post	130-150	3858045	1406126	12562	2117	189995	63753	0.045	TCAC	H1,M1
BR7	post	180-200	656152	301666	295	145	7696	3816	0.013	AGTG	M1
BR8	post	180-200	297089	235730	133	79	3817	2869	0.012	TACG	M1
BR10a	post	150-180	599990	367634	1659	829	11055	7436	0.020	CGTA	H1
BR10b	post	180-200	505927	254674	1818	710	7019	4221	0.017	GCAT	H2
BR11	post	150-180	759959	472388	2127	1002	14474	9984	0.021	CCGA	H1
BR12a	post	150-180	1068562	619777	3455	1490	19055	12348	0.020	GAGG	H1
BR12b	post	180-200	603237	266867	2332	800	9556	4728	0.018	AACC	H2
BR13	pre	130-150	171912	87886	69	42	2444	1363	0.016	ATGC	M2
BR14	pre	130-150	156773	98655	59	50	2504	1730	0.018	TAGC	M2
BR15	pre	130-150	473856	381595	142	219	9641	8046	0.021	CTAG	M3
BR16	pre	130-150	514853	454129	217	193	9498	8523	0.019	GATC	M3
BR17	pre	130-150	164776	99681	70	45	2759	1784	0.018	CGTA	M2
BR18	pre	130-150	163564	85500	68	43	2540	1312	0.015	GCAT	M2
BR19	pre	130-150	396886	294289	152	132	3431	2660	0.008	TGCA	M3
BR20	pre	130-150	460875	366855	150	130	6504	5442	0.015	ATGC	M3
Minus Ligase Samples	RNase	complex MW	mapped CLIP reads	unique CLIP reads	mapped miR-last chimeras	unique miR-last chimeras	mapped miR-first chimeras	unique miR-first chimeras	chimera fraction	index	seq run
BR4	pre	150-180	810230	449580	1882	918	1829	1229	0.003	TCAC	H1
BR5	post	150-180	885101	655357	2311	1362	1825	1254	0.002	AGTG	H1
Denatured Samples	RNase	complex MW	mapped CLIP reads	unique non-chimeric reads	mapped miR-last chimeras	unique miR-last chimeras	mapped miR-first chimeras	unique miR-first chimeras	chimera fraction	index	seq run
BR9	pre	130-150	177605	41127	7303	430	19534	2300	0.056	GATC	H2

Supplementary Table 2. Read statistics and experimental details for mixing experiments. Information for each sample includes: a description of RNase A treatment (pre- or post-IP; see Methods); AGO-RNA complex molecular weight (MW) isolated from the autoradiogram; the composition of each sample (mouse brain alone; mouse brain plus *E. coli*; mouse brain plus *D. melanogaster*); unique non-chimeric read numbers mapped to mm9 after PCR duplicate collapse; unique non-chimeric read numbers mapped to the *E. coli* (or *D. melanogaster*) genome; unique chimeric read numbers mapped to mm9; and unique chimeric read numbers mapped to *E. coli* (or *D. melanogaster*). Index refers to primer indices used for multiplexing in the second PCR amplification step (see also Supplementary Table 11). For sequencing run, M2, M3, and M4 were Miseq single-end 75 nucleotide runs

Samples	RNase	complex MW	composition	unique CLIP reads, mm9	unique CLIP reads, <i>E. coli</i>	<i>E. coli</i> fraction of CLIP reads	Unique miR-first chimeras, mouse	Unique miR-first chimeras, <i>E. coli</i>	<i>E. coli</i> fraction of chimeric reads	index	seq run
BR13	pre	130-150	mouse only	87886	828	0.009	1363	26	0.019	ATGC	M2
BR14	pre	130-150	mouse only	98655	761	0.007	1730	32	0.018	TACG	M2
BR15	pre	130-150	mouse only	383380	6110	0.016	8046	6	0.001	CTAG	M3
BR16	pre	130-150	mouse only	456116	6600	0.014	8523	9	0.001	GATC	M3
BR17	pre	130-150	mouse + <i>E. coli</i> (1:1)	99681	797	0.008	1784	38	0.021	CGTA	M2
BR18	pre	130-150	mouse + <i>E. coli</i> (1:1)	85500	764	0.009	1312	23	0.017	GCAT	M2
BR19	pre	130-150	mouse + <i>E. coli</i> (1:6)	295785	7164	0.023	2660	146	0.052	TGCA	M3
BR20	pre	130-150	mouse + <i>E. coli</i> (1:6)	368618	9134	0.024	5442	301	0.052	ATGC	M3
Samples	RNase	complex MW	composition	unique CLIP reads, mm9	unique CLIP reads, dm3	fly fraction of CLIP reads	Unique miR-first chimeras, mouse	Unique miR-first chimeras, fly	fly fraction of chimeric reads	index	seq run
BR21	pre	130-150	mouse only	465747	949	0.002	13510	100	0.007	GATC	M4
BR22	pre	130-150	mouse + fly (1:1)	530286	2683	0.005	14437	470	0.032	CGTA	M4
BR23	pre	130-150	mouse + fly (1:1)	470904	2365	0.005	12303	343	0.027	GCAT	M4

Supplementary Table 3. Enrichments of brain miRNAs in interaction classes defined by k-means clustering of duplex structures for mouse brain miRNAs. Enrichment values for miRNAs with >50 identified interactions in six interaction classes defined in mouse brain. Values are $-\log(p\text{-value})$, calculated by Fisher's exact test. Positive values shaded in red indicate overrepresentation in a given class (enrichment), and negative values shaded in blue indicate underrepresentation (depletion).

	k group					
microRNA	1	2	3	4	5	6
mmu-let-7a	90.92	5.27	-77.19	-57.78	-0.31	0.89
mmu-let-7b	-153.36	19.80	-40.08	-39.84	4.03	124.86
mmu-let-7c	-102.30	0.73	-64.49	-53.30	49.10	113.49
mmu-let-7d	20.22	1.44	-12.91	-15.47	-7.79	6.66
mmu-let-7d*	1.27	0.13	-0.55	2.77	-3.05	-0.20
mmu-let-7e	25.81	0.96	-29.78	-14.09	-0.21	2.15
mmu-let-7f	19.97	1.72	-2.60	-25.74	-2.59	0.35
mmu-let-7g	1.51	3.19	-1.40	-15.61	-1.12	2.84
mmu-let-7i	-34.88	16.12	-0.34	-8.88	-6.99	20.27
mmu-let-7i*	-0.80	-1.19	0.00	0.00	-1.33	5.70
mmu-miR-100	-0.42	-2.49	-0.65	1.03	4.99	-0.28
mmu-miR-101a	3.81	5.84	-6.89	-0.14	0.00	-4.46
mmu-miR-101b	-0.39	22.53	-1.67	-0.09	-3.96	-5.85
mmu-miR-103	-16.19	15.61	0.98	-4.48	-36.10	16.53
mmu-miR-106a	-5.68	-5.46	24.36	0.99	-4.62	-0.29
mmu-miR-106b	0.20	8.99	-0.19	-0.18	-5.67	-1.51
mmu-miR-107	-4.14	29.22	0.10	-7.95	-33.81	3.91
mmu-miR-1186	-1.40	0.48	9.36	-0.43	-1.44	-3.13
mmu-miR-1186b	10.09	4.53	-9.83	0.09	-2.75	-2.82
mmu-miR-1196	2.64	-12.42	-20.23	96.10	-0.21	-20.45
mmu-miR-1198-5p	-1.29	-0.05	0.19	0.00	-1.28	2.82
mmu-miR-1224	-5.34	19.68	-11.92	-3.38	-2.49	3.12
mmu-miR-124	244.81	2.67	-244.81	-139.43	244.81	-173.97
mmu-miR-1249	6.66	-0.93	-0.26	-2.28	-0.70	0.23
mmu-miR-125a-5p	-5.65	-30.45	10.06	-2.67	29.01	-1.83
mmu-miR-125b-2-3p	-0.31	1.65	-0.29	3.77	-2.50	-0.73
mmu-miR-125b-5p	-2.04	-1.71	18.40	-4.14	-0.39	-0.26
mmu-miR-126-3p	1.20	-18.16	-3.42	-0.07	20.05	-0.12
mmu-miR-126-5p	2.18	3.14	3.54	4.18	-12.01	-11.71
mmu-miR-127	-16.44	-0.94	4.87	-1.67	-4.85	16.19
mmu-miR-127*	-0.07	3.79	0.38	-0.04	-4.63	-0.16
mmu-miR-128	79.40	43.02	1.65	-5.04	-128.30	-42.15

mmu-miR-129-1-3p	15.62	-2.25	-0.15	-0.94	0.20	-6.23
mmu-miR-129-2-3p	6.35	-6.67	0.22	-1.35	10.45	-11.90
mmu-miR-129-5p	0.27	14.09	-5.33	3.16	-25.76	0.42
mmu-miR-1298	0.00	0.29	-0.41	-0.18	-0.22	0.69
mmu-miR-130a	-28.25	0.24	5.43	-10.88	6.52	1.15
mmu-miR-132	-3.05	0.30	2.28	-0.63	0.39	-0.19
mmu-miR-134	-4.44	-2.31	0.00	-0.41	0.82	6.06
mmu-miR-135a	-1.49	-7.81	12.56	-2.42	-1.15	2.38
mmu-miR-135b	0.00	-5.48	7.09	-2.09	-0.49	1.13
mmu-miR-136	-3.29	-4.95	-0.13	6.32	0.28	1.88
mmu-miR-137	-0.62	-4.02	2.49	3.63	2.78	-4.15
mmu-miR-138	-48.31	-25.13	0.29	-21.49	46.96	27.80
mmu-miR-139-3p	-1.69	1.36	-2.34	-0.28	0.13	1.81
mmu-miR-139-5p	-6.48	-0.55	15.01	6.09	-16.01	0.24
mmu-miR-141	-0.62	-1.70	-0.47	2.39	2.27	-0.21
mmu-miR-142-3p	-0.51	-4.40	1.11	0.14	0.16	1.58
mmu-miR-143	-0.29	14.18	-0.09	-1.56	-1.07	-4.66
mmu-miR-144	7.49	0.16	-0.41	-0.85	-2.02	-0.82
mmu-miR-145	3.71	-7.13	0.26	-2.11	-0.26	2.76
mmu-miR-146a	-7.24	-0.65	15.47	0.39	-0.72	-2.27
mmu-miR-146b	-2.38	-2.19	8.75	-0.30	0.00	-0.20
mmu-miR-149	3.22	-0.95	-2.16	-10.57	-0.23	7.29
mmu-miR-150	-0.72	0.00	1.69	0.31	0.00	-0.57
mmu-miR-151-3p	-0.94	2.83	-8.32	0.00	1.38	0.32
mmu-miR-153	-1.80	12.13	20.32	-6.67	-2.80	-18.56
mmu-miR-154	-0.41	1.03	0.21	-2.15	-2.56	2.55
mmu-miR-15a	-2.92	-6.76	41.29	-1.03	-19.49	0.44
mmu-miR-15b	1.98	1.18	-0.11	-0.33	-1.78	-0.43
mmu-miR-16	-15.41	-41.57	13.66	-9.79	74.03	-4.09
mmu-miR-17	-9.36	-5.66	24.50	0.95	-7.79	1.28
mmu-miR-181a	-110.81	-31.78	1.02	74.33	10.05	4.40
mmu-miR-181b	-36.22	-40.85	-1.33	21.07	6.96	15.08
mmu-miR-181c	-13.69	-1.19	7.49	6.66	-6.46	1.82
mmu-miR-181d	-24.82	-23.39	0.12	12.44	2.90	8.22
mmu-miR-182	-0.14	-0.91	-0.39	0.00	0.29	1.78
mmu-miR-1839-5p	-1.53	1.38	0.74	-1.06	-3.78	2.00
mmu-miR-185	1.43	-0.18	-5.34	-1.40	0.54	2.52
mmu-miR-186	-16.63	-9.69	8.46	2.77	11.92	-3.57
mmu-miR-187	-4.29	1.03	-0.36	-1.52	-3.96	9.56
mmu-miR-188-5p	-2.24	0.00	0.26	7.11	-7.09	0.73
mmu-miR-18a	0.00	1.79	0.16	-1.62	-3.68	1.06

mmu-miR-190	-0.94	-7.39	-0.28	-0.23	4.46	2.51
mmu-miR-191	-7.99	-12.04	8.50	6.50	1.14	-1.15
mmu-miR-193b	-0.81	-2.54	10.37	-0.28	-2.91	0.12
mmu-miR-194	-1.41	-2.37	4.48	1.02	0.00	-0.33
mmu-miR-195	-0.24	-0.86	0.18	-3.02	11.51	-2.86
mmu-miR-1983	2.62	0.27	-1.20	0.63	-2.70	0.09
mmu-miR-19a	5.79	-6.67	3.74	-1.92	0.00	-0.95
mmu-miR-19b	13.82	-15.67	3.72	-0.82	0.38	-4.26
mmu-miR-200a	-0.36	0.65	-1.53	0.34	2.27	-1.05
mmu-miR-200b	2.79	-0.34	-2.87	0.13	3.14	-2.21
mmu-miR-200c	-2.91	-4.71	-2.24	5.67	5.93	0.04
mmu-miR-204	-0.24	-3.92	-0.94	0.36	0.22	4.75
mmu-miR-20a	-18.58	-7.40	49.80	0.12	-12.05	0.73
mmu-miR-21	-3.35	0.00	2.19	-1.08	-0.19	1.39
mmu-miR-211	-0.23	-0.90	-0.08	0.83	0.17	0.51
mmu-miR-212-3p	-3.81	0.20	0.06	0.00	0.21	0.91
mmu-miR-218	10.37	-0.57	0.58	-5.01	-4.14	0.12
mmu-miR-219-3p	2.13	0.00	-1.29	0.30	-0.06	-0.12
mmu-miR-219-5p	94.21	-37.61	30.63	-2.55	-10.12	-56.43
mmu-miR-22	2.06	-0.49	-0.61	-3.00	0.00	1.17
mmu-miR-221	-13.24	5.77	0.21	-0.93	-2.69	3.70
mmu-miR-222	-12.30	1.51	-4.81	0.06	4.03	2.39
mmu-miR-23a	65.98	0.00	-3.99	1.15	-9.01	-23.19
mmu-miR-23b	79.48	1.83	-9.29	-0.12	-16.51	-18.70
mmu-miR-24	4.62	6.31	2.78	-16.76	-20.74	0.08
mmu-miR-26a	-93.46	-51.87	64.19	40.66	3.31	-0.02
mmu-miR-26b	-2.10	-0.25	5.94	1.32	-0.92	-1.10
mmu-miR-27a	0.87	13.36	-1.78	-0.45	-5.21	-1.69
mmu-miR-27b	-0.29	23.05	-3.19	-1.10	-10.15	-0.09
mmu-miR-296-3p	1.74	8.15	-3.63	-1.01	-2.99	-0.62
mmu-miR-296-5p	1.51	4.07	-0.61	-1.71	-0.21	-2.41
mmu-miR-298	4.05	0.00	-3.39	-2.16	0.00	0.85
mmu-miR-29a	-2.26	0.86	-0.05	-5.41	3.14	0.36
mmu-miR-29b	-4.01	-0.82	2.32	-2.33	0.85	1.81
mmu-miR-29c	-1.16	1.11	0.36	-3.08	2.12	-0.54
mmu-miR-300	2.54	9.99	-1.54	1.82	-26.71	-0.13
mmu-miR-301a	1.52	0.97	0.05	-1.19	-4.62	0.52
mmu-miR-301b	-0.34	3.81	-1.07	-1.37	0.00	0.00
mmu-miR-3059	-0.09	-3.17	-1.77	0.25	1.38	2.86
mmu-miR-3068	1.23	3.02	-0.65	-1.38	-1.44	-0.20
mmu-miR-3085-3p	1.05	1.00	1.68	-0.76	-1.44	-1.97

mmu-miR-3099	-30.26	-5.82	2.28	-8.45	0.13	32.08
mmu-miR-30a	-34.74	9.37	37.50	69.18	-31.83	-47.68
mmu-miR-30b	-0.98	-15.06	14.17	25.92	-9.72	-1.17
mmu-miR-30c	-0.19	-86.48	27.88	114.82	-13.16	-6.60
mmu-miR-30d	-11.86	1.42	49.55	49.74	-20.67	-63.97
mmu-miR-30e	-22.69	7.83	16.79	43.06	-16.48	-27.50
mmu-miR-31	-0.66	1.23	-1.53	-1.79	1.36	0.36
mmu-miR-32	-1.53	-1.08	3.28	0.00	0.35	-0.11
mmu-miR-320	-19.39	6.09	0.04	7.61	-3.99	0.21
mmu-miR-322	-3.38	-2.29	8.42	-4.03	-0.10	1.18
mmu-miR-323-3p	0.49	0.00	-1.87	2.26	0.12	-0.47
mmu-miR-324-5p	-2.54	-3.55	3.78	-1.47	3.74	-0.04
mmu-miR-326	0.52	0.84	1.94	-0.78	-2.59	-0.55
mmu-miR-328	2.77	0.15	0.62	-2.62	-2.67	0.21
mmu-miR-329	9.33	-0.06	-2.18	0.00	-1.72	-0.87
mmu-miR-33	0.44	19.53	-3.52	-3.16	0.04	-6.75
mmu-miR-330	-3.62	-2.31	4.17	-1.95	-0.69	5.24
mmu-miR-330*	-1.42	-1.13	0.26	0.35	0.25	1.09
mmu-miR-331-3p	12.57	0.40	-0.22	-0.21	-3.64	-5.07
mmu-miR-335-3p	0.00	13.92	0.00	-0.22	-6.43	-3.86
mmu-miR-337-3p	-1.54	0.20	3.33	0.18	0.62	-4.11
mmu-miR-338-3p	0.30	0.00	0.12	-0.16	0.28	-0.25
mmu-miR-339-5p	-2.03	0.59	0.31	-0.18	0.00	0.36
mmu-miR-340-5p	0.17	6.58	0.00	2.56	-6.80	-4.18
mmu-miR-342-3p	-3.02	-7.80	52.85	-2.36	-7.84	-1.51
mmu-miR-344	-0.69	-0.47	6.88	-0.56	-2.03	0.00
mmu-miR-345-5p	-0.41	0.11	1.26	0.27	-1.11	0.05
mmu-miR-3470a	-16.82	-3.89	-0.43	-1.34	-21.11	60.54
mmu-miR-3470b	-23.08	0.30	-2.02	0.27	-34.53	51.89
mmu-miR-3473	61.10	-26.78	-45.05	-9.35	-36.64	50.81
mmu-miR-350	5.72	2.33	-2.43	-2.53	-0.94	-0.92
mmu-miR-351	-2.35	-3.24	2.12	-1.71	1.70	1.14
mmu-miR-361	-6.57	8.96	3.46	0.35	-4.98	-2.06
mmu-miR-365	0.49	1.61	0.85	-0.09	-2.25	-1.17
mmu-miR-369-3p	1.71	0.10	-4.24	4.94	-0.61	-0.82
mmu-miR-370	-1.43	-2.26	-2.38	-1.39	13.64	0.22
mmu-miR-374	0.45	-1.28	1.85	2.20	-0.41	-2.12
mmu-miR-374c	2.39	-1.20	-0.39	5.18	-1.00	-1.46
mmu-miR-376a	0.70	-0.08	4.45	0.90	-5.46	-1.64
mmu-miR-376b	9.17	0.10	1.72	2.98	-14.05	-5.92
mmu-miR-378	0.84	0.00	-2.01	-0.61	0.53	0.47

mmu-miR-379	-0.31	-0.26	0.35	-4.14	1.52	0.55
mmu-miR-379*	7.64	1.29	-2.59	-0.35	-2.15	-1.10
mmu-miR-380-3p	4.85	1.41	-2.42	-1.64	-0.65	-0.32
mmu-miR-381	-1.47	-1.88	-0.43	9.52	-2.38	1.69
mmu-miR-382	2.07	2.30	-1.66	-2.63	-10.36	4.11
mmu-miR-383	-0.88	0.00	-2.40	-0.43	0.81	2.71
mmu-miR-384-3p	1.30	1.69	0.73	-0.08	-1.72	-2.41
mmu-miR-384-5p	-0.50	0.61	1.37	0.37	-2.82	0.00
mmu-miR-409-3p	3.06	-0.36	0.32	-0.33	0.05	-1.66
mmu-miR-410	-6.35	1.67	0.00	35.48	-16.39	-2.09
mmu-miR-411	3.72	2.21	0.57	-0.67	-1.69	-5.64
mmu-miR-411*	8.55	0.65	-2.50	0.08	-1.85	-2.12
mmu-miR-429	-0.47	-0.81	-5.84	4.33	13.24	-5.89
mmu-miR-431	2.64	0.58	-0.85	-2.25	0.00	-0.26
mmu-miR-431*	-0.53	4.74	-1.32	-0.33	-3.22	1.13
mmu-miR-433	-11.34	0.31	-14.66	0.00	2.78	13.54
mmu-miR-434-3p	0.43	-5.28	1.01	15.99	-2.32	-1.50
mmu-miR-434-5p	1.13	-0.14	-1.03	0.47	-0.23	0.21
mmu-miR-451	-0.11	-0.69	0.88	3.14	0.17	-2.36
mmu-miR-484	0.83	21.97	-6.20	-2.22	-9.51	-0.32
mmu-miR-487b	0.14	0.75	-3.23	1.66	-1.60	0.71
mmu-miR-488	-1.32	6.82	-2.27	0.62	-0.68	-0.39
mmu-miR-495	3.51	-0.58	-5.58	7.15	-0.86	-0.62
mmu-miR-496	7.62	-0.28	0.89	-1.55	-1.58	-2.26
mmu-miR-497	0.64	0.29	1.16	-0.97	-3.39	0.35
mmu-miR-500	-4.28	0.40	-2.06	0.05	-1.35	8.57
mmu-miR-541	-30.55	-0.22	-0.30	-4.80	1.81	19.40
mmu-miR-544-3p	0.50	-1.46	1.63	0.06	-0.73	0.09
mmu-miR-598	0.00	-0.31	-0.49	0.00	0.00	1.37
mmu-miR-652	-3.57	3.08	6.84	-0.89	-5.84	-0.28
mmu-miR-664	-0.16	0.41	0.58	-0.32	0.00	-0.30
mmu-miR-665	0.89	2.48	-0.17	-0.84	-5.56	0.43
mmu-miR-666-3p	-1.68	0.06	-0.39	-0.28	-0.72	4.47
mmu-miR-667	-0.44	1.27	1.57	0.06	-2.85	-0.18
mmu-miR-671-5p	-7.12	-3.08	-1.37	-1.72	-3.14	31.83
mmu-miR-673-5p	-0.43	-0.36	0.50	-0.08	0.74	0.00
mmu-miR-674	-3.33	6.46	-3.45	-1.20	0.00	0.83
mmu-miR-690	7.24	1.67	-4.28	1.63	-0.99	-6.46
mmu-miR-700*	-0.75	0.21	1.52	-0.43	-1.30	0.59
mmu-miR-706	93.85	-14.34	-32.18	59.93	-38.30	-46.73
mmu-miR-708	-20.01	-27.32	52.84	-7.03	-0.28	2.64

mmu-miR-709	81.41	2.62	-56.31	-12.15	-2.14	-3.62
mmu-miR-744	5.37	-1.14	-3.54	-2.10	6.58	-2.99
mmu-miR-770-3p	-4.00	-0.46	4.21	-3.53	-2.85	5.31
mmu-miR-770-5p	-4.09	9.83	-0.14	-0.61	-7.29	1.32
mmu-miR-7a	-2.68	0.50	-1.37	-0.31	1.51	1.06
mmu-miR-7b	-0.81	-0.09	-1.48	-0.62	2.44	1.13
mmu-miR-874	0.00	3.41	0.00	-0.19	-4.34	0.17
mmu-miR-877	-0.64	-0.18	0.00	0.00	-0.82	3.14
mmu-miR-879	1.85	-1.02	0.60	-0.68	1.13	-1.59
mmu-miR-9	-109.24	4.32	129.48	8.65	-177.81	16.41
mmu-miR-9*	60.77	-9.12	-0.40	0.04	-1.68	-14.46
mmu-miR-92a	-2.14	8.66	-1.26	1.05	-2.94	-0.30
mmu-miR-92b	-4.64	0.97	-0.82	4.42	-3.41	2.76
mmu-miR-93	-7.87	-4.07	4.61	1.10	-4.33	8.30
mmu-miR-98	4.99	-0.38	0.00	-2.23	-0.22	-0.36
mmu-miR-99a	-1.91	-0.25	-0.55	0.86	-0.03	2.24
mmu-miR-99b	-1.63	-0.94	5.14	0.86	-1.46	0.00

Supplementary Table 4. Read statistics and experimental details for Huh7.5 AGO HITS-CLIP and CLEAR-CLIP (following page). Information for each sample includes: a description of RNase treatment (see Methods); the presence of endogenous HSPC117 ligase, where (+) represents endogenous levels, (-) knock-down, and (++) over-expression as shown in Figure 5e and Supplementary Figure 6e; the addition (+) or absence (-) of T4 RNA ligase I; AGO-RNA complex molecular weight (MW) isolated from the autoradiogram; total non-chimeric CLIP reads mapped to hg18; unique non-chimeric read numbers after PCR duplicate collapse; mapped and unique read numbers for miR-last and miR-first chimeras; and miR-first chimeric reads as a fraction of unique CLIP reads. Index refers to primer indices used for multiplexing in the second PCR amplification step (see also Supplementary Table 10). Sequencing runs for each samples are indicated. For sequencing, H3-10 were individual Hiseq 2500 single-end 100 nucleotide runs.

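In this table, unique reads are those left after PCR duplicates were collapsed. For the mock, LNA-122 and miravirsen libraries, the paper gives 1 number of chimeras for the 4 libraries together. By the paper's numbers, miR-first chimeras were 9042 in the 7 untreated standard libraries (31 to 3963 per library), 6797 in the mock, 12710 in the LNA-122 and 8084 in the miravirsen libraries, 1266 in the 2 CLEAR-CLIP libraries with ligase and 1176 in the 10 without it. As a share of all unique reads, chimeric reads included, they made up 0.709%, 0.358%, 0.503%, 0.398%, 1.54% and 0.113%, computed from these numbers. The share in untreated libraries rests in part on the third, in which it was 2.43%, and without that library it was 0.457%. Standard libraries thus gave 93.8% of all miR-first chimeras, and miR-last chimeras numbered 4899 in all. The deposited table of interactions holds 91.6% as many chimeric reads as the paper's miR-first total, and does not carry the library they came from.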

Std. AGO<br>CLIP<br>samples	RNAse	HSPC<br>117	T4<br>RNA<br>ligase	complex<br>MW	mapped<br>CLIP reads	unique<br>non-<br>chimeric<br>reads	unique<br>miR-last<br>chimeras	unique<br>miR-first<br>chimeras	chim.<br>fraction	index	seq<br>run
std-CLIP1	A, low,<br>pre	NA	+	130-160	3,938,693	58,027	96	31	0.002	N/A	H4
std-CLIP2	A, low,<br>pre	NA	+	130-160	627,156	79,894	47	200	0.003	N/A	H5
std-CLIP3	A, low,<br>pre	NA	+	130-160	1,006,204	158,404	408	3963	0.028	N/A	H6
std-CLIP4	A, low,<br>pre	NA	+	130-160	2,171,008	181,062	379	1864	0.012	N/A	H7
std-CLIP5	A, low,<br>pre	NA	+	130-160	360,494	109,251	264	1596	0.017	CTCC	H8
std-CLIP6	A, low,<br>pre	NA	+	130-160	720,147	340,404	107	716	0.002	GATC	H8
std-CLIP7	A, low,<br>pre	NA	+	130-160	727,251	337,509	143	672	0.002	GCAT	H8
Mock1	A, low,<br>pre	NA	+	130-160	1,183,802	558,876	555	6797	0.004	GTGC	H9
Mock2	A, low,<br>pre	NA	+	130-160	1,443,223	632,342				GTGC	H10
Mock3	A, low,<br>pre	NA	+	130-160	626,822	361,971				ACCG	H9
Mock4	A, low,<br>pre	NA	+	130-160	629,102	339,542				ACCG	H10
LNA122-1	A, low,<br>pre	NA	+	130-160	987,907	477,442	1004	12710	0.005	CATG	H9
LNA122-2	A, low,<br>pre	NA	+	130-160	4,166,356	1,216,062				CATG	H10
LNA122-3	A, low,<br>pre	NA	+	130-160	732,117	406,191				TGCA	H9
LNA122-4	A, low,<br>pre	NA	+	130-160	605,410	414,305				TGCA	H10
Miravirsen-1	A, low,<br>pre	NA	+	130-160	2,411,254	680,337	899	8084	0.004	TCAC	H9
Miravirsen-2	A, low,<br>pre	NA	+	130-160	1,654,982	741,674				TCAC	H10
Miravirsen-3	A, low,<br>pre	NA	+	130-160	876,350	284,679				AGTG	H9
Miravirsen-4	A, low,<br>pre	NA	+	130-160	793,553	313,798				AGTG	H10
CLEAR-<br>CLIP<br>Samples	RNAse	HSPC<br>117	T4<br>RNA<br>ligase	complex<br>MW	mapped<br>CLIP reads	unique<br>CLIP<br>reads	unique<br>miR-last<br>chimeras	unique<br>miR-first<br>chimeras	chim.<br>fraction	index	seq<br>run
1	A, low,<br>pre	-	-	130-160	680,957	326,728	68	431	0.002	TCAC	H3
2	A, low,<br>pre	-	-	130-160	212,575	100,860	36	109	0.001	AGTG	H3
3	A, low,<br>pre	+	-	130-160	46,205	18,790	13	54	0.004	TACG	H3
4	A, low,<br>pre	+	-	130-160	515,053	71,727	128	155	0.004	ATGC	H3
5	A, low,<br>pre	+	+	130-160	204,482	45,824	228	847	0.023	CCGA	H3
6	A, low,<br>pre	+	+	130-160	140,680	35,085	55	419	0.014	CTCC	H3
7	A, low,<br>pre	++	-	130-160	292,522	64,007	165	85	0.004	GGCT	H3
8	A, low,<br>pre	++	-	130-160	231,841	53,924	58	58	0.002	GAGG	H3
9	A, high,<br>pre	++	-	130-160	688,170	126,717	107	92	0.002	AACC	H3
10	A, high,<br>pre	++	-	130-160	370,362	89,241	69	62	0.001	ACTC	H3
11	T1, pre	++	-	130-160	464,863	101,169	39	78	0.001	TTGG	H3
12	T1, pre	++	-	130-160	325,086	83,510	31	52	0.001	TGAG	H3

Supplementary Table 5. Enrichments of interaction classes defined by k-means clustering analysis of Huh-7.5 miRNA-target interactions. Enrichment values for miRNAs with >50 identified interactions in seven interaction classes defined in Huh7.5 cells. Values are $-\log(p\text{-value})$, calculated by Fisher's exact test. Positive values shaded in red indicate overrepresentation in a given class (enrichment), and negative values shaded in blue indicate underrepresentation (depletion).

	

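Each value is the negative logarithm of a p-value, with the sign showing the direction, so a value over 3 in size stands for p under 0.001 when the logarithm has base 10. Such values were computed from the deposited interactions for the 83 miRNAs and 7 classes, each miRNA against all other interactions, whereas the paper's methods compare it with all interactions. In the paper's values, 68 miRNAs have at least 1 over 3 in size. Across the 581 pairs of miRNA and class, it followed the paper's values with Pearson's r = 0.998 and Spearman's rho = 0.999. The largest difference was 10.2, and 3.43 against all interactions. Opposite signs were found in 2 pairs, both of them at most 0.0704 in size. For miR-30c-5p in class 4, which has the fewest paired seed positions, the value computed here was 20.0 where the paper's is 18.76. For miR-16-5p in class 5A, with its gap behind the seed, it was 103.7, or 93.4 against all interactions, and the paper's is 93.49. Such values grow with a miRNA's number of interactions as well as with the strength of its preference.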

k group						
microRNA	1	2	3	4	5A	5B	6
hsa-let-7a-5p	4.49	0.81	-1.13	-3.38	0.07	-0.93	0.00
hsa-miR-101-3p	4.47	1.87	-0.92	0.07	0.34	-3.51	-3.16
hsa-miR-103a-3p	-2.70	20.12	-0.30	-2.96	-7.29	-3.54	2.00
hsa-miR-106b-5p	7.38	20.94	-3.35	-1.06	-6.55	-5.92	-3.38
hsa-miR-122-3p	18.69	0.42	-2.64	-0.97	-1.97	-1.82	-2.36
hsa-miR-122-5p	0.47	34.18	22.18	-34.02	-20.66	-9.66	-3.29
hsa-miR-125a-5p	0.48	-1.59	-0.16	-0.82	1.22	0.72	0.20
hsa-miR-1269a	0.42	-0.25	-0.98	-1.20	-2.34	-0.28	6.72
hsa-miR-130a-3p	-15.66	-0.28	2.31	-15.46	84.34	-10.47	-5.20
hsa-miR-130b-3p	-1.46	4.14	-0.31	-1.77	2.82	-0.74	-0.53
hsa-miR-140-3p	2.30	0.94	0.00	0.28	-1.07	-1.25	-0.74
hsa-miR-146a-5p	-3.35	-1.73	0.10	0.05	2.66	2.17	-0.13
hsa-miR-148a-3p	4.22	-0.06	-1.24	-1.37	-0.82	1.17	-0.28
hsa-miR-151a-3p	0.16	3.46	-4.13	-1.34	-0.84	2.96	-0.59
hsa-miR-151a-5p	0.22	0.77	-0.21	0.69	-1.22	-0.30	0.00
hsa-miR-15a-5p	-1.01	-0.48	15.63	-1.82	-6.79	0.32	-0.31
hsa-miR-15b-5p	15.74	2.89	0.38	-2.17	-8.37	-1.10	-5.83
hsa-miR-16-5p	-7.72	-30.14	12.79	-3.34	93.49	-8.67	-5.25
hsa-miR-17-3p	0.06	2.96	-1.82	-2.57	-1.22	1.37	0.05
hsa-miR-17-5p	-31.45	-22.46	21.48	0.78	-20.53	31.46	2.88
hsa-miR-181a-5p	-6.41	-3.28	-2.14	6.14	-2.33	13.64	-0.11
hsa-miR-181b-5p	-12.06	-9.17	-2.89	3.67	1.85	1.36	7.22
hsa-miR-182-5p	0.70	0.90	-4.85	-0.96	4.29	-0.93	0.00
hsa-miR-185-5p	4.49	-0.38	-5.45	-3.40	-0.06	5.07	-0.72
hsa-miR-186-5p	-43.74	-29.11	24.04	17.54	15.50	-0.23	-6.51
hsa-miR-188-5p	-0.40	0.00	-1.24	4.67	-0.78	-0.08	0.00
hsa-miR-18a-5p	0.24	10.58	2.19	-9.38	-9.37	0.04	-0.46
hsa-miR-191-5p	-2.66	-5.67	8.60	0.96	7.11	-0.04	-7.85
hsa-miR-192-5p	0.46	3.76	0.41	-0.15	-3.39	-0.73	-0.56
hsa-miR-193a-3p	2.68	-0.88	6.91	-1.45	-0.70	-1.39	-1.13
hsa-miR-193b-3p	-0.20	-0.46	6.29	-1.64	0.35	-3.46	0.43
hsa-miR-194-5p	-11.60	-13.92	0.00	15.85	-0.39	22.11	-3.29
hsa-miR-196a-5p	-8.58	-5.47	1.05	-1.43	0.87	3.29	4.35
hsa-miR-197-3p	0.33	0.36	0.32	-0.07	0.07	-0.22	-0.53
hsa-miR-19a-3p	67.56	-50.35	-0.93	-4.14	-2.23	-3.80	5.46
hsa-miR-19b-3p	9.23	-6.19	0.19	-0.15	-1.52	-1.06	0.79
hsa-miR-20a-5p	-12.70	-3.53	11.45	-0.65	-3.90	3.78	2.01

hsa-miR-21-5p	-1.36	0.92	-6.02	-2.96	-0.21	1.83	5.53
hsa-miR-210	-3.12	0.23	0.12	-0.29	0.30	-1.02	2.85
hsa-miR-22-3p	2.73	0.00	-0.63	-1.74	0.18	0.15	-0.21
hsa-miR-221-3p	-1.39	2.56	-0.74	-0.07	0.07	-1.82	1.33
hsa-miR-222-3p	-3.69	0.51	-5.65	-0.67	4.79	0.21	1.31
hsa-miR-23a-3p	71.18	0.93	-29.37	-0.48	-9.90	1.46	-14.59
hsa-miR-24-3p	5.39	2.88	-2.62	-3.81	-0.94	0.25	-0.99
hsa-miR-25-3p	-2.45	3.98	-1.71	-1.76	4.77	0.12	-1.06
hsa-miR-26a-5p	-2.51	-13.79	-1.15	1.09	-1.31	18.11	2.03
hsa-miR-26b-5p	0.23	-0.46	-3.07	0.00	-3.29	5.61	0.80
hsa-miR-27a-3p	15.95	29.77	-5.75	-0.14	0.32	-40.22	-10.49
hsa-miR-28-5p	3.52	-0.30	-1.10	-1.91	0.08	0.24	0.06
hsa-miR-29a-3p	1.97	0.30	-0.34	-0.46	4.78	-0.74	-4.81
hsa-miR-30a-5p	-3.67	1.28	4.47	29.36	-1.70	-5.43	-15.66
hsa-miR-30b-5p	-0.94	0.00	0.40	2.88	0.72	-2.31	-0.38
hsa-miR-30c-5p	0.02	-12.86	0.35	18.76	0.08	-1.50	-0.28
hsa-miR-32-5p	0.15	-2.45	0.34	-0.23	1.41	-0.20	0.62
hsa-miR-320a	-52.76	44.53	-28.47	3.46	-2.32	-13.76	20.24
hsa-miR-320c	-1.10	3.30	-2.45	-0.51	-1.22	-0.58	3.03
hsa-miR-33a-5p	3.25	4.54	-5.06	-1.26	0.00	-1.37	-0.26
hsa-miR-365a-3p	8.83	0.15	4.40	-2.52	-0.27	-4.49	-5.46
hsa-miR-374a-5p	7.41	-10.98	-0.04	6.85	-6.26	8.85	-8.20
hsa-miR-378a-3p	3.52	0.63	-3.44	-1.21	0.08	-1.87	0.72
hsa-miR-421	-2.27	-1.21	1.27	1.41	2.88	-0.15	-1.15
hsa-miR-423-3p	0.17	0.55	-1.52	-0.95	-1.11	1.31	0.77
hsa-miR-423-5p	1.73	3.39	-1.67	-2.41	-0.15	-0.64	-0.05
hsa-miR-425-5p	-0.41	0.80	0.95	-0.36	-4.06	1.01	0.00
hsa-miR-4279	1.14	-0.58	-6.80	-2.59	11.86	-0.86	0.08
hsa-miR-4286	1.57	-1.89	-3.25	0.86	2.11	0.00	-0.21
hsa-miR-4455	5.95	-0.26	-1.81	-1.36	3.29	-0.50	-2.08
hsa-miR-4488	5.59	-6.87	-3.03	-0.23	-0.05	-3.49	7.92
hsa-miR-454-3p	-4.58	-16.41	-1.76	-1.29	0.78	21.60	1.69
hsa-miR-455-3p	49.71	-1.02	-9.27	-0.32	0.00	-5.60	-10.68
hsa-miR-483-3p	3.38	1.85	-3.83	-0.52	-1.49	-0.36	0.17
hsa-miR-483-5p	-1.24	-0.39	-0.07	-0.07	3.11	-2.02	1.62
hsa-miR-484	3.04	5.35	-2.35	-1.30	-2.05	-1.12	-0.14
hsa-miR-500a-5p	-0.80	0.31	1.05	-0.73	0.00	-1.82	1.59
hsa-miR-5684	13.74	-1.38	-2.94	2.63	-0.74	-1.82	-2.84
hsa-miR-574-3p	1.09	1.02	-1.81	0.00	0.00	-2.13	0.61
hsa-miR-574-5p	-1.15	0.05	-6.66	0.03	-0.29	-1.29	11.84
hsa-miR-671-5p	-1.69	-1.73	-1.86	-0.26	-1.90	1.38	8.25
hsa-miR-885-5p	-0.79	0.57	-0.21	0.54	-2.59	0.33	0.86
hsa-miR-92a-3p	-3.56	13.48	-11.21	-0.08	0.38	-1.07	1.17
hsa-miR-92b-3p	0.13	5.57	-1.52	-0.07	-0.33	-0.06	-1.18
hsa-miR-93-5p	-11.68	-1.67	7.20	-0.07	-0.25	-4.78	9.97

hsa-miR-96-5p	1.73	-2.03	-1.70	0.00	0.00	1.23	0.38

Supplementary Table 6. 3'-UTR regions used in single-cell flow cytometry assays.

Figure panel	microRNA	Site type	MFE (kcal/mol),<br>paralog 1	MFE (kcal/mol)<br>paralog 2	gene	chr	start	end	strand
Supp. 10b	miR-30a	perfect	-38.8	-19.2	NA	NA	NA	NA	NA
Supp. 10b	miR-30c	perfect	-39.7	-21.9	NA	NA	NA	NA	NA
Supp. 10b	miR-125a	perfect	-46.8	-38.2	NA	NA	NA	NA	NA
Supp. 10b	miR-125b	perfect	-42.6	-34.4	NA	NA	NA	NA	NA
8b (and 8j)	miR-30a/c	8mer	-27.4 (miR-30c)	-22.5 (miR-30a)	Y-RNA	6	47731627	47731691	+
8d	miR-30a	Non-canonical, seedless	-21.3	-12.6	Pgrmc1	X	34144913	34144987	+
8e	miR-30a	8mer mismatch, 3' pairing	-23.5	-10.9	Naa15	3	51278463	51278537	+
8f	miR-30c	6mer, 3' pairing	-19.7	-16.9	Kpna1	16	36035854	36036009	+
8g	miR-30c	7mer-m8, 3' pairing	-21.6	-15.9	Ahnak	19	9093118	9093212	+
8h	miR-30c	bulged 7mer-m8, 3' pairing	-17.8	-11.7	Lin28b	10	45099044	45099108	-
8i	miR-30c	8mer mismatch (G-U wobble), 3' pairing	-25.6	-16.6	Ctgf	10	24318351	24318510	+
8k	miR-125a	bulged 7mer-m8, 3' pairing	-29.4	-21.5	Ap1s1	5	137511175	137511239	-
8l	miR-125a	7mer-m8, 3' pairing	-26.4	-22.7	Sox11	12	28020092	28020252	-
8m	miR-125a	Offset 6mer, 3' pairing	-25.6	-23.7	Ttbx2	2	120562261	120562414	-

Supplementary Table 7. Primers used in this study.

**Primer**	**Sequence (5' to 3')**	**use**
preA-L32	/5rApp/GTGTCTAGTCACTTCCAGCGG/3ddC	Pre-adenylated 3' linker for CLIP
RL5D	OH-rArGrGrGrArGrGrArCrGrArUrGrCrGrGrNrNrNrNrG-OH	5' RNA linker for CLIP
P3	CCGCTGGAAGTGA CTGACAC	RT and RT-PCR in CLIP protocol
P5	AGGGAGGACGATGCGG	RT-PCR in CLIP protocol
Index 1-CTAG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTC<br>TAGAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 2-GATC	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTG<br>ATCAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 3-CGTA	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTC<br>GTAAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 4-GCAT	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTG<br>CATAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 5-GTGC	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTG<br>TGCAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 6-ACCG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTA<br>CCGAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 7-CATG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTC<br>ATGAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 8-TGCA	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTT<br>GCAAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 9-TCAC	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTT<br>CACAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 10-AGTG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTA<br>GTGAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 11-TACG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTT<br>ACGAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 12-ATGC	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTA<br>TGCAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 13-CCGA	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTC<br>CGAAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 14-CTCC	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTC<br>TCCAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing
Index 15-GGCT	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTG<br>GCTAGGGAGGACGATGCGG	2 nd CLIP PCR 5'/indexing

Index 16-GAGG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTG<br>AGGAGGGAGGACGATGCGG	2 nd CLIP<br>PCR 5'/<br>indexing
Index 17-AACC	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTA<br>ACCAGGGAGGACGATGCGG	2 nd CLIP<br>PCR 5'/<br>indexing
Index 18-ACTC	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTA<br>CTCAGGGAGGACGATGCGG	2 nd CLIP<br>PCR 5'/<br>indexing
Index 19-TTGG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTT<br>TGGAGGGAGGACGATGCGG	2 nd CLIP<br>PCR 5'/<br>indexing
Index 20-TGAG	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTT<br>GAGAGGGAGGACGATGCGG	2 nd CLIP<br>PCR 5'/<br>indexing
MSFP3	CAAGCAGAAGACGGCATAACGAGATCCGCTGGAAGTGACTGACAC	2 nd CLIP<br>PCR, 3'
mm_Gnaq_f	TCAAAAGCAGACACCTTCTCC	qRT-PCR
mm_Gnaq_r	CACGCTCAAGATCCCATACA	qRT-PCR
mm_Map6d1_f	CTCTGGCTGTTCTTGCCTTT	qRT-PCR
mm_Map6d1_r	ACGCAGCTGTAGTAGCGACC	qRT-PCR
mm_NBEA_f	aggagttcagccatgcatct	qRT-PCR
mm_NBEA_r	tggaaacttcagcaccatga	qRT-PCR
mm_Gosr2_f	AGACTGCTTGTCTGCCCTCT	qRT-PCR
mm_Gosr2_r	GTCATGGAGCCCCTATACCA	qRT-PCR
mm_Ctnnd1_f	GCACCCCTTGATgcAGAAGAT	qRT-PCR
mm_Ctnnd1_r	GTCCAGCGAAGAAAGGAAAA	qRT-PCR
mm_Serinc3_f	CCACTACAGAGGCACGGG	qRT-PCR
mm_Serinc3_r	TCAGCAGTTAGGATCCGCTC	qRT-PCR
mm_Rfx7_f	GCTGTCCCTAGCCCCATT	qRT-PCR
mm_Rfx7_r	acttgacacattgaggggaag	qRT-PCR
mm_Comt_f	AGCCTAGGTGTCGAGGAG	qRT-PCR
mm_Comt_r	CTCGGGGTCAGACCTGTG	qRT-PCR
mm_Glul_f	TTGCTTGATGCCTTTGTTCA	qRT-PCR
mm_Glul_r	CTCCTGACCTGTTCACCCAT	qRT-PCR
mm_Chchd10_f	TGATCTCATAGGAGCAGGGC	qRT-PCR
mm_Chchd10_r	TTCAGTGGGGGAAATTCAGA	qRT-PCR
mm_SMAD7_f	CTTCTCCTCCCAGTATGCCA	qRT-PCR
mm_SMAD7_r	GAACGAATTATCTGGCCCCT	qRT-PCR
mm_Chd9_f	AATTGCCAAGGCTACCACAG	qRT-PCR
mm_Chd9_r	GGCCTGAAGAGCTGTGAGAT	qRT-PCR
mm_Rpl10a_f_1<br>(Fig. 4e)	CAGGATACGTGGGATCTGCT	qRT-PCR
mm_Rpl10a_r_2<br>(Fig. 4e)	AGGCGCTCAAGAAGCTTAAC	qRT-PCR
mm_Gapdh_f	GACCTCATGGCCTACATGG	qRT-PCR
mm_Gapdh_r	TCTTGCTCAGTGTCTTGC	qRT-PCR
mm_Rpl10a_f2<br>(Supp Fig. 2b)	GACCCTCAGAAGGACAAACG	qRT-PCR
mm_Rpl10a_r2<br>(Supp Fig. 2b)	AGAACGCACACCGAGAAC	qRT-PCR
ec_16S_f	CAGCCACACTGGAAGTGA	qRT-PCR
ec_16S_r	GTGCAATATTCCTTCTGCT	qRT-PCR
ec_gada_f	GGTGATGCGCATTATGTGTC	qRT-PCR
ec_gada_r	CTTCCAGCAACAGTTCAGCA	qRT-PCR
ec_dnak_f	TCGTATGCCAATGGTTCAGA	qRT-PCR
ec_dnak_r	TAACGTCTTTACGCGGCTCT	qRT-PCR
ec_groes_f	ACGGTGTGAAATCCGAGAAG	qRT-PCR

Ec_groes_r	AATTGCCAGAATGTCGCTTT	qRT-PCR
125A-NP	TCACAGGTTAAAGGGTCTCAGGGA	Northern
125B-NP	TCACAAGTTAGGGTCTCAGGGA	Northern
30A-NP	CTTCCAGTCGAGGATGTTTACA	Northern
30C-NP	GCTGAGAGTGTAGGATGTTTACA	Northern

Supplementary References

1. Chi, S. W., Zang, J. B., Mele, A. & Darnell, R. B. Argonaute HITS-CLIP decodes microRNA-mRNA interaction maps. *Nature* **460**, 479-486 (2009).
2. Moore, M. J. et al. Mapping Argonaute and conventional RNA-binding protein interactions with RNA at single-nucleotide resolution using HITS-CLIP and CIMS analysis. *Nat Protoc* **9**, 263-293 (2014).
3. He, M. et al. Cell-type-based analysis of microRNA profiles in the mouse brain. *Neuron* **73**, 35-48 (2012).
4. Cheng, L. C., Pastrana, E., Tavazoie, M. & Doetsch, F. miR-124 regulates adult neurogenesis in the subventricular zone stem cell niche. *Nat Neurosci* **12**, 399-408 (2009).
5. Kole, A. J., Swahari, V., Hammond, S. M. & Deshmukh, M. miR-29b is activated during neuronal maturation and targets BH3-only genes to restrict apoptosis. *Genes Dev* **25**, 125-130 (2011).
6. Clovis, Y. M., Enard, W., Marinaro, F., Huttner, W. B. & De Pietri Tonelli, D. Convergent repression of Foxp2 3'UTR by miR-9 and miR-132 in embryonic mouse neocortex: implications for radial migration of neurons. *Development* **139**, 3332-3342 (2012).
7. Kanehisa, M. et al. Data, information, knowledge and principle: back to metabolism in KEGG. *Nucleic Acids Res* **42**, D199-205 (2014).
8. Kanehisa, M. & Goto, S. KEGG: kyoto encyclopedia of genes and genomes. *Nucleic Acids Res* **28**, 27-30 (2000).
9. Shi, Z. et al. MiR-124 governs glioma growth and angiogenesis and enhances chemosensitivity by targeting R-Ras and N-Ras. *Neuro Oncol* **16**, 1341-1353 (2014).
10. Tan, X. et al. The CREB-miR-9 negative feedback minicircuitry coordinates the migration and proliferation of glioma cells. *PLoS One* **7**, e49570 (2012).
11. Huse, J. T. et al. The PTEN-regulating microRNA miR-26a is amplified in high-grade glioma and facilitates gliomagenesis in vivo. *Genes Dev* **23**, 1327-1337 (2009).

How the deposited data were processed for this re-analysis (not part of the article)

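AGO-bound RNA of Huh-7.5 cells was measured in 31 libraries, 19 by standard AGO HITS-CLIP and 12 by CLEAR-CLIP, under 10 conditions. The authors processed the reads with CASAVA 1.8.2 and mapped them to hg18 with Bowtie, whose version is not given in the sources used here. A miRNA was sought in each read with up to 1 mismatch, the rest of the read had to have a single place in the genome, and PCR duplicates were collapsed. The authors deposited 1 table over all libraries with 32712 interactions, fewer than the 34986 that the paper states, and shares are of the deposited ones. For each it gives N, a count of individually cloned chimeric reads that was not normalized, and the minimum free energy from RNAhybrid, a deposited score whose unit is not named there. It also gives the coordinates of the target region, the transcript region, the gene symbol, the seed match with its position, the duplex map and the class from k-means. The source of the gene and region annotation is not given in the sources used here.

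Interactions cannot be traced to a library, so libraries and treatments were not compared and no replicate error can be given. Library depths are the paper's, with 18790 to 1216062 unique non-chimeric reads and a median of 181062. Intervals are 95% Wilson intervals unless another kind is named, and intervals and limits cover counting error only. A count of 0 was given the limit of 3 counts of the total.

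All values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. Each interaction counted once. Canonical matches were 8mer, 7mer-m8, 7mer-A1, 6mer and offset 6mer. The first character of a duplex map was read as miRNA position 2, positions 2 to 8 were taken as the seed and positions from 9 onward as auxiliary, and G:U pairs counted as paired. Matches were called near the ligation point when they began in the first 37 of 75 positions, and were compared with an even placement over the positions where a match of that length fits. Class preference was tested for miRNAs with at least 50 interactions by Fisher's exact test against all other interactions, at the p threshold of 0.001 from the legend of Fig. 6. The k-means repeat used 7 groups, 20 starts and a fixed seed, and its interval comes from 100 bootstrap draws. Permutation tests used 100000 resamples, or every ordering with fewer than 10 values. The p-values of the target lists, of the lists by function, of seed placement per miRNA, of imperfect seeds and of seed families were adjusted by Benjamini–Hochberg, with a threshold of 0.05, and p-values not called adjusted were not adjusted. Seed bases were read from the mismatch and bulge columns.

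The tests, the alternatives, 13 lists of known targets, 6 lists of genes by function and the rule for naming miRNAs and genes were set before the data were examined. The lists were written from general knowledge. The rule names the miRNAs of Fig. 6c, Fig. 6d and Supplementary Fig. 8f and members of tested seed families. For each miRNA of Supplementary Fig. 8f it names the interaction with the most reads at a gene, and it adds the 10 genes with the most interactions, up to 4 members per list and HSPC117. Ranks in those figures, the values of Supplementary Tables 3 and 5 and the first part of the paper's own table of interactions, sorted by place in the genome, had been seen by then.

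The methods were tested on simulated data made from the table. For class preference with a planted odds ratio of 2, 5 of 10 miRNAs were called (median odds ratio 2.09), and with 3, 9 of 10 were called (2.92). With shuffled labels, 0 of 11 seed families and 0 of 13 target lists were called. With class 1 given to 30% of the interactions of 1 member, 11 of 11 families were called. With 30% of the interactions at listed genes given to the list's miRNA, 13 of 13 lists were called. That change had a pooled odds ratio of 9.45, against 1.70 in the data. Smaller changes were not planted there, so the power to find an odds ratio like that in the data is not known.

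The alternatives were to weight interactions by N, to keep only N of at least 2, only 3′-UTR interactions or only 1 interaction per miRNA and gene, to count only Watson–Crick pairs, and to change the number of k-means groups, thresholds and backgrounds. Motifs, conservation, the overlap with miRTarBase and a control with random targets were not analysed here, since they need target sequences or tables not used here. miR-last chimeras and the response of mRNAs to miR-122 inhibition were not analysed here either.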

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

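The tests of the placement of imperfect seed matches, of nuclear copies of mitochondrial DNA and of strong seed matches on the mitochondrial genome were chosen only after the results they measure had been seen, and the test of other mitochondrial seed matches was written after that share for strong matches.

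The paper does not report on interactions with the mitochondrial genome. There were 771, or 2.36% of all interactions, from 151 miRNAs. A canonical seed match was present in 14.9% (12.6 to 17.6), against 30.8% on nuclear chromosomes, and 24.6% were seen in at least 2 reads, against 4.53%. The interactions with the most reads were those of miR-30a-5p from 14261 to 14336 (30 reads, 6mer) and of miR-122-5p from 12403 to 12478 (20 reads, bulged 7mer-A1).

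Another 293 interactions, which the paper does not discuss, lay in 13 nuclear places that at least 10 miRNAs shared. A canonical match was present in 9.22% of them. An intron of HFM1 on chromosome 1 from 91625316 to 91625737 held 54 interactions of 36 miRNAs, and PDE3A on chromosome 12 from 20595630 to 20595796 held 28 of 26 miRNAs. HFM1 is among the 10 genes with the most interactions, and PDE3A was singled out after its values were seen. No explanation was tested for these places.

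For the class preferences of miRNAs, 3 technical explanations were tested. Against interactions of other miRNAs with the same duplex map length, 61 of 83 miRNAs had a p under 0.001, and with interactions split by the kind of seed match 67 of 83 did, which argues against miRNA length or seed match kind as the whole explanation. Log odds ratios from odd and even chromosomes correlated with r = 0.749 (0.710 to 0.782) over 581 pairs of miRNA and class, which argues against chance in the counts. What stays open is whether a miRNA's sequence would give the same classes with random targets, which was not tested because target sequences are lacking here. No biological explanation was tested.

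Imperfect 6mer matches were placed evenly over the target region. Mismatched 6mer and offset 6mer matches lay in its first 37 positions in 53.2% (51.5 to 54.9, n = 3332), against 52.9% for an even placement, which is consistent with chance occurrence of most such matches. For mismatched 8mers the share was 72.1% (69.6 to 74.4, n = 1326) against 54.4%, which argues against chance as the source of all of them. How many imperfect 6mers pair with the miRNA stays open, and no biological explanation was tested.

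For the mitochondrial interactions, 97.4% (96.0 to 98.3) lay on the plus strand, which argues against nuclear copies of mitochondrial DNA as their source. Their 8mer and 7mer-m8 matches lay near the ligation point in 79.4% (63.2 to 89.7, n = 34), against 53.9% for an even placement. This argues against ligation without seed pairing as the whole explanation for interactions with an 8mer or 7mer-m8 match. Other seed matches lay near it in 58.7% (54.6 to 62.7, n = 564), against 53.2%. These mix weaker canonical matches with imperfect ones, which were not tested apart. Their share therefore cannot tell whether imperfect matches lie near the ligation point. Within 23 miRNAs the canonical share was lower than on nuclear chromosomes by a mean difference of −19.0 percentage points (−26.3 to −11.7, permutation p = 9.0e-05), against −15.8 over all interactions, which argues against a few miRNAs as the reason. Ligation to abundant RNA stays open for part of the interactions with an 8mer or 7mer-m8 match. It also stays open for interactions with other seed matches and for those without a seed match. No biological explanation was tested.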

How the results depend on the processing

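The alternatives that leave out the mitochondrial genome or count only enriched classes were chosen after seeing the data. No paired analysis was possible because interactions are pooled over libraries. Of 72 alternatives for 17 results, 54 kept the direction and the side of the threshold of a tested result, an untested value within its interval or a count within 1.5 times, 2 took a result below its threshold and 16 moved a value or count. In 1 of these 16 the comparison that passed had the opposite direction.

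For 9 results, no alternative run changed the direction, the side of the threshold or the position, although the size of some moved beyond the main interval. Strong seed matches lay near the ligation point in 75.9% to 84.9%, the gaps stayed at position 15 in class 5A and 10 in class 5B, and the odds ratio at listed targets was 1.70 to 4.22. Tests of genes by function passed in 0 cases, and the same direction in brain was found in 75.7% to 100% of pairs. The canonical share was higher in 3′-UTRs than in coding sequence by 8.23 to 10.8 percentage points and than in introns by 10.0 to 23.8, and higher with at least 2 reads than with 1 by 16.9 to 27.1.

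The canonical share was 31.8% weighted by N, 46.7% with N of at least 2, 41.8% in 3′-UTRs and 32.1% with 6mer-A1 counted. The share of the 12 most frequent miRNAs was 49.2% weighted by N, 61.3% with N of at least 2, 47.2% in 3′-UTRs and 46.7% with 1 interaction per miRNA and gene. The cause was not tested. Class preference was found for 6 miRNAs with N of at least 2 and 11 in 3′-UTRs, where 9 and 22 miRNAs had enough interactions, and for 61 to 81 otherwise (67 without the mitochondrial genome, 64 enriched). The Rand index was 0.609 with 6 groups, 0.479 with 8 and 0.503 with Watson–Crick pairs only. With only the positions that all miRNAs of at least 20 nt have, it was 0.493. The cause was not tested for the last 2. With N of at least 2, the correlation of seed with auxiliary pairs was −0.0299 (permutation p = 0.23) and that of seed A and U bases with class 4 was 0.634 over 9 miRNAs (exact permutation p = 0.0714). With N of at least 2, 1 of 6 comparisons of auxiliary pairs at imperfect seeds passed, for bulged 8mers, with −1.10 pairs and so opposite to the difference over all interactions, while the other 5 were positive (0.0286 to 0.818) and did not pass, and the cause was not tested. In 3′-UTRs, only 3 seed families had enough interactions to be tested. Of these 3, 1 differed, and the cause was not tested.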

Differences from the paper's values

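The legend of Supplementary Fig. 8f does not name the libraries it counts, while the values here are over all libraries, and by the paper's numbers 53.2% of miR-first chimeras came from cells given the LNA against miR-122 or miravirsen. Like sets of libraries were therefore not compared for shares and ranks in that figure. The share of interactions of miR-122-5p was 3.38%, where the paper shows about 7% in Supplementary Fig. 8f, read by eye. Of the alternatives set before the data were examined, keeping only N of at least 2 gave 4.89%, within 1.5 times the paper's value, while weighting by N (3.53%), 3′-UTR interactions (2.68%) and 1 interaction per miRNA and gene (3.39%) did not come that close. The share of miR-186-5p was 3.21%, where the paper shows about 2% in Supplementary Fig. 8f, read by eye. Here 3′-UTR interactions gave 2.02%, while weighting by N (3.22%), N of at least 2 (3.18%) and 1 interaction per miRNA and gene (3.14%) remained more than 1.5 times as high.

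The figure places miR-122-5p second among the miRNAs, and it was eighth here, over all libraries. Of its 12 miRNAs, 11 were among the 12 most frequent here, with miR-30a-5p (2.05%) in place of miR-21-5p (1.99%). The paper describes both 5A and 5B as similar to brain group 5, with bipartite pairing that lies at different sites. A correlation over positions falls when a gap lies elsewhere, so it does not test whether the pairing is bipartite. The profile of class 5A was closest to brain class 5 (r = 0.741), and that of class 5B to brain class 3 (r = 0.759, against 0.281 for brain class 5), over the first 1975 usable of the paper's 130119 brain interactions.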

Other observations

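The tests reported in this part were planned, and the counts of G:U pairs and of interactions per gene were not tested. Canonical seed matches were more frequent in 3′-UTRs (41.8%) than in coding sequence, by 9.74 percentage points (7.63 to 11.8, Fisher's exact test, p = 2.2e-19), and than in introns, by 11.3 (9.54 to 13.0). They were more frequent among interactions with at least 2 reads than with 1 read, by 17.1 (14.7 to 19.6).

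In 8 of 11 seed families the members differed in class at an adjusted p under 0.05 (permutation of class labels within the family), and in 6 of 8 when only members with the same duplex map length were compared. With 3′-UTR interactions alone it was 1 of 3 testable families. miR-15b-5p had 32.3% of its interactions in class 1 and miR-16-5p 7.61%. In class 5A miR-16-5p had 33.9%, miR-15a-5p 2.24% and miR-15b-5p 1.49%. miR-181b-5p had 33.3% in class 6 and miR-181a-5p 19.0%. The miR-19 (adjusted p = 0.73), miR-320 (0.18) and miR-193 (0.063) families did not pass this permutation test. Reads that fitted several members had been given to one at random.

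Across interactions, which are not independent replicates, seed pairs and auxiliary pairs had a Spearman rho of −0.113, and with at least 2 reads it was −0.0299 (permutation p = 0.23). Mismatched or bulged 8mer, 7mer-m8 and 7mer-A1 matches had 0.528 to 0.732 more auxiliary pairs on average than perfect matches, in 6 of 6 comparisons (permutation p = 1e-05 in each, the smallest that 100000 permutations can give). With at least 2 reads only 1 of 6 passed, for bulged 8mers, and in the opposite direction (−1.10 pairs, adjusted permutation p = 0.022). The other 5 differences were positive, at 0.0286 to 0.818 pairs with 39 to 79 imperfect matches each, and did not pass. Over all match types, mean auxiliary pairs were 8.39 for canonical, 9.07 for mismatched and 9.09 for bulged matches. Interactions without a seed match, where pairing was not forced, also had 9.09. Pairing was forced over perfect seed matches but only at part of imperfect ones. Whether this alone gives the differences was not tested.

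Among mismatched sites of miR-30 at miRNA position 3, G:U pairs were 13 of 50 for miR-30a-5p, 12 of 38 for miR-30c-5p and 2 of 8 for miR-30b-5p. Of all G:U pairs at mismatched sites, those at position 3 were 13 of 16, 12 of 17 and 2 of 4 for these miRNAs in the same order. The miR-30 bases at positions 2 to 7, GUAAAC, allow G:U pairs only at positions 2 and 3. Over all miRNAs, only 6.87% of mismatches lay at position 2. The counts therefore do not show a preference for position 3. The genes with the most interactions included ANKRD30BL with 81 (6.17% canonical), PLCB1 with 69, ARHGAP5 with 57, GPC3 with 56 and HFM1 with 55 (7.27% canonical). A single place of 421 positions held 54 interactions at HFM1. At ANKRD30BL, places of 119 and 192 positions held 19 and 17, from 19 and 16 miRNAs. HSPC117 had no interaction, which allows a share of up to 0.0137% of interactions with a gene.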
